# Role of the histone variant H2A.Z.1 in memory, transcription, and alternative splicing is mediated by lysine modification

**DOI:** 10.1038/s41386-024-01817-2

**Published:** 2024-02-16

**Authors:** Anas Reda, Luca A. Hategan, Timothy A. B. McLean, Samantha D. Creighton, Jian Qi Luo, Sean En Si Chen, Shan Hua, Stephen Winston, Isaiah Reeves, Aditya Padmanabhan, Tarkan A. Dahi, Firyal Ramzan, Mark A. Brimble, Patrick J. Murphy, Brandon J. Walters, Gilda Stefanelli, Iva B. Zovkic

**Keywords:** Epigenetics and behaviour, Long-term memory

## Abstract

Creating long-lasting memories requires learning-induced changes in gene expression, which are impacted by epigenetic modifications of DNA and associated histone proteins. Post-translational modifications (PTMs) of histones are key regulators of transcription, with different PTMs producing unique effects on gene activity and behavior. Although recent studies implicate histone variants as novel regulators of memory, effects of PTMs on the function of histone variants are rarely considered. We previously showed that the histone variant H2A.Z suppresses memory, but it is unclear if this role is impacted by H2A.Z acetylation, a PTM that is typically associated with positive effects on transcription and memory. To answer this question, we used a mutation approach to manipulate acetylation on H2A.Z without impacting acetylation of other histone types. Specifically, we used adeno-associated virus (AAV) constructs to overexpress mutated H2A.Z.1 isoforms that either mimic acetylation (acetyl-mimic) by replacing lysines 4, 7 and 11 with glutamine (KQ), or H2A.Z.1 with impaired acetylation (acetyl-defective) by replacing the same lysines with alanine (KA). Expressing the H2A.Z.1 acetyl-mimic (H2A.Z.1^KQ^) improved memory under weak learning conditions, whereas expressing the acetyl-defective H2A.Z.1^KA^ generally impaired memory, indicating that the effect of H2A.Z.1 on memory depends on its acetylation status. RNA sequencing showed that H2A.Z.1^KQ^ and H2A.Z.1^KA^ uniquely impact the expression of different classes of genes in both females and males. Specifically, H2A.Z.1^KA^ preferentially impacts genes involved in synaptic function, suggesting that acetyl-defective H2A.Z.1 impairs memory by altering synaptic regulation. Finally, we describe, for the first time, that H2A.Z is also involved in alternative splicing of neuronal genes, whereby H2A.Z depletion, as well as expression of H2A.Z.1 lysine mutants influence transcription and splicing of different gene targets, suggesting that H2A.Z.1 can impact behavior through effects on both splicing and gene expression. This is the first study to demonstrate that direct manipulation of H2A.Z post-translational modifications regulates memory, whereby acetylation adds another regulatory layer by which histone variants can fine tune higher brain functions through effects on gene expression and splicing.

## Introduction

Formation of long-term memories is dependent on learning-induced changes in transcription and associated modifications of histone proteins [1]. Histones regulate accessibility of genes for transcription by packaging ~147 base pair segments of DNA around 2 copies of histones H2A, H2B, H3 and H4 to form nucleosomes, the building blocks of chromatin. Histones modify gene expression through post-translational modifications (PTMs) of their N-terminal tails, or differential inclusion of histone variants into nucleosomes [2]. Histone variants are functionally diverse counterparts of canonical histones that alter nucleosome function to modify gene expression and alternative splicing [3], and recent evidence shows that variants of the H2A histone family regulate memory and neuronal transcription [4–13]. Histone variants are especially important for neural function because expression of canonical histones is coupled to cell division, which reduces their abundance adulthood [14, 15], whereas replication-independent histone variants become the primary source of histones in the adult brain [15]. Despite their critical role in neuronal chromatin, untangling the function of histone variants is complex because they are encoded by multiple genes and are typically studied without considering PTMs that modify their function.

Histone H2A.Z is a highly conserved H2A variant that suppresses memory in male mice [2, 8, 9, 11–13]. H2A.Z is encoded by 2 genes that produce histones H2A.Z.1 (encoded by *H2afz*) and H2A.Z.2 (encoded by *H2afv*) that differ in only 3 amino acids [16]. Most studies focus on H2A.Z.1, the primary form of H2A.Z in cultured rat neurons [17], whose depletion improves memory [2, 8, 9, 11–13]. Although H2A.Z.2 function in memory has not been directly studied, inducible neuronal deletion of both H2A.Z-encoding genes improved aversive and non-aversive memory in male mice [8, 9] and improved only non-aversive memory in females, indicating that effects of H2A.Z on memory are sex and task specific [9].

Levels of acetylated H2A.Z increase 24 h and 30 days after fear conditioning [6], suggesting that H2A.Z acetylation (AcH2A.Z) may be beneficial for memory. Although the functional role of H2A.Z acetylation in memory has not been directly studied, acetylation generally improves memory [18], suggesting that acetylation of H2A.Z may also promote memory formation. However, tools for manipulating histone acetylation primarily utilize histone deacetylase (HDAC) enzymes, which alter acetylation across various histones and non-histone proteins, making it difficult to assign outcomes to any particular histone. Indeed, trichostatin A (TSA) is a widely used HDAC inhibitor that enhances memory in wild-type mice and improves pathology and memory in mouse models of Alzheimer’s disease [18–20]. Its effects have been attributed largely to changes in H3 and H4 acetylation, but we found that TSA also causes a dramatic increase in histone H2A.Z acetylation [6], suggesting that some benefits of HDAC inhibitors may involve H2A.Z acetylation.

The goal of the current study is to assess the functional role of H2A.Z.1 acetylation in memory independently from acetylation of other histones. H2A.Z is most commonly acetylated at lysines 9, 7 and 11 (K9, K7 and K11) [16]. To investigate the functional relevance of these lysines for memory, we applied a mutation strategy to replace these lysines with glutamine (KQ) to mimic acetylation, or with alanine (KA) to prevent acetylation. Glutamine is structurally similar to acetylated lysine and can mimic functional effects of histone acetylation in several model systems, whereas alanine cannot be acetylated and thus acts as an acetyl-defective mutant [21, 22]. We focused specifically on H2A.Z.1 because this is the primary form of H2A.Z in rat cortical neurons [17] and because H2A.Z.1 depletion enhances memory [9, 11–13].

## Methods

### Animals

Male and female conditional-inducible H2A.Z knockout (H2A.Z^KO^) mice floxed for both H2A.Z.1 (*H2afz*) and H2A.Z.2 (*H2afv*) were purchased from Riken and maintained in our colony (RBRC #05765) at the University of Toronto Mississauga. Mice were housed in groups on a 12 h light cycle (lights on at 8 am) with *ad libitum* access to food and water. All procedures were approved by the University of Toronto Animal Care Committee and complied with institutional guidelines and the Canadian Council on Animal Care.

### AAV production and constructs

H2A.Z deletion in the hippocampus was achieved using an AAV ITR-flanked vector encoding Cre recombinase open reading frame (ORF) driven by the Synapsin (SYN) promoter (Syn-Cre). *H2afz* was overexpressed with a vector encoding H2A.Z.1 ORF fused to 3x-Myc tag and lacking the stop codon under CMV promoter, followed by p2A auto-cleaving sequence and GFP ORF. The 3x-Myc sequence followed by p2A GFP was used as control. To obtain acetyl-defective (KA) and acetyl-mimic (KQ) mutants, Lysine 4, 7 and 11 were mutated into Alanine (GCC) or Glutamine (CAA; Supplementary Fig. 2A, B).

### Stereotaxic surgery for viral delivery

Mice were anesthetized with isoflurane and secured in a Kopf stereotaxic apparatus. Viral particles were bilaterally delivered into the hippocampus (anterior/posterior −2; medial/lateral 1.5; dorsal/ventral −1.6) at a rate of 225 nl/min. Syn-Cre viral particles were mixed with 3-Myc-H2A.Z.1 WT, KA or KQ or 3-Myc only as control and a total volume of 2 ul of virus mix was injected in each hemisphere. Titers were matched to the least concentrated viral vector (6.60 e12 viral genomes (VG)/ml). For the control condition (3x-Myc only), virus was mixed with PBS to allow for titer and volume matching among conditions so that all mice received the same volume of viral injections. Mice were allowed 2 weeks to recover before testing (Supplementary Fig. 2C).

### Object location memory (OLM)

Mice were transported to the testing room and given 30 min to acclimate. Before testing, all mice were handled and habituated to an empty testing apparatus (open-field; 45 × 45 × 30 cm) for 10 min on two consecutive days. Spatial and contextual cues were readily available in the testing room. Mice underwent one 5-min (suboptimal) or 10-min (standard) training phase, in which they were presented with 2 objects in 2 corners of the open-field, away from the walls. Memory was tested after 24 h with a 5-min exposure to the same 2 objects, with one presented in a new location. Memory was inferred from the preferential exploration of the object in the novel compared to the familiar side, quantified as the discrimination ratio [DR = (seconds spent in novel location exploration – familiar location exploration)/(total seconds in object exploration)]. Mice were first trained with a standard 10 min protocol. One week later, a subset of mice were trained on the suboptimal 5 min protocol using different objects.

### Fear conditioning

One week after the last OLM task, mice underwent 2 contextual fear conditioning sessions administered 1 week apart. Mice were transported to the testing room and placed into test chambers (9.8 in boxes; designed for mice) equipped with an electrified grid floor (Coulbourn Instruments, Holliston, MA, USA). During training, mice were given 2 min to explore, followed by one or two 0.3 mA (2 s) foot-shocks an additional minute of exploration. One week later, mice were re-trained with a single 0.5 mA instead of a 0.3 mA shock. Memory was tested in the same context 24 h after each training and freezing (scored by FreezeFrame, Coulbourn Instruments) was used as an index of memory.

### Primary hippocampal neuronal culture

Hippocampal neurons were prepared from E17 mice floxed for both H2A.Z.1 (*H2afz*) and H2A.Z.2 (*H2afv*), as previously described [8]. Hippocampi were washed with Hank’s Balanced Salt Solution (1x HBSS Gibco#14175-095) and trypsinated for 30 s (0.25% Trypsin, Life Technologies#15050065), then washed with HBSS. Trypsin was inhibited with dissecting medium (10% normal horse serum, Life Technologies#26050070) in DMEM (Life Technologies#11995065). Neurons were dissociated by triturating and diluted in Neurobasal Medium (L-Glutamine) (Gibco#21103-049) with 20 mM L-glutamine (Gibco 25030-081), 1x Penicillin-Streptomycin (Sigma P4333-100ML) and 1xB27 (Gibco 17504-044) and plated in 6-well plates. Neurons were infected with Syn-Cre on 1 day in vitro (DIV) and harvested on DIV8.

### Chromatin immunoprecipitation (ChIP)

#### ChIP-qPCR

Whole hippocampus from the left hemisphere was crosslinked in 500 μL of 1% formaldehyde in PBS with protease inhibitor cocktail (Cell Signaling#5872) for 5 min at RT, then quenched with 1.25 M glycine for 5 min at RT. Tissue was washed 6x with ice-cold PBS and homogenized in 300 μL ChIP lysis buffer (50 mM Tris pH 8.0, 1% SDS, 10 mM EDTA) with protease inhibitor cocktail. Tissue homogenates were sonicated for 10 s at 40% power and sheared using a Bioruptor (40 cycles, 30 s on 30 s off; Diagenode), then centrifuged at 17,000 × *g* for 5 min at 4 °C to clear insoluble material. Supernatant was aliquoted, diluted 1:10 with ChIP dilution buffer (16 mM Tris pH 8.0, 0.01% SDS, 1% Triton X-100, 1.2 mM EDTA, 170 mM NaCl), and incubated with 20uL of pre-blocked Protein G beads (Millipore #16-662) and 1uL of anti-H2A.Z (Millipore #ABE1348) or anti-acH2A.Z (Millipore #ABE1363) overnight at 4 °C on a rotating platform. Immunoprecipitates were washed sequentially with low-salt (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 150 mM NaCl), high-salt (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.0, 500 mM NaCl), LiCl (0.25 M LiCl, 1% IGEPAL CA630, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris pH 8.0), and TE (10 mM Tris-HCl pH 8.0, 1 mM EDTA) for 5 min at RT. Immunoprecipitates and inputs were de-crosslinked for 2 h at 65°C in TE (10 mM Tris-HCl, 1 mM EDTA) with 1% SDS and 9.25ug proteinase K (Roche #03115887001), then incubated at 95°C for 10 minutes. Samples were cooled to RT and DNA was purified with a PCR purification kit (Bio Basic #BS664). ChIP data were calculated as %input. Acetylated H2A.Z was normalized to total H2A.Z by dividing %input (acH2A.Z) by %input (H2A.Z).

#### RNA-seq

RNA was extracted using the RNeasy Mini Kit (Qiagen). Samples were sequenced at CD Genomics using Illumina HiSeq4000 at a PE read depth of ~30 million. Raw PE reads were quality controlled using FastQC (v0.11.9). Accession number for raw sequencing data is GEO: GSE242179.

#### DEG analysis

Reads were aligned to the *Mus musculus* GRCm39 reference genome (Ensembl). Reference genome was indexed in R using the Rsubread library and reads were aligned using Rsubread align in R (version 2.12.3, R version 4.2.3) with paired-end settings. Adapters were trimmed using soft-clipping in Rsubread [23]. Aligned reads were counted using featureCounts in the Rsubread library (version 2.12.3). Quality control on the counts was performed using RNASeqQC in R (version 0.1.4). Genes with count sum below 20 across all samples were removed prior to analysis. We performed PCA on the samples, as well as Mahalanobis distance metrics to assess for potential outlier samples. Differential expression analysis was performed in DESeq2 in R (version 1.38.3) using adjp<0.05 and volcano plots were generated using EnhancedVolcano library in R (version 1.16.0). Overlap data for Venn diagrams were generated using webtool from Bioinformatics and Evolutionary Genomics (https://bioinformatics.psb.ugent.be/webtools/Venn/).

#### Quantile plots

DEG tables from Myc controls vs. H2A.Z^KO^ mice were sorted by Log_2_FC value in increasing order. Quintiles were generated by grouping genes from H2A.Z^KO^, H2A.Z.1^WT^, H2A.Z.1^KA^, and H2A.Z.1^KQ^ groups based on Log_2_FC-ordered DEGs from the Myc vs. H2A.Z^KO^ group. Box-whisker plots were generated with those Log_2_FC values using ggplot2 in R. Difference between the mean Log_2_FC between all four groups within each quantile were assessed with a 1-way ANOVA followed by Tukey’s HSD post-hoc with multiple comparison correction.

#### Heat maps

DEGs from the H2A.Z.1^KA^ and H2A.Z.1^KQ^ groups were filtered based on a padj<0.05 and their union set was taken. A differential between normalized gene counts from H2A.Z.1^KA^ and H2A.Z.1^KQ^ was calculated. Genes from the union set were matched to the row name of the normalized count matrix from DESeq2. The mean expression of each gene across each replicate was calculated for H2A.Z.1^KA^ and H2A.Z.1^KQ^, respectively. The difference between these values were calculated and the genes were sorted by the differential in descending order. Top 100 genes upregulated in H2A.Z.1^KA^ and downregulated in H2A.Z.1^KQ^, and top 100 genes upregulated in H2A.Z.1^KQ^ and downregulated in H2A.Z.1^KA^ (and same genes in H2A.Z.1^WT^) were then Z-scaled and plotted using ComplexHeatmap in R (v. 2.17.0) [24]. Unsupervised clustering was conducted within ComplexHeatmap and dendrograms grouping samples and replicates (columns), and genes (rows) were plotted.

#### RNA-seq GO analysis

Gene ontology pathway analyses were conducted using ShinyGo, which compares random distribution of chromosomes to all background genes using ChiSquared. Significant differences between user inputted genes and all other background genes in the genome are analyzed using *t*-tests corrected for multiple comparisons [25].

#### DTU analysis

Quality controlled fastq files were trimmed using trimmomatic (version 0.49) against TruSeq3-PE.fa (trimmomatic, max 4 mismatches, minimum length=50 bp). Trimmed fastq files were again quality controlled using FastQC (v0.11.9) and fastq files were mapped to the indexed GRCm39 using Salmon (version 1.9.0) with default settings. Transcript usage and alternative splicing was analyzed using the IsoformSwitchAnalyzeR library (version 2.1.3). Briefly, quantification files were imported using the standard import pipeline [26]. Isoform usage was tested on retained samples with DEXSeq implemented in IsoformSwitchAnalyzeR [27–29]. Alternative splicing analysis was conducted with spliceR implemented in IsoformSwitchAnalyzeR, and the type of alternative splicing event occurring was visualized using whisker plots [30]. Volcano plots relating differential isoform fraction (dIF) to the log_10_(pAdj) values were generated using ggplot2 in R (version 3.4.1) from the output of DEXSeq in IsoformSwitchAnalyzeR. To generate plots relating differential gene expression with isoform switches, log_2_ fold changes from DESeq2 called genes were plotted against the dIF of transcripts called from DEXSeq using ggplot2. Only genes with more than one documented splice isoform and showing expression in our data set were included in this comparison.

#### Statistics

Behavioral data were analyzed with a two-way ANOVA using SPSS (IBM), with Sex and Virus (Myc, H2A.Z^KO^, H2A.Z^WT^, H2A.Z^KA^, H2A.Z^KQ^) as independent variables. Significance was set to p ≤ 0.05. Post hoc analyses were conducted using Two-Stage Linear Step-Up Procedure of Benjamini, Krieger and Yekutieli to control for False Discovery Rate (FDR), with q value set to 0.05.

## Results

### H2A.Z acetylation associates with accessible regions

First, we assessed the chromatin distribution of acetylated H2A.Z (AcH2A.Z) relative to total H2A.Z using ChIP-seq in primary hippocampal neurons. H2A.Z was sorted into quartiles based on AcH2A.Z signal, with Q1 representing the lowest and Q4 denoting the highest level of acetylation (Fig. 1A, left; Supplementary Fig. 1). AcH2A.Z within Q3 or Q4 localized further from genes than H2A.Z with low levels of acetylation (Q1 or Q2). Moreover, H2A.Z at active promoters (indexed by H3K4me3) tends to be acetylated, such that the least acetylated H2A.Z (Q1) is less abundant than H2A.Z in the remaining quartiles (Q2-Q4) (Fig. 1B, D). In contrast, acetylated H2A.Z (Q4) is excluded from enhancers marked by H3K4me1, a modification that does not distinguish between active and inactive states, but is found on active enhancers marked by H3K27ac [31]. To confirm AcH2A.Z occupancy at enhancers and promoters, we showed that AcH2A.Z in each quantile intersects with promoters and intergenic CpG islands, which are used as a proxy for putative enhancers (Fig. 3A, right) [32]. Thus, AcH2A.Z occurs both at promoters and putative enhancers, and the highest AcH2A.Z levels tend to be located further from gene TSS than regions possessing lower levels of AcH2A.Z. Additionally, AcH2A.Z occupied open chromatin regions indexed by ATAC seq (Fig. 1B, D), suggesting that H2A.Z acetylation is associated with permissive transcriptional states. Gene ontology analysis of AcH2A.Z occupancy identified neuron and brain function across all quartiles, with greatest enrichment at the most highly acetylated loci (Fig. 1C).

**Fig. 1:**
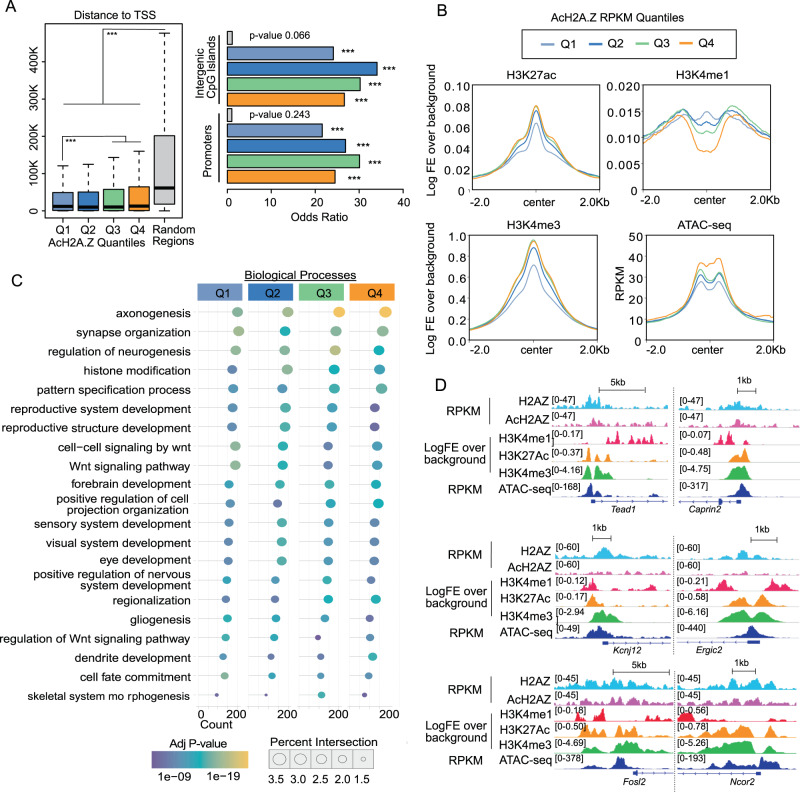
Acetylated H2A.Z occurs over accessible regions in hippocampal neurons. **A** Left: Measurements of peak distance to nearest TSS across each H2A.Z enrichment quartile (Peaks for H2A.Z were separated into quartiles according to acetylated H2A.Z levels). All AcH2A.Z peaks are relatively close to TSS, as compared with a random sampling of the genome, and regions within Q3 or Q4 tend to be further from genes than Q1 or Q2. Right: Measurements of AcH2A.Z peaks intersection with promoters or intergenic CpG Islands, a proxy for putative enhancers. Fisher odds ratios are displayed as a bar chart with p-value indicated. P values generated from two tailed hypergeometry testing. ***indicates p < 0.0001. **B** Enrichment for chromatin modifications across quartiles defined in panel A. Regions within Q3 or Q4 tend to have higher levels of H3K4me3, H3K27ac, and chromatin accessibility, as compared with Q1 and Q2, but lower levels of H3K4me1. **C** Gene ontology analysis indicates a significant enrichment for gene pathways associated with neuron and brain function across all quartiles, with the most significant enrichment occurring at the most highly enriched AcH2A.Z loci, those within Q3 and Q4. **D** Genome browser snapshot depicts example genes where AcH2A.Z levels are enriched. AcH2A.Z ChIP seq N = 3.

### Validation of construct incorporation

To assess the functional relevance of H2A.Z acetylation, we used H2A.Z.1 and H2A.Z.2 floxed mice to eliminate endogenous H2A.Z and overexpressed Myc-tagged isoforms of either wild-type (WT), KA, or KQ H2A.Z.1 mutations (Supplementary Fig. 2A–C). First, we confirmed similarities in viral spread of AAVs expressing Cre and each H2A.Z.1 replacement construct in the hippocampus (Supplementary Fig. 2D). Next, we confirmed that Cre injection in floxed mice reduced H2A.Z.1 (*H2afz*) expression when H2A.Z.1 was not replaced (t_16_ = 4.14, p < 0.001; Supplementary Fig. 2E) and reduced H2A.Z.2 (*H2afv*) expression irrespective of H2A.Z.1 replacement (F_3,32_ = 9.95, p < 0.001; all p < 0.05) (Supplementary Fig. 2F). The small degree of H2A.Z deletion likely reflects low sensitivity for detecting neuron-specific knockout in bulk tissue. Indeed, expressing Cre in primary hippocampal neurons from floxed mice robustly reduced H2A.Z levels (Supplementary Fig. 2H), indicating high efficacy of this construct. Finally, we confirmed that H2A.Z.1 expression was higher (F_3,27_ = 11.60, p < 0.001) in mice that received H2A.Z.1^WT^ (standard form of H2A.Z.1), H2A.Z.1^KA^ (acetyl-defective mutant), and H2A.Z.1^KQ^ (acetyl-mimic mutant) expression constructs compared to Myc-tag controls (all p < 0.05), indicating successful construct expression in the brain (Supplementary Fig. 2G).

### Effects of H2A.Z acetyl mutants on memory recall

#### Object location memory (OLM)

Long-term memory for object location was tested with a standard 10 min training session that produces memory 24 h later, and a subthreshold 5 min training session that fails to produce long-term memory [31] (Fig. 1A). There was no sex difference on the subthreshold task, but mice expressing the acetyl-mimic H2A.Z.1^KQ^ mutant had enhanced learning compared to all other groups (F_4,94_ = 2.885, p = 0.027, all q < 0.05, except H2A.Z.1^KQ^ *vs*. H2A.Z.1^KA^, for which q = 0.088), suggesting that constitutively acetylated H2A.Z.1 is beneficial for consolidating weak memories (Fig. 2A).

**Fig. 2:**
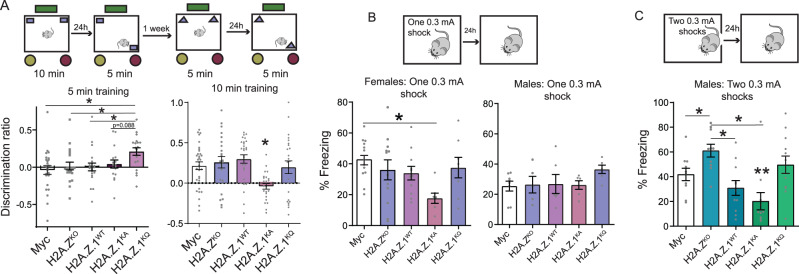
H2A.Z.1 acetyl-mimic promotes memory and acetyl-defective H2A.Z.1 impairs memory. **A** Male and female mice were trained on the object location task for either 10 min (standard training protocol) or 5 min (subthreshold training protocol) and memory was tested 24 h after each training session. On the 5 min task, mice expressing the acetyl-mimic H2A.Z.1^KQ^ had improved memory compared to all other groups (left). On the 10 min task, mice expressing acetyl-defective H2A.Z.1^KA^ had impaired memory compared to all other groups. Sex was not a significant factor, so data are combined for males and females. N/group for females: Myc:13, H2A.Z^KO^:12, H2A.Z.1^WT^:12, H2A.Z.1^KA^:8; H2A.Z.1^KQ^:8. N/group for males 5 min training: Myc:12; H2A.Z^KO^:8, H2A.Z.1^WT^:10, H2A.Z.1^KA^: 10; H2A.Z.1^KQ^:11. N/group for males 10 min training: Myc:19; H2A.Z^KO^:13, H2A.Z.1^WT^:16, H2A.Z.1^KA^:17; H2A.Z.1^KQ^:16. **B** Mice were trained on contextual fear conditioning using a single 0.3 mA foot shock. Female mice expressing acetyl-defective H2A.Z.1^KA^ had impaired memory compared to all other groups. Male mice had lower freezing overall, but freezing did not differ between treatment groups. N/group for females: Myc:13, H2A.Z^KO^:12, H2A.Z.1^WT^:11, H2A.Z.1^KA^:8; H2A.Z.1^KQ^:8. N/group for males: Myc:7, H2A.Z^KO^:5, H2A.Z.1^WT^:6, H2A.Z.1^KA^:6; H2A.Z.1^KQ^:6. **C** A subgroup of male mice were trained with a stronger protocol (two 0.3 mA shocks instead of one 0.3 mA shock). Under these conditions, H2A.Z deletion improved memory, whereas expression of acetyl-defective H2A.Z.1^KA^ impaired memory. * signifies p < 0.05 for comparisons identified by lines between bars; **signifies p < 0.05 for H2A.Z.1^KA^ vs. all other groups N/group = Myc:11; H2A.Z^KO^:10, H2A.Z.1^WT^:11, H2A.Z.1^KA^:10; H2A.Z.1^KQ^:12. Data are expressed as Mean ± SEM. *q < 0.05.

Standard training conditions abolished the beneficial effect of H2A.Z.1^KQ^, suggesting that acetylation does not provide additional benefit under training conditions that support learning in control mice. However, the acetyl-defective H2A.Z.1^KA^ mutant impaired memory compared to all other groups (Main effect of Virus: F_4,121_ = 4.57, p = 0.002; all p < 0.05), suggesting that the presence of H2A.Z.1 that cannot be modified is detrimental for memory. In addition, memory was lower in males than in females (Main effect of sex: F_1,121_ = 4.02, p = 0.047; Supplementary Fig. 3), but sex did not interact with H2A.Z lysine mutations. Together, these data show that H2A.Z.1 acetylation is beneficial for memory under weak learning conditions, whereas unacetylated H2A.Z.1 is detrimental for memory under standard learning conditions (Fig. 2A).

#### Contextual fear memory (CFC)

In contrast to object location memory, which is similarly affected by H2A.Z depletion in both sexes [9], we previously showed that effects of H2A.Z deletion on fear memory are sex-specific [9], leading us to assess males and females separately. Mice were fear conditioned using a weak training protocol consisting of a single 0.3 mA shock, and long-term memory was assessed 24 h later. H2A.Z manipulation significantly affected fear memory in females (F_4,46_ = 2.74, p = 0.04), whereby H2A.Z.1^KA^ impaired memory compared to Myc only controls (q < 0.05). No differences were found in males (Fig. 2B). Re-training mice in the same context with a single 0.5 mA shock one week later resulted in equivalent memory across all conditions, suggesting that H2A.Z.1’s effect on memory varies with strength of the learning stimulus (Supplementary Fig. 4A).

In contrast to our previous studies, H2A.Z deletion did not improve fear memory in males with 0.3 mA shock (Fig. 2B). To determine if this discrepancy is due to the weaker training compared to our previous work, a subset of males were trained with two instead of one 0.3 mA shock. With this protocol, H2A.Z deletion improved fear memory (F_4,48_ = 9.994, p < 0.001) compared to all groups (q < 0.05) except the H2A.Z.1^WT^ (p = 0.12) (Fig. 2C). In addition, the acetyl-defective H2A.Z.1^KA^ mutation impaired memory compared to all groups (all p < 0.05). To test if these effects persist with additional training, mice were trained again with a single 0.5 mA shock 1 week later. Effects of H2A.Z deletion were no longer evident, but memory remained deficient in mice expressing H2A.Z.1^KA^ (F_4,49_ = 4.347, p = 0.004) compared to all groups except H2A.Z.1^WT^ (p = 0.103) (Supplementary Fig. 4B). Together, these data show that acetyl-defective H2A.Z.1 is detrimental for fear memory, but these effects depend on the strength of the training stimulus.

#### H2A.Z deletion has unique transcriptional effects in male and female mice

H2A.Z regulates memory through changes in gene expression [11–13]. Thus, we conducted RNA sequencing on infected hippocampal tissue to identify how H2A.Z deletion and replacement impact transcription. 

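RNA-seq counts of hippocampal tissue from 40 mice, 18 females and 22 males, were analysed, with 1 library per mouse. Control mice received the 3xMyc vector without Cre (Myc), and H2A.Z KO mice received Cre under the neuronal synapsin promoter together with 3xMyc. The replacement groups received Cre together with 3xMyc-tagged H2A.Z.1 in its wild-type form (H2A.Z.1 WT) or with N-terminal lysines changed to alanine (H2A.Z.1 KA) or glutamine (H2A.Z.1 KQ). Among females there were 3 Myc, 4 H2A.Z KO, 4 H2A.Z.1 WT, 4 H2A.Z.1 KA and 3 H2A.Z.1 KQ mice. Among males there were 4 Myc, 4 H2A.Z KO, 5 H2A.Z.1 WT, 4 H2A.Z.1 KA and 5 H2A.Z.1 KQ mice. Total counts per female mouse were 26683636 to 42788522 (median 26755222) in Myc, 31547523 to 42928073 (median 34971645) in H2A.Z KO and 27928823 to 42818051 (median 36417112) in H2A.Z.1 WT. They were 27064515 to 45982772 (median 30722659) in female H2A.Z.1 KA and 38303901 to 40245169 (median 38504254) in female H2A.Z.1 KQ mice. Total counts per male mouse were 33661020 to 41090936 (median 37614194) in Myc, 24342921 to 43158420 (median 35017788) in H2A.Z KO and 32000421 to 38749665 (median 37370648) in H2A.Z.1 WT. They were 35475876 to 39567535 (median 37979872) in male H2A.Z.1 KA and 26221299 to 42674291 (median 41558804) in male H2A.Z.1 KQ mice. The authors aligned the reads to GRCm39, counted them per gene and deposited the raw counts and a table of counts divided by DESeq2 size factors. The raw counts were used here. Of 40853 genes, the 28449 with a count sum of at least 20 over all mice were tested with edgeR's quasi-likelihood test in a model of the 10 groups of sex and virus, after TMM normalization. Adjusted p-values follow Benjamini and Hochberg over these genes, and SE is the standard error of a log2 fold change. A DEG against Myc has an adjusted p under 0.05 and an absolute log2 fold change over 1, and genes compared between the sexes or with H2A.Z KO have an adjusted p under 0.05 at any fold change. The 39 gene lists were fixed in advance and tested with camera at an inter-gene correlation of 0.01 and at an estimated correlation, and with fry. Values in CPM are TMM-normalized counts scaled to the total of a library, given as the mean ± SD over mice.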

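H2az1 and H2az2 encode the H2A.Z.1 and H2A.Z.2 proteins, and the paper gives both genes as floxed in all mice. The sample labels give the genotype of Myc mice as WT instead, and if they hold, a value against Myc compares genotypes as well. H2az1 lies on chromosome 3 of GRCm39 from 137570072 to 137572690, and H2az2 on chromosome 11 from 6371231 to 6394481. In females, H2az1 stood at 32.2 ± 3.58 CPM in Myc (n = 3) and 31.0 ± 3.67 CPM in H2A.Z KO mice (n = 4), a log2 fold change of -0.058 (SE 0.17, adjusted p = 0.828). In males it stood at 32.8 ± 4.38 CPM (n = 4) and 31.5 ± 9.37 CPM (n = 4), a log2 fold change of -0.054 (SE 0.16, adjusted p = 0.841), and the lowest H2A.Z KO male had 17.7 CPM. With replacement, H2az1 was at 40.1 ± 6.29, 40.0 ± 6.54 and 42.0 ± 5.5 CPM in female H2A.Z.1 WT, H2A.Z.1 KA and H2A.Z.1 KQ mice. In males with replacement it was at 40.2 ± 4.48, 42.0 ± 1.77 and 37.4 ± 7.23 CPM. H2az2 was at 23.2 ± 3.42 CPM in Myc and 28.1 ± 1.55 CPM in H2A.Z KO females, and at 23.2 ± 2.5 and 25.5 ± 4.13 CPM in the same groups of males, with log2 fold changes of 0.28 (SE 0.12, adjusted p = 0.0609) and 0.14 (SE 0.11, adjusted p = 0.35). H2az1 exceeded H2az2 in 37 of 40 mice, at a median ratio of 1.51 over mice with and without viral H2A.Z.1. The exceptions were H2A.Z KO females 13 and 14 and H2A.Z KO male 42. In Myc mice, which received no viral H2A.Z.1, the means of H2az1 and H2az2 were 32.2 and 23.2 CPM in females and 32.8 and 23.2 CPM in males. CPM is not corrected for the length of transcripts, so these values do not measure which gene had more transcripts. Counts per gene sum over all cells and over every transcript of the gene, so neurons, glia and the viral H2A.Z.1 are not told apart. The fold change of H2az1 in males was 0.14 without H2A.Z KO mouse 42 and 0.0099 without Myc mouse 22, and H2az2 passed in females (adjusted p = 0.0334 to 0.0495) without any 1 of H2A.Z KO mouse 33 and Myc mouse 31.

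**Figure D1:**
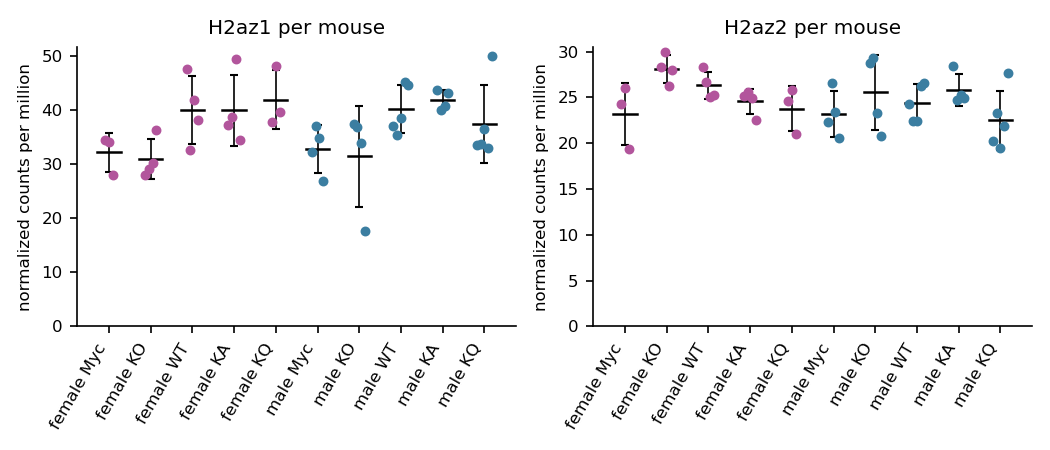
CPM (TMM-normalized) of H2az1 (left) and H2az2 (right) in each mouse, by sex and virus. Points are mice, and lines with bars are the mean and SD. Female Myc mice have a mean of 32.2 and female KO mice of 31.0 for H2az1.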

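Between Myc mice of the 2 sexes, the genes that differed most were on the sex chromosomes. Xist, the RNA that silences an X chromosome in females, was at 403 ± 128 CPM in female (n = 3) and 0.678 ± 0.145 CPM in male Myc mice (n = 4), a log2 fold change of 9.21 (SE 0.35, adjusted p = 2.1e-19). Ddx3y, an RNA helicase, Eif2s3y, a translation initiation factor, and Uty, a histone demethylase, lie on the Y chromosome and had a count of 0 in female Myc mice. In male Myc mice they were at 81.4 ± 6.88, 88.1 ± 7.97 and 19.3 ± 3.49 CPM, which is at least 2448-fold, 2649-fold and 580.4-fold over the 3 counts that a total of 0 allows. The Y-linked genes Kdm5d, another demethylase, and Uba1y, a ubiquitin-activating enzyme, were the other DEGs lower in females. Eif2s3x, the X-linked counterpart of Eif2s3y that escapes X inactivation, was higher in females by a log2 fold change of 0.53 (SE 0.062, adjusted p = 1.2e-06), below the fold cutoff. In all, 7 DEGs were higher and 5 lower in females (12 together), while 1525 genes had an unadjusted p under 0.05 and 1422 would by chance. The uncharacterised loci Gm40780, Gm39752, LOC118567855 and LOC118568404 were among the female-high DEGs, with log2 fold changes of 1.93, 1.57, 1.87 and 1.36. DESeq2 gave 83 DEGs, 69 higher and 14 lower in females. In edgeR there were 124 without female Myc mouse 11, 178 without female Myc mouse 31, 6 without female Myc mouse 32, 7 without male Myc mouse 1, 7 without male Myc mouse 23 and 6 without male Myc mouse 41. The uncharacterised loci lost their calls without single mice, Gm40780 (adjusted p = 0.0856 to 0.999) without any 1 of female Myc mouse 32 and male Myc mice 1, 22, 23 and 41, Gm39752 (adjusted p = 0.0922 to 0.999) without any 1 of female Myc mouse 32 and male Myc mice 1, 22, 23 and 41, LOC118567855 (adjusted p = 0.0856 to 0.999) without any 1 of female Myc mouse 32 and male Myc mice 1, 22, 23 and 41 and LOC118568404 (adjusted p = 0.0967 to 0.147) without any 1 of male Myc mice 22, 23 and 41.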

First, we explored sex differences in Myc-tag controls and found only 137 differentially expressed genes (DEGs), most of which were more highly expressed in females than in males (Supplementary Fig. 5). To determine if males and females respond differently to H2A.Z deletion, we compared DEGs caused by H2A.Z deletion in each sex. Most upregulated genes overlapped between the sexes (3869 shared DEGs) and females had more uniquely upregulated genes (1485 unique DEGs) than males (824 unique DEGs) (Supplementary Figure 6A), suggesting that H2A.Z deletion had a larger transcriptional impact in females. 

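The genes raised by deletion in both sexes included antiviral and phagocytic genes. Lgals3bp, a secreted glycoprotein induced by interferon, rose in females from 20.0 ± 9.88 CPM in Myc (n = 3) to 306 ± 42.5 CPM in H2A.Z KO mice (n = 4), a log2 fold change of 3.92 (SE 0.37, adjusted p = 5.0e-09). Oas1b, an antiviral oligoadenylate synthetase, rose in males by a log2 fold change of 4.33 (SE 0.36, adjusted p = 2.8e-11). Cst7, a cathepsin inhibitor of phagocytic microglia, rose by 5.04 in females and 6.66 in males. At an adjusted p under 0.05, 3834 genes were higher in both sexes, where independent lists would share 887. The shared genes had a median log2 fold change of 1.43 in females and 1.37 in males. A further 1313 genes passed in females alone and 1066 in males alone. Of those passing in females alone, 1225 had a positive log2 fold change in males and 409 had an unadjusted p under 0.05 there, and of those passing in males alone, 977 had a positive one in females and 314 had an unadjusted p under 0.05. No gene passed edgeR's test of the difference in response between the sexes, in which 1569 genes had an unadjusted p under 0.05, and 30 genes passed in DESeq2. Ttr, a transport protein of the choroid plexus, exceeded 1000 CPM in 2 of 4 H2A.Z KO females and in no H2A.Z KO male, and 147 of the genes passing in females alone followed Ttr within groups at a correlation above 0.6. Without the mice above this level, 842 genes passed in females alone and 1130 in males alone, and with a choroid plexus score in the model 666 and 1341, both chosen after the data were seen. Fitted to the compared groups alone, edgeR gave 3332 in both sexes, 845 in females alone and 1053 in males alone. The number for females alone was 867 without female H2A.Z KO mouse 13, 868 without female H2A.Z KO mouse 14, 844 without female Myc mouse 31 and 847 without female Myc mouse 32, and that for males alone 690 without male H2A.Z KO mouse 4. For the difference in response 29 without female Myc mouse 11 and 88 without female Myc mouse 31 passed. From the larger number of genes unique to females, the paper proposes that H2A.Z deletion had a larger transcriptional effect in females.

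**Figure D2:**
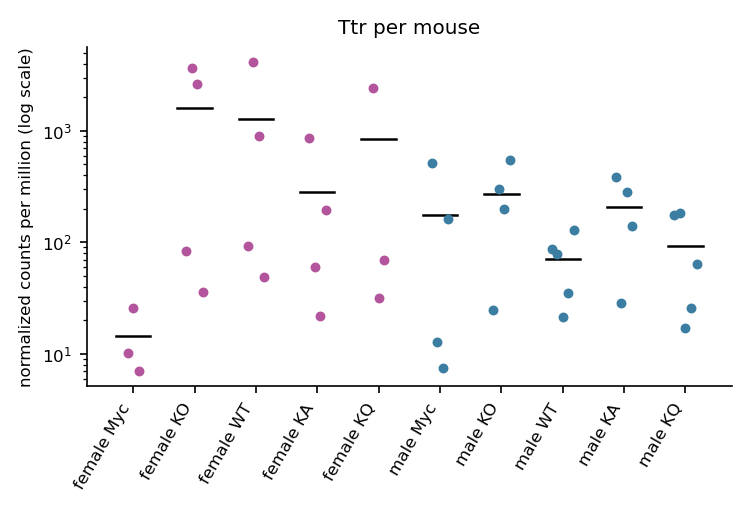
CPM (TMM-normalized) of Ttr in each mouse on a log scale, by sex and virus. Points are mice and lines are means. The highest mouse, a female with H2A.Z.1 WT, has 4104.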

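Transcripts of the MHC, whose proteins present antigens at the cell membrane, were raised by deletion in both sexes. Of the MHC and antigen-processing genes, 38 of 42 in females and 39 in males (38 and 39 when adjusted over the list alone) were higher, at median log2 fold changes of 3.59 in females and 4.43 in males (3.56 in females with lower bounds for the genes that had no count in a group). B2m, the light chain of MHC class I, rose by 3.21 (SE 0.36, adjusted p = 4.9e-08) in females and 3.86 (SE 0.33, adjusted p = 1.3e-10) in males, and the class I chain H2-K1 by 3.62 and 4.60. Among genes of phagocytic microglia and macrophages, many of them acting in lysosomes, 19 of 23 in females and 19 in males (21 and 20 when adjusted over the list alone) were higher, with medians of 2.42 in females and 2.23 in males. The lysosomal protease Ctsd rose by 2.58 (SE 0.35, adjusted p = 1.0e-06) in females. Of the genes of the cytosolic ribosome, 55 of 87 in females and 58 in males (60 and 67 when adjusted over the list alone) were higher, with smaller medians of 0.50 in females and 0.55 in males. Rpl5 and Rpl23, which encode proteins of the large subunit, rose by 0.66 (SE 0.10) and 0.58 (SE 0.11) in females and by 0.69 (SE 0.094) and 0.72 (SE 0.10) in males. All 3 lists passed camera at its preset correlation in both sexes. The MHC list had adjusted p = 0.0946 in females and 0.0289 in males with an estimated correlation, the phagocytic list 0.0946 and 0.113, and the ribosome list 0.302 and 0.347.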

Gene ontology (ShinyGo 0.77) analysis showed that genes that were upregulated by H2A.Z in both sexes were enriched for membrane, cytoplasmic ribosome, and vesicle associated terms. 

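Some collagens and most genes of mitosis were raised by deletion in both sexes. Of the collagens and other matrix genes, 42 of 73 in females and 28 in males (44 and 33 when adjusted over the list alone) were higher and 4 and 5 lower, at medians of 0.92 in females and 0.59 in males. Col4a6, a basement membrane collagen, rose by 3.20 (SE 0.56, adjusted p = 3.7e-05) in females and 2.51 (SE 0.48, adjusted p = 1.1e-04) in males, and the fibrillar collagen Col1a1 by 2.10 and 1.09. Choroid plexus genes moved with deletion in females, where 19 of 20 were higher at a median of 4.30, among them the transcription factor Otx2 at 4.55 (SE 1.25, adjusted p = 0.00501). In males, 0 choroid plexus genes passed in edgeR, 0 had an unadjusted p under 0.05 and 0 passed in DESeq2, at a median of 0.70. In females without the mice above 1000 CPM of Ttr, 2 choroid plexus genes were higher at a median of 1.37. Genes of DNA replication, mitosis and the replication-dependent histones of nucleosomes were higher in 21, 23 and 15 members of 39, 30 and 61 in females and in 30, 28 and 19 in males. Mcm3, a subunit of the replicative helicase, rose by 2.09 and 2.20, the mitotic kinase Cdk1 by 2.80 and 4.44, and the linker histone H1f2 by 1.81 and 1.82 in females and males. The matrix, choroid plexus, replication, mitosis and histone lists had adjusted p = 0.166, 0.413, 0.225, 0.225 and 0.184 in females and 0.378, 0.836, 0.212, 0.138 and 0.247 in males with an estimated correlation. In the test of the difference between the sexes, 0 members of these lists passed in edgeR or DESeq2, while 8 matrix, 11 choroid plexus, 1 replication, 2 mitosis and 7 histone genes had an unadjusted p under 0.05. For this difference camera gave adjusted p = 1.7e-07 and 0.433 for the matrix list, 4.7e-14 and 0.433 for the choroid plexus and 4.2e-05 and 0.644 for mitosis, first at its preset and then with an estimated correlation, where median differences of females minus males were 0.28, 3.25 and -0.60. In the same order, camera gave adjusted p = 0.0718 and 0.814 for replication and 0.578 and 0.87 for the histones. Their median differences were -0.17 and -0.092, and camera's direction for the histones was upward in females.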

Upregulated DEGs unique to females were primarily enriched for membrane and structural terms (e.g., basolateral plasma membrane, extracellular matrix), whereas uniquely upregulated genes in males were enriched for nuclear terms, including nucleosome, chromosome, and protein-DNA complex (Supplementary Fig. 6A).

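Akr1c18, Plaat1 and Drd2 were among the genes that deletion lowered in both sexes. Akr1c18, an enzyme that inactivates progesterone, had log2 fold changes of -3.30 (SE 0.37, adjusted p = 2.4e-08) in females and -2.95 (SE 0.35, adjusted p = 2.1e-08) in males. Plaat1, a phospholipase and acyltransferase, had -1.80 (SE 0.14, adjusted p = 3.0e-11) and -1.80 (SE 0.14, adjusted p = 4.0e-12), and the dopamine receptor Drd2 had -1.46 and -0.92. At an adjusted p under 0.05, 3211 genes were lower in both sexes, against 677 for independent lists, with median log2 fold changes of -0.51 in females and -0.47 in males. In females alone 1484 genes passed, of which 1204 had a negative log2 fold change in males and 406 had an unadjusted p under 0.05 there. In males alone 893 genes passed, of which 854 had a negative one in females and 331 had an unadjusted p under 0.05. Without the mice above 1000 CPM of Ttr, 815 genes passed in females alone and 1350 in males alone, and with the choroid plexus score in the model 825 and 1535. In edgeR on the compared groups alone, 1969 genes were lower in both sexes, 890 in females alone and 930 in males alone. The number for females alone moved to 931 without female H2A.Z KO mouse 13, 989 without female H2A.Z KO mouse 14, 827 without female Myc mouse 32 and 2234 without male H2A.Z KO mouse 4, and that for males alone to 1470 without female H2A.Z KO mouse 13, 1362 without female Myc mouse 11, 1469 without female Myc mouse 31 and 583 without male H2A.Z KO mouse 4.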

Genes downregulated by H2A.Z deletion followed a similar pattern, with more downregulated genes in females (1767) than in males (695 DEGs). 

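Voltage-gated and other cation channels, which set neuronal excitability, fell with deletion in both sexes. Of these channel genes, 56 of 92 in females and 49 in males (63 and 53 when adjusted over the list alone) were lower, at medians of -0.54 in females and -0.45 in males. The potassium channel Kcnc2 had log2 fold changes of -1.11 (SE 0.12, adjusted p = 1.4e-08) in females and -1.02 (SE 0.11, adjusted p = 4.6e-09) in males, and the sodium leak channel Nalcn -1.30 and -0.99. Against this direction, the muscle calcium channel Cacna1s rose by 2.60 and 2.70, and the lymphocyte and microglial potassium channel Kcnn4 by 4.63 (SE 0.57, adjusted p = 3.7e-08) in males. Of the genes of the postsynaptic density, 34 of 43 in females and 35 in males (38 and 38 when adjusted over the list alone) were lower, at medians of -0.47 in females and -0.45 in males. Begain, a partner of PSD-95, had a log2 fold change of -1.39 (SE 0.23, adjusted p = 1.8e-05) in females, the scaffold Shank3 -0.76 (SE 0.15, adjusted p = 1.4e-04) in males, and the GTPase Agap2 -0.74 and -0.79. Of glutamate receptors and their auxiliary subunits, 17 of 36 in females and 18 in males (19 and 19 when adjusted over the list alone) were lower, at medians of -0.42 in females and -0.35 in males. The AMPA receptor subunits Gria1 and Gria2 had -0.70 (SE 0.16) and -0.58 (SE 0.11) in males, and the AMPA receptor partner Cacng2 -0.94 (SE 0.14) in females. The channel, postsynaptic and glutamate receptor lists passed camera at its preset correlation, and had adjusted p = 0.0946, 0.184 and 0.184 in females and 0.138, 0.213 and 0.247 in males with an estimated correlation. Markers of microglia, astrocytes and oligodendrocytes were higher in the same mice, at medians of 2.11, 0.67 and 0.63 in females and 2.12, 0.49 and 0.45 in males.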

Most genes overlapped (3071 DEGs) between the sexes and were enriched for terms relating to synaptic function, including cation channel complex, postsynaptic density, and glutamatergic synapse (Supplementary Fig. 6B). DEGs unique to females revealed primarily mitochondria related terms and a small number of synaptic terms (e.g., presynapse). In contrast, downregulated DEGs unique to males included terms related to axons, dendrites, and the synapse. Thus, H2A.Z deletion affects different functional categories for up- and down- regulated genes, with genes relevant for synaptic function being represented primarily among downregulated genes, suggesting that these genes are positively regulated by H2A.Z. Moreover, H2A.Z regulates unique gene categories in male and female mice, which may contribute to distinct effects of H2A.Z deletion on fear memory.

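Most subunits of the mitochondrial respiratory chain did not pass after deletion in either sex. Of the nuclear-encoded subunits, 17 of 90 in females and 11 in males (15 and 5 when adjusted over the list alone) were lower, at medians of -0.19 in females and -0.18 in males, where 4695 and 4104 of all 28449 genes tested were. Ndufs1, a core subunit of complex I, had log2 fold changes of -0.43 (SE 0.082, adjusted p = 8.1e-05) in females and -0.38 (SE 0.076, adjusted p = 1.6e-04) in males, whereas Cox6b2, a subunit of complex IV, rose by 1.95 and 1.48. Of the transcripts of the mitochondrial genome, 3 of 13 were lower in females at a median of -0.31, and 0 when adjusted over the list alone. These were ND1 at -0.44 (SE 0.15, adjusted p = 0.0232), ND4 at -0.45 (SE 0.17, adjusted p = 0.0386) and COX3 at -0.37 (SE 0.13, adjusted p = 0.0265). In males 0 passed in edgeR and 0 in DESeq2, and 0 had an unadjusted p under 0.05, at a median of -0.10. Of the genes of synaptic vesicles and their release, 39 of 51 in females and 33 in males (42 and 35 when adjusted over the list alone) were lower, at medians of -0.70 in females and -0.50 in males. The vesicle protein Vamp1 had -1.26 (SE 0.19, adjusted p = 4.1e-06) in females and -0.94 (SE 0.18, adjusted p = 9.3e-05) in males, and complexin Cplx1, which clamps release, -1.08 (SE 0.17, adjusted p = 4.6e-06) in females. In the same mice the medians of microglial, astrocyte and oligodendrocyte markers were 2.11, 0.67 and 0.63 in females and 2.12, 0.49 and 0.45 in males. With an estimated correlation the respiratory chain list had adjusted p = 0.629 in females and 0.684 in males, and the vesicle list 0.15 and 0.247. In the test of the difference between the sexes, 0 members of these lists passed in edgeR or DESeq2, while 1 nuclear-encoded, 0 mitochondrially encoded and 1 vesicle genes had an unadjusted p under 0.05. For this difference camera gave adjusted p = 0.0112 and 0.644 for the mitochondrial genome and 1.9e-04 and 0.644 for the vesicle list, first at its preset and then with an estimated correlation. COX3 lost its call in females (adjusted p = 0.0788 to 0.152) without any 1 of H2A.Z KO mouse 13 and Myc mice 11 and 31, ND1 (adjusted p = 0.0976 to 0.101) without any 1 of H2A.Z KO mouse 13 and Myc mouse 31 and ND4 (adjusted p = 0.0566 to 0.136) without any 1 of H2A.Z KO mice 13 and 14 and Myc mice 11, 31 and 32.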

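Genes of the clustered protocadherins, adhesion proteins that give axons and dendrites their identity, fell in part with deletion. Of these genes, 14 of 58 in females and 28 in males (14 and 29 when adjusted over the list alone) were lower, at medians of -0.29 in females and -0.45 in males. Pcdhga1 had a log2 fold change of -1.10 (SE 0.19, adjusted p = 2.2e-05) in males, and Pcdhac2 -0.74 in females and -0.81 in males, whereas Pcdhgc3 rose by 1.10 and 0.70. The synapse organizers Homer2, a postsynaptic scaffold, and Lrrtm1, an adhesion protein of excitatory synapses, had -0.93 (SE 0.17, adjusted p = 6.7e-05) and -0.55 (SE 0.10, adjusted p = 5.3e-05) in males. Markers of CA3 and CA2 pyramidal neurons were lower in 9 of 17 genes in females and 11 in males (10 and 11 when adjusted over the list alone), among them Rgs14, a regulator of plasticity in CA2, at -1.10 (SE 0.20, adjusted p = 6.7e-05) and -1.31 (SE 0.19, adjusted p = 1.8e-06). The medians of microglial, astrocyte and oligodendrocyte markers in the same mice were 2.11, 0.67 and 0.63 in females and 2.12, 0.49 and 0.45 in males. With an estimated correlation the protocadherin list had adjusted p = 0.47 in females and 0.249 in males, and the CA3 and CA2 list 0.15 and 0.0987. The protocadherin list had a median difference of females minus males of 0.20, with 0 members passing in edgeR or DESeq2 and 5 at an unadjusted p under 0.05, and camera gave adjusted p = 1.1e-04 and 0.644 at its preset and with an estimated correlation.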

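Markers of GABAergic interneurons fell with deletion in both sexes. Of these markers, 19 of 25 in females and 17 in males (19 and 19 when adjusted over the list alone) were lower, at medians of -0.79 in females and -0.64 in males. Pvalb, a calcium buffer of fast-spiking cells, had log2 fold changes of -1.64 (SE 0.23, adjusted p = 1.4e-06) in females and -1.26 (SE 0.22, adjusted p = 2.4e-05) in males, and Gad1, which makes GABA, -0.89 and -0.76. Of 13 markers of CA1 pyramidal neurons, 5 were lower in females (Ccn3, Fibcd1, Gpr161, Mpped1 and Nr3c2) and 4 in males (Fibcd1, Gpr161, Lefty1 and Nr3c2), at medians of -0.52 in females and -0.44 in males. Markers of dentate granule neurons had medians of 0.11 in females and -0.045 in males, and among them Glis3 and Igfbp5 rose in both sexes, Pdzd2 and Penk rose in females, and Calb1 fell in males. Glial markers rose in the same mice, at medians for microglia, astrocytes and oligodendrocytes of 2.11, 0.67 and 0.63 in females and 2.12, 0.49 and 0.45 in males. The interneuron and CA1 lists passed camera at its preset correlation, and the interneuron list had adjusted p = 0.0946 in females and 0.138 in males with an estimated correlation, the CA1 list 0.459 and 0.378. From synaptic categories standing mainly among downregulated genes, the paper proposes that H2A.Z regulates these genes positively. From categories unique to males or females, the paper proposes a contribution to the distinct effects of deletion on fear memory.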

#### DEGs caused by H2A.Z deletion and replacement with H2A.Z.1 lysine mutants

Next, we compared gene expression changes caused by H2A.Z deletion alone and by H2A.Z deletion combined with expression of H2A.Z.1 mutants relative to Myc-tag controls. 

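Deletion in females raised transcripts of lymphocytes and reactive glia. Markers of T and NK cells were higher in 31 of 34 genes, at a median log2 fold change of 4.11, among them the checkpoint receptor Pdcd1 at 5.12 (SE 0.71, adjusted p = 1.4e-06). Of genes of reactive astrocytes and glia, 24 of 26 were higher at a median of 3.46, including the cytokine-activated transcription factor Stat3 at 1.43 (SE 0.17, adjusted p = 7.3e-08). Immunoglobulin variable genes of B and plasma cells were higher in 64 of 185, and 140 of them had no count in a group, so that the median of 7.07 becomes 5.05 with lower bounds in place of these folds. Plcz1, a phospholipase C, and Gm41069, an uncharacterised locus, had the log2 fold changes -2.98 (SE 0.43, adjusted p = 1.4e-06) and -2.75 (SE 0.27, adjusted p = 2.0e-09). In total, 3155 DEGs were higher and 1112 lower than in Myc (4267 together), and 26.1% (jackknife SE 9.14 over 7 mice) were lower. The 3 gene groups passed camera at its preset correlation, and had adjusted p = 0.149 (T and NK cells), 0.0946 (reactive glia) and 0.287 (immunoglobulins) with an estimated correlation.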

In females, Cre-mediated co-deletion of H2A.Z.1 and H2A.Z.2 (H2A.Z^KO^) resulted in 4002 DEGs of which 24% (991 genes) were downregulated and 76% (3011 genes) were upregulated (Fig. 2A). Replacing lost H2A.Z with the wild-type form of H2A.Z.1 (H2A.Z.1^WT^) substantially restored gene expression, as evidenced by 66% fewer DEGs than H2A.Z deletion without replacement. Similarly, replacing lost H2A.Z with the acetyl-defective H2A.Z.1^KA^ or the acetyl-mimic H2A.Z.1^KQ^ also restored most dysregulated genes, resulting in 71% and 65% fewer DEGs, respectively (Fig. 3A, C; Supplementary Table 1).

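Interferon-stimulated genes were raised in H2A.Z.1 WT females, and 59 of 60 were lower than after deletion. Of these genes, 45 were higher than in Myc (56 when adjusted over the list alone), with a median log2 fold change of 1.93 where H2A.Z KO females had 3.86. Trim25, a ubiquitin ligase of antiviral sensing, was raised by 1.36 (SE 0.18, adjusted p = 3.7e-05), against 2.47 after deletion. Markers of myelinating oligodendrocytes were raised in 20 of 20 genes at a median of 0.80, among them the myelin adhesion protein Mag at 1.00 (SE 0.21, adjusted p = 0.00418). Choroid plexus genes were raised in 12 of 20 at a median of 3.88, with Ttr at 6.49 (SE 2.10, adjusted p = 0.0474). With an estimated correlation the interferon and oligodendrocyte lists both had adjusted p = 0.0944, and the choroid plexus list 0.302. The neuropeptide gene Sst of interneurons remained lower, at -1.63 (SE 0.25, adjusted p = 3.6e-04). There were 1144 DEGs against Myc, 73.2% fewer (jackknife SE 20.5) than in H2A.Z KO females, of which 806 of 884 higher DEGs and 200 of 260 lower DEGs were shared with deletion in the same direction, both against the same 3 Myc mice. Independent lists would share 98.0 higher and 10.2 lower DEGs, and unchanged groups simulated against these mice gave 0 and 1 calls and shared 0. With 3 mice the controls cannot be split into groups of 2, so what the shared mice add was not measured. The DEGs raised by deletion had a median log2 fold change of 2.25 in H2A.Z KO and 1.13 in H2A.Z.1 WT females, and those lowered had -1.58 and -0.88. Without the females above 1000 CPM of Ttr there were 647 DEGs, with the choroid plexus score in the model 333. The number of DEGs moved to 595 without Myc mouse 31, 508 without Myc mouse 32, 740 without H2A.Z.1 WT mouse 19 and 580 without H2A.Z.1 WT mouse 20. Ttr lost its call (adjusted p = 0.0551 to 0.167) without any 1 of Myc mice 11, 31 and 32 and H2A.Z.1 WT mice 19, 20 and 39.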

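H2-D1 and microglial markers were above Myc with both mutants in females. H2-D1, a class I MHC chain, was above Myc by 2.17 (SE 0.39, adjusted p = 0.00125) in H2A.Z.1 KA and 2.18 (SE 0.40, adjusted p = 0.00296) in H2A.Z.1 KQ females, against 3.56 after deletion. C1qb, a chain of the complement initiator C1q made by microglia, was above Myc by 1.77 (SE 0.34) and 1.72 (SE 0.35), against 2.99 after deletion. Of 24 microglial markers, 21 were higher with H2A.Z.1 KA and 16 with H2A.Z.1 KQ, and of 60 interferon-stimulated genes 48 with each mutant. Both lists had adjusted p = 0.0712 for H2A.Z.1 KA and 0.0768 for H2A.Z.1 KQ with an estimated correlation. The list of MHC and antigen presentation, higher in 18 and 24 of 42 genes, had 0.122 and 0.11. Amigo2, an adhesion protein of CA2 and CA3 neurons, stayed lower at -1.48 (SE 0.23, adjusted p = 2.5e-04) and -1.61 (SE 0.25, adjusted p = 5.0e-04). H2A.Z.1 KA females had 956 DEGs, 77.6% fewer (jackknife SE 17.8) than H2A.Z KO, and H2A.Z.1 KQ females had 864, 79.8% fewer (jackknife SE 23.5). Shared with deletion in direction were 656 of 694 higher DEGs and 207 of 262 lower DEGs for H2A.Z.1 KA and 633 of 678 higher DEGs and 149 of 186 lower DEGs for H2A.Z.1 KQ. All used the same 3 Myc mice. Independent lists would share 77.0 higher and 10.2 lower DEGs with H2A.Z.1 KA and 75.2 higher and 7.27 lower DEGs with H2A.Z.1 KQ, and unchanged groups simulated against these mice gave 0 calls for each and shared 0. What the shared mice add was not measured. The DEGs raised by deletion kept medians of 1.08 and 1.17, and the lowered ones -0.93 and -0.88. The number of H2A.Z.1 KQ DEGs was 64 in a model of these 2 groups alone, 37 without the females above 1000 CPM of Ttr, 64 without H2A.Z.1 KQ mouse 17, 419 without Myc mouse 31 and 222 without Myc mouse 32. The number of H2A.Z.1 KA DEGs was 623 in the model of its groups alone, 418 without H2A.Z.1 KA mouse 16, 611 without Myc mouse 31 and 454 without Myc mouse 32. C1qb lost its call with H2A.Z.1 KQ (adjusted p = 0.0847) without H2A.Z.1 KQ mouse 17.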

**Fig. 3:**
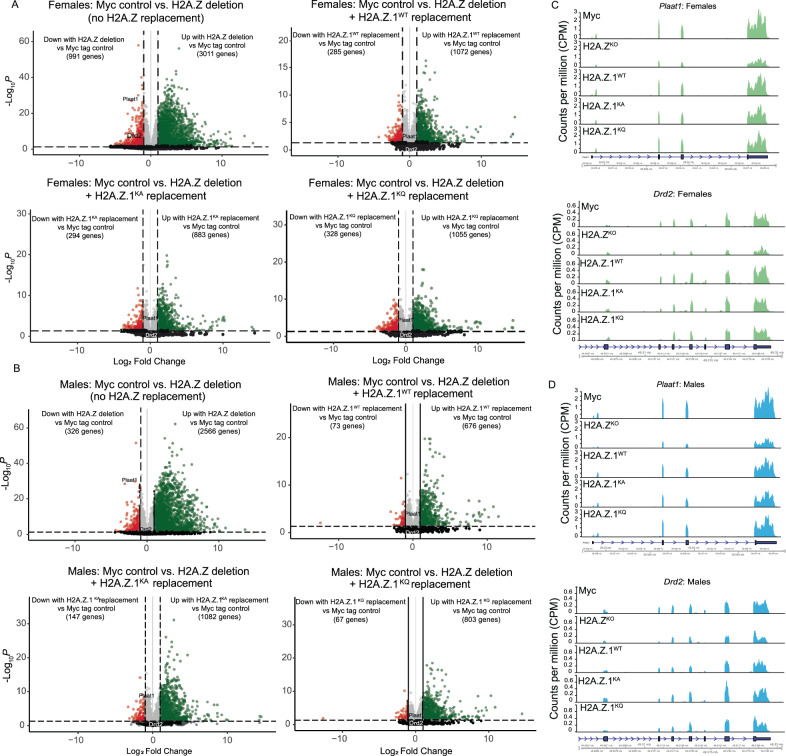
H2A.Z deletion and expression of lysine mutants impact gene expression. Volcano plots showing effects of H2A.Z deletion alone (H2A.Z^KO^) and H2A.Z deletion combined with H2A.Z.1^WT^, H2A.Z.1^KA^, or H2A.Z.1^KQ^ replacement on transcript levels in (**A**) female and (**B**) male mice. Red and green circles indicate differentially expressed genes (DEGs) with FDR < 0.05 and log_2_FC > 1 that are significantly increased or decreased relative to the Myc control group. Gray circles represent significant DEGs with FDR < 0.05 and log_2_FC < 1. Black circles indicate genes that did not meet significance criteria. Number of DEGs shown in brackets reflect FDR < 0.05 and log_2_FC > 1. Example gene tracks are shown for (**C**) female and (**D**) male mice. Data in gene tracks are expressed as Counts Per Million (CPM). N/group is as follows. Males: Myc 4, H2A.Z^KO^ 4, H2A.Z.1^WT^5, H2A.Z.1^KA^ 4, H2A.Z.1^KQ^ 5. Females: Myc 3, H2A.Z.1^KO^4, H2A.Z.1^WT^ 4, H2A.Z.1^KA^ 4, H2A.Z.1^KQ^ 3.

H2A.Z deletion produced similar effects in males as in females, albeit with fewer total (2892) DEGs (Fig. 3A) and a smaller proportion of downregulated DEGs (11%) in males vs females (24%). 

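In males, deletion raised genes of cytotoxic lymphocytes, the interferon response and phagocytes. Markers of T and NK cells were higher in 32 of 34 genes at a median log2 fold change of 5.68, among them the adhesion receptor Cd2 at 6.98 (SE 0.75, adjusted p = 6.0e-09). Gbp2, an interferon-induced GTPase, rose by 6.33 (SE 0.77, adjusted p = 1.1e-07), and 60 of 60 interferon-stimulated genes were higher at a median of 4.38. Itgax, an integrin of phagocytes, rose by 5.50 (SE 0.63, adjusted p = 4.6e-08). Wdr17, a WD-repeat gene of unknown function in brain, had the smallest adjusted p of all genes, with a log2 fold change of -1.66 (SE 0.10, adjusted p = 6.7e-15). There were 3511 DEGs in males, 3044 higher and 467 lower, so that 13.3% (jackknife SE 1.32 over 8 mice) were lower. The interferon list held with an estimated correlation (adjusted p = 0.0147), and the T and NK cell list had adjusted p = 0.0527.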

Replacing lost H2A.Z with the WT form of H2A.Z.1 reduced the number of DEGs from 2892 to 749, thus restoring 74% of DEGs caused by H2A.Z deletion. 

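In H2A.Z.1 WT males, interferon-stimulated genes were above Myc. Gfap, the intermediate filament of reactive astrocytes, was above Myc by 2.21 (SE 0.36, adjusted p = 2.4e-04), and Lag3, a receptor of activated T cells and microglia, by 2.40 (SE 0.31, adjusted p = 3.5e-05). Oas1b was above Myc by 2.51 (SE 0.34, adjusted p = 2.8e-05). Of the interferon-stimulated genes 52 of 60 were higher at a median of 2.20, and of T and NK cell markers 7 of 34 at a median of 1.84. The interferon list held with an estimated correlation (adjusted p = 0.0119), and the T and NK cell list had 0.142. Reactive glial genes were higher in 12 of 26 (adjusted p = 0.133 with an estimated correlation). Amigo2 stayed below Myc at -1.54 (SE 0.20, adjusted p = 2.0e-05). There were 708 DEGs, 79.8% fewer (jackknife SE 9.85) than in H2A.Z KO males, of which 605 of 655 higher DEGs and 36 of 53 lower DEGs were shared with deletion in direction, both against the same 4 Myc mice. When each comparison had its own 2 of the Myc mice, 232 of 254 (against 22.0 for independent lists) were shared among higher DEGs and 15 of 30.5 (against 0.417 for independent lists) among lower DEGs (medians over 6 splits). The DEGs raised by deletion went from a median of 2.53 to 1.00, and the lowered ones from -1.38 to -0.53.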

Replacing lost H2A.Z with either H2A.Z.1^KA^ (57%) or H2A.Z.1^KQ^ (70%) also restored transcription (Fig. 3B, D; Supplementary Table 2), suggesting that global role of H2A.Z in transcription is similar irrespective of lysine mutation. 

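T and NK cell markers and interferon-stimulated genes were above Myc with both mutants in males. They were above Myc in 20 of 34 genes with H2A.Z.1 KA and 18 with H2A.Z.1 KQ, among them Cd3g, a chain of the T cell receptor complex, at 5.60 (SE 0.99, adjusted p = 2.7e-04) and 5.25 (SE 0.99, adjusted p = 0.00105). Cst7 was above Myc by 4.92 (SE 0.62, adjusted p = 9.6e-06) and 4.25 (SE 0.60, adjusted p = 1.5e-04). Interferon-stimulated genes were higher in 58 and 53 of 60 genes, at medians of 2.71 and 2.15, and this list held with an estimated correlation (adjusted p = 0.012 and 0.0249), while the T and NK cell list had 0.102 and 0.0825. Transcripts of the cytosolic ribosome were higher in 19 of 87 genes with H2A.Z.1 KA (52 when adjusted over the list alone, adjusted p = 0.262 with an estimated correlation) and in 0 with H2A.Z.1 KQ in edgeR (0 over the list alone, 1 at an unadjusted p under 0.05 and 1 in DESeq2). H2A.Z.1 KA males had 1054 DEGs, 70.0% fewer (jackknife SE 16.8) than H2A.Z KO, and H2A.Z.1 KQ males 714, 79.7% fewer (jackknife SE 10.5). Shared with deletion in direction were 878 of 948 higher DEGs and 64 of 106 lower DEGs with H2A.Z.1 KA and 623 of 670 higher DEGs and 27 of 44 lower DEGs with H2A.Z.1 KQ. All used the same 4 Myc mice. When each comparison had its own 2 of these mice, 471 of 517 (against 44.9 for independent lists) higher and 30 of 55.5 (against 0.742 for independent lists) lower DEGs were shared with H2A.Z.1 KA (medians over 6 splits). The medians for H2A.Z.1 KQ were 212 of 236 (against 20.6 for independent lists) higher and 9 of 15.5 (against 0.217 for independent lists) lower DEGs. Without male H2A.Z.1 KA mouse 5 there were 578 H2A.Z.1 KA DEGs, and without male H2A.Z.1 KQ mouse 8 there were 459 H2A.Z.1 KQ DEGs. From the lower numbers of DEGs with either mutant, the paper proposes that the global role of H2A.Z in transcription is alike whichever lysine mutation is present.

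**Figure D3:**
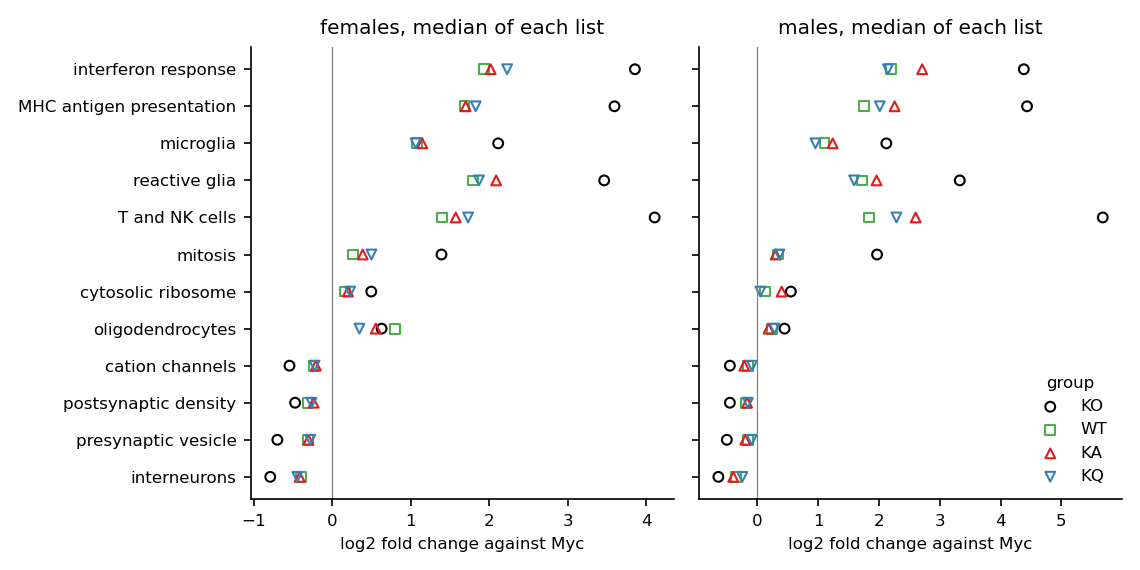
Median log2 fold change against Myc of 12 gene lists in females (left) and males (right). Each symbol is the median over the genes of a list in H2A.Z KO, H2A.Z.1 WT, H2A.Z.1 KA or H2A.Z.1 KQ mice. In males the interferon list is at 4.38 after deletion and at 2.15 with H2A.Z.1 KQ.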

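Genes raised by deletion outnumbered lowered ones in both sexes, and no gene passed edgeR's test between the replacement groups compared here. Pygo1, a chromatin reader of Wnt signalling, had the smallest adjusted p against Myc in H2A.Z.1 WT mice of both sexes (9.0e-06 in females and 2.3e-06 in males). Between H2A.Z.1 KA and H2A.Z.1 WT no gene passed in edgeR in either sex, with 1168 genes at an unadjusted p under 0.05 in females and 1439 in males, and DESeq2 gave 4 and 17 DEGs. For H2A.Z.1 KQ compared with H2A.Z.1 WT no gene passed in edgeR either, with 754 and 1159 genes at an unadjusted p under 0.05, and DESeq2 gave 10 in each sex. Against H2A.Z KO at any fold change, 1524 genes were higher and 2610 lower in the H2A.Z.1 WT group of females, and 2117 higher and 3419 lower in that of males.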

Overall, these data show that H2A.Z has a bidirectional effect on transcription with a bias toward gene repression and that H2A.Z.1 replacement can restore effects of lost H2A.Z, irrespective of mutation. Notably, H2A.Z.1 replacement effectively restored transcriptional dysregulation caused by deleting both H2A.Z genes, consistent with greater abundance of H2A.Z.1 than H2A.Z.2 in the hippocampus (Supplementary Fig. 7).

#### Lysine mutants regulate functionally distinct transcriptional targets

To elucidate the basis for distinct effects of H2A.Z.1^KA^ and H2A.Z.1^KQ^ on memory, we identified functional categories of DEGs that were uniquely affected by each mutation. Since mutants were expressed in conjunction with H2A.Z deletion, we focused on genes that differed between H2A.Z deletion alone and H2A.Z deletion with H2A.Z.1 replacement. Specifically, we focused on genes that were dysregulated by H2A.Z deletion in one direction and by H2A.Z.1 mutant expression in the opposite direction relative to H2A.Z^KO^ mice. To facilitate gene ontology analyses, we analyzed all significant DEGs (FDR < 0.05) without applying the additional fold change (Log_2_ FC > 1) cutoff applied in Fig. 3A.

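Doc2a, a calcium sensor of vesicle release, was brought back up by both mutants in females. It rose against H2A.Z KO by 1.32 (SE 0.25, adjusted p = 5.5e-04) with H2A.Z.1 KA and 1.76 (SE 0.26, adjusted p = 3.2e-05) with H2A.Z.1 KQ. The potassium channel Kcnn1 rose by 0.90 and 1.05. Of 4695 genes lower after deletion in females, 3098 were restored by neither mutant, 66.0% (jackknife SE 24.5), and 1004 by both, 21.4% (jackknife SE 23.6). Toward the Myc level moved 95.1% of them with H2A.Z.1 KA and 94.4% with H2A.Z.1 KQ, by medians of 0.28 and 0.29 on the log2 scale, against a median fall with deletion of -0.55. Both mutants were compared with the same 4 H2A.Z KO females. Genes chosen with these mice move back in part without any rescue. When 2 of the H2A.Z KO mice chose the genes, 61.1% moved toward Myc in the other 2 with nothing changed (means over 6 choices, a test chosen after the data were seen). Against those other 2, 90.0% did with H2A.Z.1 KA and 90.3% with H2A.Z.1 KQ. The shares restored by both and by neither moved without H2A.Z.1 KA mouse 36 (13.5% and 70.9%), H2A.Z KO mouse 13 (11.0% and 80.5%), 14 (11.6% and 78.8%) and H2A.Z.1 KQ mouse 37 (8.42% and 71.0%), 38 (12.6% and 69.3%). With only the compared groups in the model, H2A.Z.1 KQ and H2A.Z KO females differed in 325 genes, higher and lower together, against 3694 with all groups. At most 325 genes can then be restored by both.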

In females, 53% of genes that were downregulated by H2A.Z deletion (2582 DEGs) were not restored (i.e., upregulated compared to H2A.Z^KO^ condition) by either H2A.Z.1^KA^ or H2A.Z.1^KQ^ expression, whereas 29% were restored with both mutants. 

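Kcnmb2, an auxiliary subunit of calcium-activated potassium channels, was called restored by H2A.Z.1 KA alone, with log2 fold changes against H2A.Z KO of 0.53 (SE 0.16, adjusted p = 0.0208) with H2A.Z.1 KA and 0.33 (SE 0.17, adjusted p = 0.223) with H2A.Z.1 KQ. The synaptic vesicle protein Sv2a was called restored by H2A.Z.1 KQ alone, with 0.32 (SE 0.10, adjusted p = 0.0334) with H2A.Z.1 KQ and 0.25 (SE 0.10, adjusted p = 0.0735) with H2A.Z.1 KA. Of the genes lower after deletion in females, 337 passed with H2A.Z.1 KA alone, 7.18% (jackknife SE 17.2), and 256 with H2A.Z.1 KQ alone, 5.45% (jackknife SE 11.8). Of the former, 336 had a positive log2 fold change with H2A.Z.1 KQ too and 281 had an unadjusted p under 0.05 there, and of the latter, 256 had a positive one with H2A.Z.1 KA and 200 had an unadjusted p under 0.05. In the direct comparison of H2A.Z.1 KA with H2A.Z.1 KQ no gene passed in edgeR, with 595 genes at an unadjusted p under 0.05 in females, and DESeq2 gave 8. In a model of the compared groups alone the shares were 13.6% and 0.105%, and without the females above 1000 CPM of Ttr they were 4.34% and 8.6%, which turns their order. Simulated genes were lowered to a log2 fold change of -0.5 and fully restored by both mutants. Of the 48 that passed after deletion, 18.8% were called for 1 mutant alone, and 4.27% of 164 at -1. At -0.5 these calls were 8 for H2A.Z.1 KA alone and 1 for H2A.Z.1 KQ alone, and at -1 they were 6 and 1. Equal rescue thus gave more calls for H2A.Z.1 KA alone in this simulation of females. It changed 200 genes and restored them fully, where 4695 genes were lower in the mice and moved back in part. With so few calls it cannot decide whether equal rescue would give 337 against 256. The shares for H2A.Z.1 KA alone and H2A.Z.1 KQ alone moved without H2A.Z.1 KQ mouse 37 (20.1% and 0.408%), 38 (15.9% and 2.2%), and the latter was the larger without H2A.Z.1 KA mouse 15 (5.63% and 6.84%), 35 (2.25% and 12.6%), 36 (2.51% and 13.1%), H2A.Z KO mouse 13 (3.93% and 4.54%), 14 (4.48% and 5.2%) and H2A.Z.1 KQ mouse 17 (5.75% and 8.13%). Kcnmb2 lost its call with H2A.Z.1 KA (adjusted p = 0.06 to 0.116) without any 1 of H2A.Z.1 KA mice 35 and 36 and H2A.Z KO mice 13, 14 and 34 and passed with H2A.Z.1 KQ (adjusted p = 0.011) without H2A.Z KO mouse 33, and Sv2a lost its call with H2A.Z.1 KQ (adjusted p = 0.126 to 0.161) without any 1 of H2A.Z KO mice 13 and 14 and H2A.Z.1 KQ mice 37 and 38 and passed with H2A.Z.1 KA (adjusted p = 0.0251 to 0.0359) without any 1 of H2A.Z KO mice 33 and 34.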

14% were uniquely restored by H2A.Z.1^KA^ and only 4% were uniquely restored by H2A.Z.1^KQ^ expression (Supplementary Fig. 8A). DEGs that were selectively rescued by the acetyl-defective KA mutation were enriched for ontology terms relevant for synaptic function, whereas genes that were selectively restored by the acetyl-mimic KQ mutation produced a small number of ontology terms that included the cytoplasm (Supplementary Fig. 8B, C).

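Cation channels and synaptic vesicle genes were among those called restored by H2A.Z.1 KA alone in females. Of 56 channel genes lower after deletion, 11 were restored by H2A.Z.1 KA alone, where 4.02 would be by chance (odds ratio 3.23, Fisher's exact p = 0.00176, adjusted p = 0.0685 over 39 lists). A further 16 were restored by both mutants, 2 (Kcnh1 and Kcnt1) by H2A.Z.1 KQ alone and 27 by neither. Kcnip2, a subunit of potassium channels that carry A-type currents, had log2 fold changes against H2A.Z KO of 0.53 (SE 0.17, adjusted p = 0.0285) with H2A.Z.1 KA and 0.52 (SE 0.18, adjusted p = 0.0509) with H2A.Z.1 KQ, after a deletion effect of -0.89. Restored by H2A.Z.1 KA alone were 4 of 39 synaptic vesicle genes (Rims2, Snap25, Syt1 and Syt4), 3 of 34 postsynaptic density genes (Dlgap1, Nlgn1 and Shank2) and 1 of 17 glutamate receptors (Gria1), with expected numbers of 2.8, 2.44 and 1.22. No list passed Fisher's exact test at an adjusted p under 0.05 among the genes restored by either mutant alone. Between the mutants themselves, 0 of 92 passed in edgeR and 0 in DESeq2, 1 had an unadjusted p under 0.05 and the estimated correlation gave adjusted p = 0.967 for the channel list, and 0 of 51 passed in edgeR and 0 in DESeq2, 0 had an unadjusted p under 0.05 and the estimated correlation gave adjusted p = 0.967 for the vesicle list. Microglial, astrocyte and oligodendrocyte markers had medians of -0.89, -0.44 and -0.17 with H2A.Z.1 KA and -1.03, -0.45 and -0.35 with H2A.Z.1 KQ against H2A.Z KO in these mice. Kcnip2 lost its call with H2A.Z.1 KA (adjusted p = 0.0501 to 0.146) without any 1 of H2A.Z.1 KA mice 15, 35 and 36 and H2A.Z KO mice 13 and 14, and passed with H2A.Z.1 KQ (adjusted p = 0.0217 to 0.0361) without any 1 of H2A.Z KO mice 33 and 34 and H2A.Z.1 KQ mouse 17.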

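Some genes of dividing cells were brought down by both mutants in females, with 8 of 23 mitotic genes restored by both, 10 by H2A.Z.1 KA alone and 5 by neither. Mki67, a marker of proliferating cells, fell against H2A.Z KO with log2 fold changes of -1.72 (SE 0.40, adjusted p = 0.00362) for H2A.Z.1 KA and -1.29 (SE 0.43, adjusted p = 0.0426) for H2A.Z.1 KQ, and Top2a, which untangles DNA in mitosis, with -2.17 and -1.77. Of 5147 genes higher after deletion in females, 2448 were restored by neither mutant, 47.6% (jackknife SE 23.7), and 1763 by both, 34.3% (jackknife SE 33.6). Toward Myc moved 97.6% with H2A.Z.1 KA and 96.9% with H2A.Z.1 KQ, by medians of -0.69 and -0.65, against a median rise with deletion of 1.35. When 2 of the H2A.Z KO mice chose the genes, 58.4% moved toward Myc in the other 2 with nothing changed (means over 6 choices, a test chosen after the data were seen). Against those other 2, 93.2% did with H2A.Z.1 KA and 92.4% with H2A.Z.1 KQ. With H2A.Z.1 KQ, Mki67 lost its call (adjusted p = 0.104 to 0.231) without any 1 of H2A.Z KO mouse 34 and H2A.Z.1 KQ mice 17 and 37, and Top2a (adjusted p = 0.0815 to 0.137) without any 1 of H2A.Z KO mouse 34 and H2A.Z.1 KQ mice 17 and 37. Of the genes raised by deletion, the shares restored by both and by neither moved without H2A.Z.1 KQ mouse 37 (9.56% and 51.1%), 38 (16.2% and 50.8%). In a model of the compared groups alone, 325 genes in both directions together differed between H2A.Z.1 KQ and H2A.Z KO females, against 3694 with all groups. Genes restored by both mutants can then number at most 325.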

Of genes that were upregulated by H2A.Z deletion, 37% were not restored (i.e., downregulated) by either condition, whereas 45% were downregulated by both (Supplementary Fig. 8D). 14% were selectively restored by H2A.Z.1^KA^, including genes enriched for structural terms, and 5% were selectively restored by H2A.Z.1^KQ^, which produced only 3 ontology terms due to the low number of genes (Supplementary Fig. 8E, F).

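Collagens and markers of fibroblasts were frequent among the genes that passed with H2A.Z.1 KA and not with H2A.Z.1 KQ in females. Of 42 collagen and matrix genes higher after deletion, 18 were restored by H2A.Z.1 KA alone, with 5.8 by chance (odds ratio 4.77, Fisher's exact test, adjusted p = 1.4e-04), 0 by H2A.Z.1 KQ alone and 9 by both. Col13a1, a transmembrane collagen, had log2 fold changes against H2A.Z KO of -1.27 (SE 0.31, adjusted p = 0.00454) for H2A.Z.1 KA and -0.42 (SE 0.32, adjusted p = 0.451) for H2A.Z.1 KQ, and Lum, a proteoglycan of collagen fibrils, -1.45 (SE 0.37, adjusted p = 0.00651) and -0.26 (SE 0.38, adjusted p = 0.731). Markers of mural cells and fibroblasts were restored by H2A.Z.1 KA alone in 10 of 16 (expected 2.21, Fisher's exact test, adjusted p = 1.7e-04), and mitotic genes in 10 of 23 (expected 3.18, adjusted p = 0.00644 by the same exact test). Between the mutants themselves, 0 of 73 passed in edgeR and 0 in DESeq2, 2 had an unadjusted p under 0.05 and the estimated correlation gave adjusted p = 0.967 for the collagen list, 0 of 20 passed in edgeR and 0 in DESeq2, 2 had an unadjusted p under 0.05 and the estimated correlation gave adjusted p = 0.967 for mural cells and fibroblasts, and 0 of 30 passed in edgeR and 0 in DESeq2, 0 had an unadjusted p under 0.05 and the estimated correlation gave adjusted p = 0.967 for mitosis. The mitotic kinase subunit Ccnb1 had -1.95 for H2A.Z.1 KA and -1.07 for H2A.Z.1 KQ. In all, 711 genes were restored by H2A.Z.1 KA alone, 13.8% (jackknife SE 32.0), and 225 by H2A.Z.1 KQ alone, 4.37% (jackknife SE 12.5), and 710 and 225 of these had a fold change of the same sign with the other mutant. For H2A.Z.1 KQ alone no list passed, the nearest being immunoglobulin variable genes with 9 of 64 (expected 2.8, Fisher's exact test, adjusted p = 0.0653). Choroid plexus genes had medians of -2.05 with H2A.Z.1 KA and -0.90 with H2A.Z.1 KQ against H2A.Z KO, and 10 and 0 of them had an unadjusted p under 0.05. Without the females above 1000 CPM of Ttr the shares were 7.05% for H2A.Z.1 KA alone and 8.97% for H2A.Z.1 KQ alone, in the opposite order. In models of the compared groups alone, 2350 genes differed from H2A.Z KO with H2A.Z.1 KA and 325 with H2A.Z.1 KQ, higher and lower together. With all groups these were 4339 and 3694, so calls with H2A.Z.1 KQ fell further. For H2A.Z.1 KA alone and H2A.Z.1 KQ alone the shares moved without H2A.Z.1 KQ mouse 17 (10.8% and 7.52%), 37 (39.0% and 0.332%), 38 (31.8% and 1.15%), and their order turned without H2A.Z.1 KA mouse 35 (5.13% and 12.8%), 36 (6.33% and 12.5%). Lum had a log2 fold change of 0.087 for H2A.Z.1 KQ without H2A.Z.1 KQ mouse 37, and Ccnb1 lost its call with H2A.Z.1 KA (adjusted p = 0.0528 to 0.0668) without any 1 of H2A.Z.1 KA mice 15 and 16 and H2A.Z KO mouse 34.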

In males, 43% of downregulated DEGs were not restored with either mutant, whereas 21% were restored by both. 

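Gria2, a subunit of AMPA receptors, was brought back up by both mutants in males. It rose against H2A.Z KO by 0.35 (SE 0.11, adjusted p = 0.0309) with H2A.Z.1 KA and 0.37 (SE 0.11, adjusted p = 0.0107) with H2A.Z.1 KQ, and the vesicle calcium sensor Syt3 by 0.67 and 0.66. Of 4104 genes lower after deletion, 1749 were restored by neither mutant, 42.6% (jackknife SE 18.0), and 950 by both, 23.1% (jackknife SE 12.3). Toward Myc moved 94.2% with H2A.Z.1 KA and 97.5% with H2A.Z.1 KQ, by medians of 0.26 and 0.29, against a median of -0.46 with deletion. When 2 of the H2A.Z KO mice chose the genes, 68.8% moved toward Myc in the other 2 with nothing changed (means over 6 choices, a test chosen after the data were seen). Against those other 2, 85.5% did with H2A.Z.1 KA and 89.9% with H2A.Z.1 KQ. Gria2 lost its call with H2A.Z.1 KA (adjusted p = 0.0697 to 0.114) without any 1 of H2A.Z.1 KA mice 25 and 43 and H2A.Z KO mice 3 and 4, and with H2A.Z.1 KQ (adjusted p = 0.0594) without H2A.Z KO mouse 4.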

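Kcna2, a potassium channel of axons, was called restored by H2A.Z.1 KQ alone in males, with log2 fold changes against H2A.Z KO of 0.50 (SE 0.10, adjusted p = 2.9e-04) with H2A.Z.1 KQ and 0.12 (SE 0.10, adjusted p = 0.514) with H2A.Z.1 KA. Unc80, a subunit of the sodium leak channel, had 0.56 (SE 0.13, adjusted p = 0.00211) and 0.24 (SE 0.14, adjusted p = 0.265). Of the genes lower after deletion in males, 1002 were restored by H2A.Z.1 KQ alone, 24.4% (jackknife SE 16.8), and 403 by H2A.Z.1 KA alone, 9.82% (jackknife SE 10.8). Of the former, 980 also had a positive log2 fold change with H2A.Z.1 KA and 429 had an unadjusted p under 0.05 there, and of the latter, 402 had a positive one with H2A.Z.1 KQ and 223 had an unadjusted p under 0.05. No gene passed the direct comparison of H2A.Z.1 KA with H2A.Z.1 KQ in edgeR in males, where 2993 genes had an unadjusted p under 0.05 and 1422 would by chance, and DESeq2 gave 15. The male groups held 4 H2A.Z.1 KA and 5 H2A.Z.1 KQ mice. Of simulated genes lowered to -0.5 and fully restored by both mutants, 14.3% of the 84 that passed were called for 1 mutant alone in males, and 3.18% of 157 at -1. At -0.5 these calls were 6 for H2A.Z.1 KA alone and 6 for H2A.Z.1 KQ alone, and at -1 they were 3 and 2. Equal rescue thus gave no excess of calls for H2A.Z.1 KQ alone in this simulation of males. It changed 200 genes and restored them fully, where 4104 genes were lower in the mice and moved back in part. With so few calls it cannot decide whether equal rescue would give 1002 against 403. For H2A.Z.1 KA alone and H2A.Z.1 KQ alone the shares moved without H2A.Z.1 KA mouse 25 (5.79% and 29.4%), 26 (6.4% and 27.5%), 43 (4.13% and 30.5%), H2A.Z KO mouse 42 (6.37% and 30.2%) and H2A.Z.1 KQ mouse 44 (11.2% and 15.5%), 45 (15.3% and 22.0%).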

H2A.Z.1^KQ^ expression uniquely restored 28% of downregulated DEGs, whereas H2A.Z.1^KA^ uniquely restored only 8% of DEGs (Supplementary Fig. 9A). Despite the small number of uniquely restored genes by the acetyl-defective KA mutant, top ontology terms were related to synaptic signaling, including glutamate receptor complexes. Thus, KA is uniquely associated with expression of genes related to synaptic function in both sexes. In contrast to females, genes uniquely impacted by H2A.Z.1^KQ^ in males also included synapse-related ontology terms (Supplementary Fig. 9B, C).

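Grik5, a kainate receptor subunit, was the glutamate receptor called restored by H2A.Z.1 KA alone in males. It had log2 fold changes against H2A.Z KO of 0.37 (SE 0.10, adjusted p = 0.00863) with H2A.Z.1 KA and 0.21 (SE 0.10, adjusted p = 0.129) with H2A.Z.1 KQ, after a deletion effect of -0.34. Of 18 glutamate receptor genes lower after deletion, 1 was restored by H2A.Z.1 KA alone, with 1.77 by chance, 4 by both, 3 by H2A.Z.1 KQ alone and 10 by neither (Fisher's exact test, adjusted p = 1). Restored by H2A.Z.1 KA alone were also 2 of 33 synaptic vesicle genes (Rab3a and Syngr3) and 4 of 35 postsynaptic density genes (Agap2, Baiap2, Camk2b and Lrfn2), with 3.24 and 3.44 by chance. No list passed Fisher's exact test at an adjusted p under 0.05 among these genes. Between the mutants themselves the glutamate receptor list had a median of -0.11 for H2A.Z.1 KA over H2A.Z.1 KQ. Of this list, 0 of 36 passed in edgeR and 2 in DESeq2, 8 had an unadjusted p under 0.05 and the estimated correlation gave adjusted p = 0.825. Over the list alone 2 (Gria4 and Grik1) were lower with H2A.Z.1 KA. Microglial, astrocyte and oligodendrocyte markers had medians of -0.81, -0.23 and -0.25 with H2A.Z.1 KA and -1.14, -0.40 and -0.21 with H2A.Z.1 KQ against H2A.Z KO in these mice.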

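Cation channels and synaptic vesicle genes were frequent among the genes that passed with H2A.Z.1 KQ and not with H2A.Z.1 KA in males. Of the 49 channel genes lower after deletion, 27 were restored by H2A.Z.1 KQ alone, with 12.0 by chance (odds ratio 3.88, Fisher's exact test, adjusted p = 1.8e-04), and 11 by both. Of the synaptic vesicle genes, 17 of 33 were, with 8.06 by chance (odds ratio 3.33, Fisher's exact test, adjusted p = 0.015), and 7 by both. Pclo, a scaffold of the presynaptic active zone, had log2 fold changes against H2A.Z KO of 0.69 (SE 0.16, adjusted p = 0.00198) with H2A.Z.1 KQ and 0.33 (SE 0.17, adjusted p = 0.208) with H2A.Z.1 KA. Rims2, another active zone protein, had 0.53 and 0.21, and Vamp1 0.78 (SE 0.17, adjusted p = 9.6e-04) and 0.43 (SE 0.18, adjusted p = 0.1). In the direct comparison of the mutants 0 channel genes passed in edgeR over all genes and 0 in DESeq2, 13 had an unadjusted p under 0.05, and 5 (Cacnb4, Kcna2, Kcnc2, Kcnh7 and Scn1a) were lower with H2A.Z.1 KA when adjusted over the list alone (adjusted p = 0.809 with an estimated correlation). For the vesicle list, 0 of 51 passed in edgeR and 0 in DESeq2, 6 had an unadjusted p under 0.05 and the estimated correlation gave adjusted p = 0.825. Medians of microglial, astrocyte and oligodendrocyte markers were -0.81, -0.23 and -0.25 with H2A.Z.1 KA and -1.14, -0.40 and -0.21 with H2A.Z.1 KQ against H2A.Z KO in these mice. With H2A.Z.1 KA, Pclo passed (adjusted p = 0.0228) without H2A.Z KO mouse 42, Rims2 (adjusted p = 0.0369) without H2A.Z KO mouse 42 and Vamp1 (adjusted p = 0.0302) without H2A.Z.1 KA mouse 5.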

Of genes that were upregulated by H2A.Z deletion, 35% were not restored by either H2A.Z.1 mutant and 43% were restored by both. 

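T and NK cell markers and interferon-stimulated genes were brought down by both mutants in males. Of 32 T and NK cell markers higher after deletion 32 were restored by both, and of 60 interferon-stimulated genes 57. With an estimated correlation both lists had adjusted p = 0.108 for H2A.Z.1 KA and 0.0596 for H2A.Z.1 KQ against H2A.Z KO. Cdc20, an activator of mitotic exit, fell against H2A.Z KO with log2 fold changes of -2.26 (SE 0.36, adjusted p = 3.7e-05) for H2A.Z.1 KA and -2.48 (SE 0.34, adjusted p = 1.3e-06) for H2A.Z.1 KQ. Of 4900 genes higher after deletion, 1497 were restored by neither, 30.6% (jackknife SE 12.7), and 2313 by both, 47.2% (jackknife SE 17.1). Toward Myc moved 97.8% with H2A.Z.1 KA and 98.1% with H2A.Z.1 KQ, by medians of -0.73 and -0.87, against 1.44 with deletion. When 2 of the H2A.Z KO mice chose the genes, 60.3% moved toward Myc in the other 2 with nothing changed (means over 6 choices, a test chosen after the data were seen). Against those other 2, 91.1% did with H2A.Z.1 KA and 93.2% with H2A.Z.1 KQ.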

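Nptx2, a secreted protein that clusters AMPA receptors, was called restored by H2A.Z.1 KQ alone in males, with log2 fold changes against H2A.Z KO of -0.96 (SE 0.26, adjusted p = 0.00604) for H2A.Z.1 KQ and -0.58 (SE 0.27, adjusted p = 0.151) for H2A.Z.1 KA. Gadd45b, an activity-induced gene of DNA demethylation, had -0.64 (SE 0.13, adjusted p = 4.7e-04) and -0.31 (SE 0.14, adjusted p = 0.145). Of the genes higher after deletion in males, 889 were restored by H2A.Z.1 KQ alone, 18.1% (jackknife SE 15.9), and 201 by H2A.Z.1 KA alone, 4.1% (jackknife SE 4.87). Of the former, 883 also had a negative log2 fold change with H2A.Z.1 KA and 510 had an unadjusted p under 0.05 there, and of the latter, 201 had a negative one with H2A.Z.1 KQ and 127 had an unadjusted p under 0.05. Gadd45b passed with H2A.Z.1 KA (adjusted p = 0.0365) without H2A.Z KO mouse 42. The shares for H2A.Z.1 KA alone and H2A.Z.1 KQ alone moved without H2A.Z.1 KA mouse 25 (2.69% and 27.4%), 26 (2.72% and 24.5%), 43 (2.2% and 27.3%) and H2A.Z.1 KQ mouse 28 (6.64% and 14.6%), 45 (6.61% and 16.8%).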

H2A.Z.1^KQ^ uniquely restored 17% of DEGs and H2A.Z.1^KQ^ uniquely restored only 5% of DEGs upregulated by H2A.Z deletion (Supplementary Fig. 9D). 

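Genes of cytosolic ribosomal proteins were frequent among the genes that passed with H2A.Z.1 KQ and not with H2A.Z.1 KA in males. Of 58 ribosomal genes higher after deletion, 44 were restored by H2A.Z.1 KQ alone, with 10.5 by chance (odds ratio 14.9, Fisher's exact test, adjusted p = 2.9e-20), 7 by both, 7 by neither and 0 by H2A.Z.1 KA alone. Rplp0, a protein of the ribosomal stalk, had log2 fold changes against H2A.Z KO of -0.67 (SE 0.13, adjusted p = 2.8e-04) for H2A.Z.1 KQ and -0.32 (SE 0.14, adjusted p = 0.125) for H2A.Z.1 KA, and Fau, a small-subunit protein, -0.77 (SE 0.14, adjusted p = 9.5e-05) and -0.32 (SE 0.15, adjusted p = 0.156). Compared directly, ribosomal genes were higher with H2A.Z.1 KA than with H2A.Z.1 KQ at a median of 0.34. Over all genes 0 of 87 passed in edgeR and 0 in DESeq2, 64 had an unadjusted p under 0.05, and 50 passed when adjusted over the list alone (adjusted p = 0.721 with an estimated correlation). Immediate early genes of neuronal activity were restored by H2A.Z.1 KQ alone in 6 of 8 (expected 1.45, Fisher's exact test, adjusted p = 0.0137), and between the mutants themselves 0 of 26 passed in edgeR and 0 in DESeq2, 3 had an unadjusted p under 0.05 and the estimated correlation gave adjusted p = 0.85. T and NK cell markers were restored by H2A.Z.1 KQ alone in 0 of 32 (expected 5.81, adjusted p = 0.03 by the same exact test), and no list passed among the genes restored by H2A.Z.1 KA alone. In the direct comparison of H2A.Z.1 KA with H2A.Z.1 KQ, interferon-stimulated genes had a median of 0.40 and microglial markers 0.30. Astrocyte and oligodendrocyte markers had medians of 0.00076 and -0.028 there. Rplp0 passed with H2A.Z.1 KA (adjusted p = 0.00844) without H2A.Z KO mouse 42.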

The ontology of uniquely restored genes by H2A.Z.1^KA^ was enriched for terms related to ribosomes, whereas H2A.Z.1^KQ^ genes were enriched for immune and membrane-related terms. Together, these data show that H2A.Z.1 mutants regulate a large number of overlapping transcripts and that their unique targets may be especially important for their distinct roles in memory (Supplementary Fig. 9E, F).

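Dach2, a transcriptional cofactor, was among the genes that rose most against H2A.Z KO with both mutants in both sexes. In females it rose by 2.88 (SE 0.48, adjusted p = 2.2e-04) with H2A.Z.1 KA and 3.31 (SE 0.50, adjusted p = 7.8e-05) with H2A.Z.1 KQ, and in males by 3.31 (SE 0.50, adjusted p = 3.5e-05) with H2A.Z.1 KA and 3.66 (SE 0.49, adjusted p = 2.3e-06) with H2A.Z.1 KQ. Because both mutants were compared with the same H2A.Z KO mice, the H2A.Z KO mice of each sex were also divided so that each mutant had its own 2. In females, the mutants then shared 246 genes (131 to 287 over 6 splits) against 11.7 for independent lists among higher genes, and 466 genes (262 to 596 over 6 splits) against 48.6 for independent lists among lower genes. In males they shared 319 genes (275 to 375 over 6 splits) against 52.7 for independent lists among higher genes, and 1392 genes (918 to 1525 over 6 splits) against 183 for independent lists among lower genes. From the overlap and the genes restored by a mutant alone, the paper concludes that the mutants regulate many common transcripts and proposes that their unique targets matter for their distinct roles in memory.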

#### H2A.Z.1 lysine mutants partly restore gene expression changes caused by H2A.Z deletion

Next, we directly compared the ability of different H2A.Z.1 lysine mutations to rescue up- *versus* down-regulated DEGs by sorting H2A.Z^KO^ DEGs into quintiles ranging from most downregulated in Q1 to most upregulated genes in Q5. 

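The genes that deletion lowered most, such as Plaat1 and Drd2 in Q1, and those it raised most, such as antiviral and lymphocyte genes in Q5, lay nearer to the Myc level with each replacement than after deletion. For each mouse, the log2 expression of the genes of a quintile was averaged relative to the mean of the Myc mice of its sex, so that 0 is the Myc level. In Q1, H2A.Z KO females were at -1.09 ± 0.17 (SD, n = 4) and males at -0.85 ± 0.10 (SD, n = 4). With H2A.Z.1 WT, H2A.Z.1 KA and H2A.Z.1 KQ the females were at -0.55 ± 0.052, -0.61 ± 0.12 and -0.56 ± 0.16, and the males at -0.34 ± 0.06, -0.39 ± 0.11 and -0.32 ± 0.08. In Q5, H2A.Z KO females were at 2.63 ± 0.40 and males at 2.86 ± 0.32, and the same replacement groups at 1.30 ± 0.30, 1.31 ± 0.30 and 1.37 ± 0.54 in females and 1.12 ± 0.25, 1.24 ± 0.53 and 1.16 ± 0.36 in males. The group means of Q1 to Q5 all lay closer to Myc with each replacement than after deletion. These genes were chosen and sorted with the same H2A.Z KO mice, which alone brings other mice nearer to Myc. In a test chosen after the data were seen, 2 H2A.Z KO mice chose the genes and the other 2 were compared. In Q5 the other 2 were at 2.70 in females and 3.01 in males, where those that chose the genes were at 2.98 and 3.28 (means over 6 choices). H2A.Z.1 WT, H2A.Z.1 KA and H2A.Z.1 KQ were at 1.41, 1.43 and 1.48 in females and 1.24, 1.38 and 1.30 in males. In Q1 of males the other 2 were at -0.72 and these groups at -0.32, -0.38 and -0.31. Each group lay nearer to Myc than the other 2 H2A.Z KO mice in every quintile and choice.

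**Figure D4:**
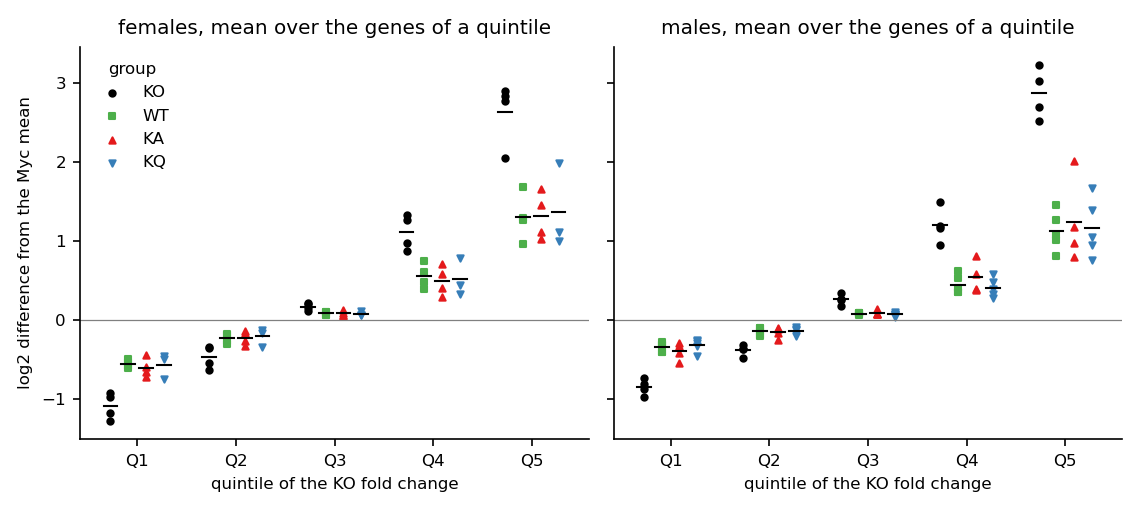
Mean log2 difference from the Myc mean over the genes of each quintile, in females (left) and males (right). Each point is a mouse of the group its symbol names, and lines are group means. In Q5 the mean of KO males is 2.86 and that of KA males 1.24.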

All H2A.Z.1 replacement conditions effectively restored down- and up-regulated genes compared to H2A.Z^KO^ in both sexes (Fig. 4A), but KA and KQ mutations differed in rescue efficiency for downregulated genes in Q2, whereby KA produced more effective rescue than KQ in males, and KQ produced a more effective rescue than KA in females (Fig. 4A). These data suggest that: (1) lysine modifications are most relevant for regulating genes that are positively associated with H2A.Z (i.e. are downregulated with H2A.Z deletion); and (2) that KA and KQ differ in rescue capacity in male and female mice.

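In Q2, which holds genes with deletion effects between -0.64 and -0.33 in females and between -0.49 and -0.27 in males, the mutants differed by less than the spread between mice. H2A.Z.1 KA females were at -0.22 ± 0.092 (SD, n = 4) and H2A.Z.1 KQ females at -0.21 ± 0.11 (SD, n = 3), and H2A.Z.1 KA males at -0.16 ± 0.066 (SD, n = 4) and H2A.Z.1 KQ males at -0.14 ± 0.047 (SD, n = 5). Across Q1 to Q5 the difference of H2A.Z.1 KA minus H2A.Z.1 KQ was -0.044 (p = 0.686), -0.017 (p = 0.83), 0.0073 (p = 0.8), -0.023 (p = 0.857) and -0.061 (p = 0.943) in females by 2-sided exact permutation tests. In males it was -0.074 (p = 0.294), -0.013 (p = 0.722), 0.022 (p = 0.341), 0.13 (p = 0.31) and 0.074 (p = 0.825) by the same exact tests, and all 10 adjusted p-values were 0.943. These tests compare means per mouse over 4 H2A.Z.1 KA females against 3 H2A.Z.1 KQ females and 4 males against 5. A test with the sample number range as a block, mice permuted within ranges, was chosen after the data were seen. Its differences of Q1 to Q5 were -0.0085, 0.011, -0.0012, -0.078 and -0.17 in females (18 assignments) and -0.061, -0.0035, 0.022, 0.10 and 0.0061 in males (36 assignments), with adjusted p from 0.611 to 1. In males Q1 had 1 sign in all 3 ranges (-0.089, -0.057 and -0.047, 2-sided exact permutation p = 0.167), as had Q4 (0.22, 0.077 and 0.06, permutation p = 0.194). From the quintiles, the paper proposes that lysine modifications matter most for genes that H2A.Z regulates positively, and that the rescue by H2A.Z.1 KA and H2A.Z.1 KQ differs between the sexes. In Q2 leaving out 1 mouse turned the sign, to 0.022 without H2A.Z.1 KA mouse 16, 0.027 without H2A.Z.1 KQ mouse 37 and 0.0059 without H2A.Z.1 KQ mouse 38 in females and to 0.017 without H2A.Z.1 KA mouse 5 and 0.0024 without H2A.Z.1 KQ mouse 45 in males.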

**Fig. 4:**
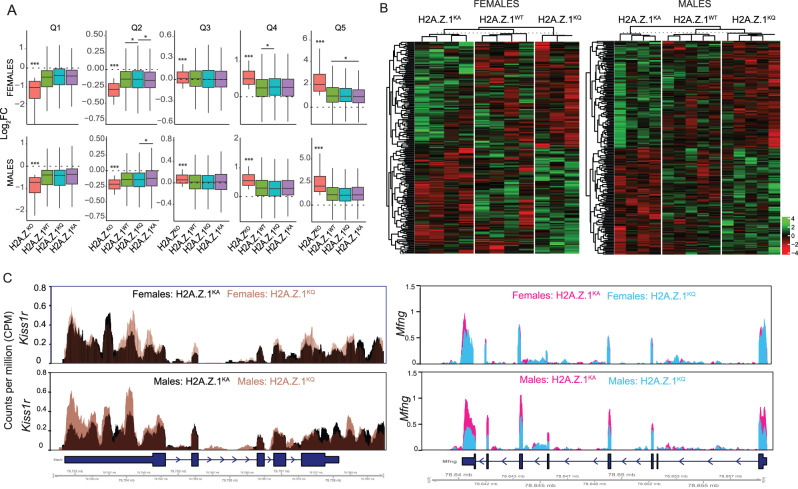
H2A.Z.1 replacement rescues gene expression changes caused by H2A.Z deletion. **A** Whisker box plots comparing DEGs from Myc controls vs. H2A.Z^KO^ sorted into quintiles by their Log_2_FC value in increasing order. ***Denotes significant difference between H2A.Z^KO^ and all other groups. *Any additional differences between individual groups are denoted with lines drawn between significantly distinct groups. P < 0.05. **B** Heat map comparing gene expression in the three H2A.Z.1 replacement groups: H2A.Z.1^KA^, H2A.Z.1^WT^ and H2A.Z.1^KQ^. Heat maps represent rlog(DESeq2) normalized raw counts that were then z-scaled. **C** Left: Gene track showing an example of H2A.Z.1^KQ^ promoting gene expression compared to H2A.Z.1^KA^ in both sexes. Right: Gene track showing an example of H2A.Z.1^KQ^ resulting in lower gene expression than H2A.Z.1^KA^ only in male mice. Data in gene tracks are expressed as Counts Per Million (CPM).

To better understand these sex differences, we assessed the extent of differential expression caused by H2A.Z deletion in each sex. 

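The mean fall of the genes that deletion lowered most was larger in females, and the mean rise of those it raised most was larger in males, when each sex was sorted by its own fold changes. Sorted that way, Q1 averaged -1.09 in females and -0.85 in males on the log2 scale and Q5 2.63 in females and 2.86 in males. Without female Myc mouse 32, Q1 averaged -0.92 in females over the same genes and -1.04 over genes sorted anew. Without female Myc mouse 11, Q5 sorted anew was higher in females (2.90 against 2.87). These sets of genes differ between the sexes, so the same genes were also compared, in a test chosen after the data were seen. With the mean of both sexes as the order, Q1 averaged -0.99 in females and -0.69 in males (permutation p = 0.049, adjusted p = 0.245), and Q5 2.34 in females and 2.49 in males (permutation p = 0.621). The difference of females minus males in this order was -0.15 in Q1 without female Myc mouse 32 and 0.067 in Q5 without female H2A.Z KO mouse 33. In Q2, Q3 and Q4 of this order the difference of females minus males was -0.061, 0.037 and 0.11 (permutation p = 0.38, 0.32 and 0.427). An order taken from 1 sex favours a larger change in that sex by the choice of genes, and Q1 averaged -1.09 in females and -0.59 in males in the order of the females (permutation p = 0.00204, adjusted p = 0.0102) and -0.82 in females and -0.85 in males in the order of the males (permutation p = 0.828, adjusted p = 0.993). Each test permuted all 2450 assignments of mice to sex within Myc and H2A.Z KO.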

H2A.Z^KO^ produced a significant sex difference in each quintile, whereby H2A.Z deletion was less effective at downregulating and more effective at upregulating gene expression in male compared to female mice (Supplementary Fig. 10A). Assuming that genes with decreased expression are positively regulated and genes with increased expression are negatively regulated by H2A.Z under normal conditions, these data indicate that H2A.Z is a less effective transcriptional activator and a more effective transcriptional repressor in male than in female mice.

Next, we compared endogenous differences in AcH2A.Z abundance between sexes using ChIP-qPCR and found higher AcH2A.Z at a subset of genes examined, including *B2m* (t_16_ = 3.29, p = 0.002), *Th* (t_16_ = 2.05, p = 0.058), and *Fkbp5* (t_17_ = 2.36, p = 0.03), but not at *Arc, Fos*, or *Gadd45b* (Supplementary Fig. 10B). Thus, the degree of acetylation differs between sexes in a gene-specific manner and may be related to sex differences in lysine modifications on downregulated genes.

Given that replacing any form of H2A.Z rescues the robust effect of H2A.Z depletion, we reasoned that more subtle effects of lysine mutations may be masked in these conditions. Thus, we directly compared KA, KQ, and WT groups to each other to identify potential candidate genes for distinct behavioral outcomes. We identified the 100 most up- and down-regulated genes in KA relative to KQ mutations and showed that H2A.Z.1^WT^ produces an intermediate transcriptional effect between the two. Thus, distinct lysine mutations push the expression of individual genes either toward stronger or weaker expression than the WT form of H2A.Z.1, suggesting that shifts in transcription magnitude of a subset of genes may contribute to differences in behavior (Fig. 4B).

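The genes in question are those of Supplementary Tables 3 and 4, 200 in females and 201 in males, among them the dopamine receptor Drd2 and the phospholipase Plaat1. The mean of H2A.Z.1 WT mice lay between the means of H2A.Z.1 KA and H2A.Z.1 KQ mice for 56.5% of these genes in females (jackknife SE 13.6) and 80.6% in males (jackknife SE 9.39). When the mice of the 3 groups were regrouped at random 100 times and the genes most different between the first pair of groups were chosen anew, the third group lay between for a median of 65.5% of genes in females (30 to 84) and 64.4% in males (36.3 to 85.1). For genes chosen in the same way from the real groups, the share was 47.5% in females, which 91 of the regroupings reached, and 74.6% in males, which 23 reached. Of 100 regroupings within sample number ranges, chosen after the data were seen, 96 and 21 reached these shares. The table genes had median absolute log2 fold changes between H2A.Z.1 KA and H2A.Z.1 KQ of 0.21 and 0.33 in females and males. None passed at an adjusted p under 0.05 in edgeR, and 17 and 111 had an unadjusted p under 0.05. From the intermediate level of H2A.Z.1 WT, the paper reasons that the mutations push single genes above or below the wild-type level, and proposes that such shifts contribute to behaviour.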

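Kiss1r encodes the receptor of the neuropeptide kisspeptin and lies on chromosome 10 from 79752079 to 79759920 of GRCm39. In females it was at 3.39 ± 0.519 CPM (n = 4) with H2A.Z.1 KA and 3.97 ± 0.668 CPM (n = 3) with H2A.Z.1 KQ (2-sided exact permutation p = 0.286, adjusted p = 0.381 over 8 tests). In males it was at 3.44 ± 0.234 CPM (n = 4) with H2A.Z.1 KA and 4.27 ± 0.88 CPM (n = 5) with H2A.Z.1 KQ (2-sided exact permutation p = 0.0476, adjusted p = 0.114 over 8 tests). Kcnc1 encodes a potassium channel of fast-spiking neurons and lies on chromosome 7 from 46045674 to 46106392. In females it was at 93.8 ± 7.47 CPM (n = 4) with H2A.Z.1 KA and 108 ± 10.5 CPM (n = 3) with H2A.Z.1 KQ (2-sided exact permutation p = 0.0857, adjusted p = 0.137 over 8 tests). In males it was at 103 ± 12.2 CPM (n = 4) with H2A.Z.1 KA and 116 ± 5.13 CPM (n = 5) with H2A.Z.1 KQ (2-sided exact permutation p = 0.0556, adjusted p = 0.114 over 8 tests). With the 35 splits of the mice in females and 126 in males, 1 gene by itself cannot reach an adjusted p under 0.05 over 8 tests. The adjusted values of these permutation tests therefore do not decide whether Kiss1r or Kcnc1 differed. H2A.Z.1 WT mice had 4.09 CPM of Kiss1r in females and 3.82 CPM in males, and 105 and 113 CPM of Kcnc1. In edgeR, the log2 fold change of H2A.Z.1 KA over H2A.Z.1 KQ was -0.23 (SE 0.18, adjusted p = 1) for Kiss1r in females and -0.31 (SE 0.16, adjusted p = 0.479) in males, and -0.21 (SE 0.12, adjusted p = 1) and -0.17 (SE 0.11, adjusted p = 0.59) for Kcnc1. For Kiss1r in males it was -0.18 without H2A.Z.1 KQ mouse 45, and in females -0.15 without H2A.Z.1 KA mouse 16 and -0.081 without H2A.Z.1 KQ mouse 37. For Kcnc1 it was -0.13 in females without H2A.Z.1 KQ mouse 37 and -0.09 in males without H2A.Z.1 KA mouse 5. Deletion itself changed Kiss1r by -0.65 in females and -0.88 in males, and Kcnc1 by -0.79 and -0.69, each with an adjusted p under 0.05.

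**Figure D5:**
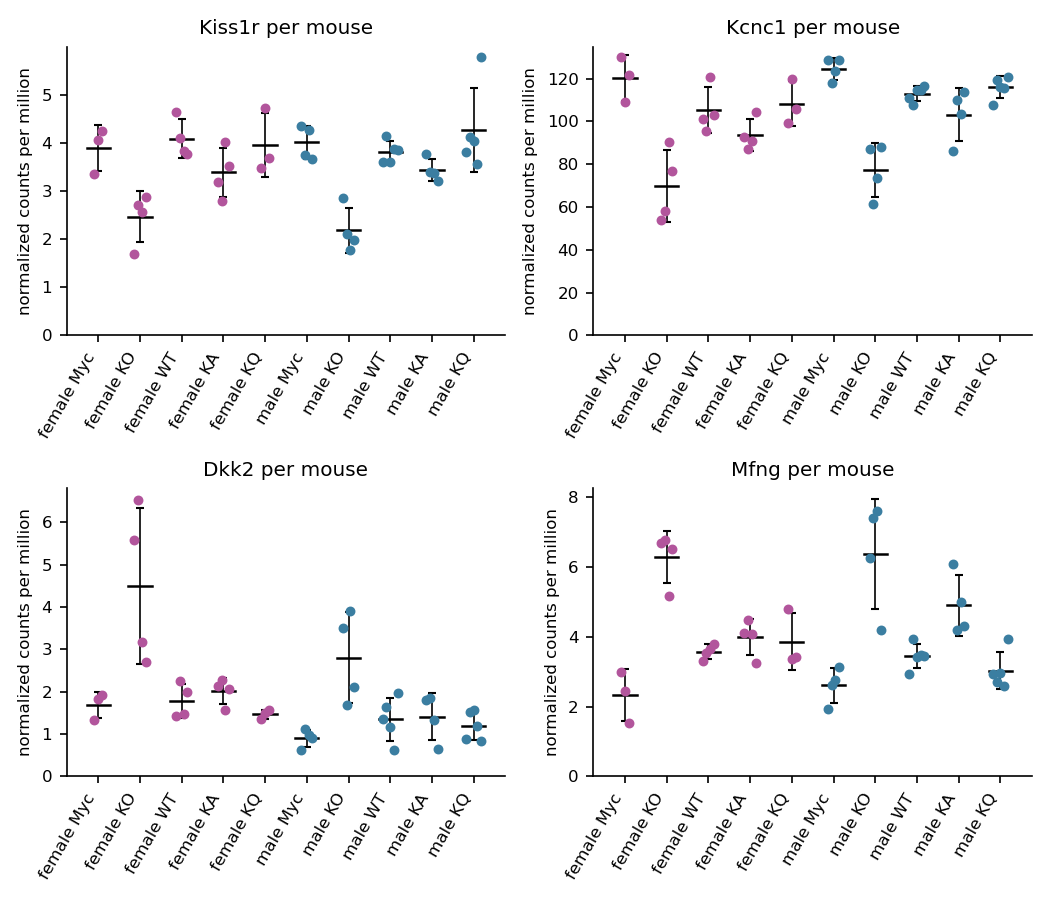
CPM (TMM-normalized) of Kiss1r, Kcnc1, Dkk2 and Mfng in each mouse, by sex and virus. Points are mice, and lines with bars are the mean and SD. Mfng has a mean of 4.91 in KA males and 3.03 in KQ males.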

Some notable genes that emerged from this analysis (see Supplementary Tables 3, 4 for a complete list) include the kisspeptin receptor 1 (*Kiss1r*; Fig. 4C) and the voltage gated potassium channel *Kcnc1*, which are important for hippocampal plasticity and are upregulated by KQ compared to the KA mutation in both sexes. Notably, the acetyl-incompetent KA mutation also increased the expression of some genes compared to the acetyl-mimic KQ mutation, which may result in inappropriate activation of genes that suppress memory. For example, KA increased the expression of *Dkk2* (dickkopf WNT signaling pathway inhibitor 2) and *Mfng* (Beta-1,3-N-acetylglucosaminyltransferase manic fringe), which regulate Wnt and Notch signaling, respectively (Fig. 4C). Both pathways are involved in memory formation [33], suggesting that H2A.Z.1^KA^ may impair memory through inappropriate regulation of genes involved in synaptic plasticity.

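Dkk2, a secreted modulator of Wnt signalling, lies on chromosome 3 from 131790336 to 131886065 of GRCm39. In females it was at 2.01 ± 0.305 CPM (n = 4) with H2A.Z.1 KA and 1.47 ± 0.109 CPM (n = 3) with H2A.Z.1 KQ (2-sided exact permutation p = 0.0571, adjusted p = 0.114 over 8 tests), and each of the H2A.Z.1 KA females was above each of the H2A.Z.1 KQ females. In males it was at 1.41 ± 0.561 CPM (n = 4) with H2A.Z.1 KA and 1.2 ± 0.347 CPM (n = 5) with H2A.Z.1 KQ (2-sided exact permutation p = 0.476, adjusted p = 0.544 over 8 tests). Mfng, a glycosyltransferase that modifies Notch receptors, lies on chromosome 15 from 78640074 to 78657718. In females it was at 3.99 ± 0.516 CPM (n = 4) with H2A.Z.1 KA and 3.86 ± 0.812 CPM (n = 3) with H2A.Z.1 KQ (2-sided exact permutation p = 0.83, adjusted p = 0.83 over 8 tests). In males it was at 4.91 ± 0.871 CPM (n = 4) with H2A.Z.1 KA and 3.03 ± 0.534 CPM (n = 5) with H2A.Z.1 KQ (2-sided exact permutation p = 0.0159, adjusted p = 0.114 over 8 tests), and each of the H2A.Z.1 KA males was above each of the H2A.Z.1 KQ males. With 35 splits of the mice in females and 126 in males, 1 gene by itself cannot reach an adjusted p under 0.05 over 8 tests. The adjusted values of these permutation tests therefore do not decide whether Dkk2 or Mfng differed. In edgeR, the log2 fold change of H2A.Z.1 KA over H2A.Z.1 KQ was 0.45 (SE 0.34, adjusted p = 1) for Dkk2 in females and 0.23 (SE 0.30, adjusted p = 0.82) in males, and 0.69 (SE 0.18, adjusted p = 0.326) for Mfng in males. Without 1 mouse Dkk2 in males ran from 0.074 (H2A.Z.1 KA mouse 25) to 0.47 (H2A.Z.1 KA mouse 43), and Mfng in males from 0.57 (H2A.Z.1 KA mouse 5) to 0.81 (H2A.Z.1 KQ mouse 45). The log2 fold change of Mfng in females minus that in males was -0.65 (SE 0.27, adjusted p = 0.835). Deletion raised Dkk2 by 1.42 in females and 1.64 in males, and Mfng by 1.42 and 1.29, each with an adjusted p under 0.05.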

#### H2A.Z and its modifications regulate alternative splicing

In addition to regulating transcription, H2A.Z and PTMs of canonical histones are implicated in alternative splicing of RNA, but a role of H2A.Z acetylation in splicing is unknown [34, 35]. In females, H2A.Z deletion resulted in differential transcript usage (DTU) of 592 transcripts, and this number was reduced to 235 with H2A.Z.1^WT^, 129 with H2A.Z.1^KA^, and 274 with H2A.Z.1^KQ^ replacement. Thus, as with differentially expressed genes, DTUs caused by H2A.Z deletion were rescued by expression of any form of H2A.Z.1 (Fig. 5A). Alternative splicing impacted by H2A.Z deletion included primarily changes in Intron Retention (IR) and Alternative Transcription Termination Site (ATTS) usage, whereas replacement with H2A.Z.1^KQ^ most strongly impacted ATTS and alternative 3’ site (A3) usage (Supplementary Fig. 11A). H2A.Z.1^WT^ and H2A.Z.1^KA^ did not exhibit enrichment for any form of alternative splicing.

**Fig. 5:**
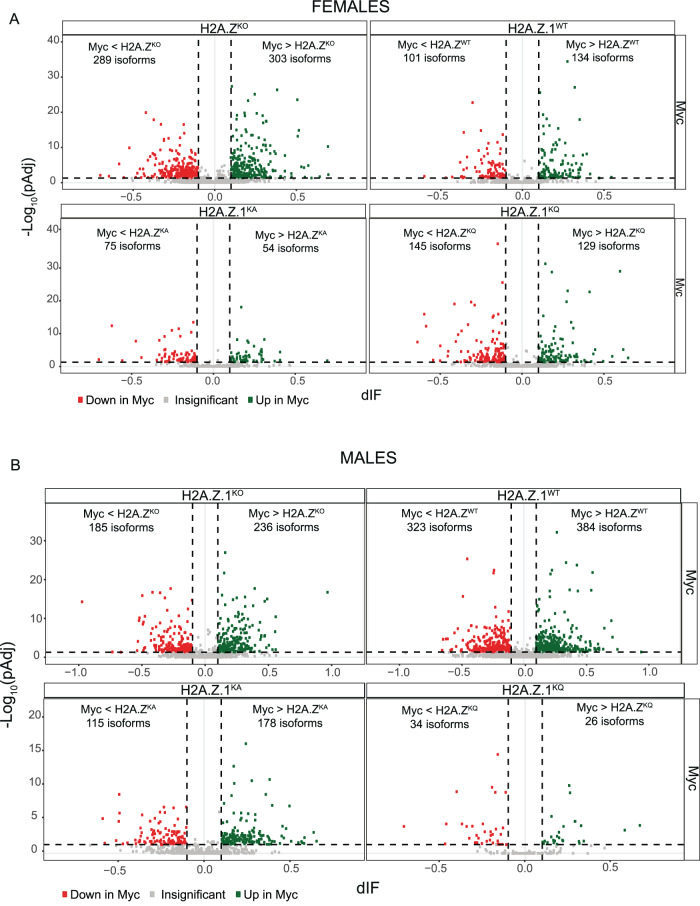
H2A.Z deletion and expression of lysine mutants impact alternative splicing. Volcano plots showing differential isoform usage for mice with H2A.Z deletion and H2A.Z.1 mutants relative to Myc controls in **A** female and **B** male mice. dIF = Differential Isoform Fraction. (FDR < 0.05).

Next, we investigated if DTUs overlap with DEGs in females and found that some transcripts were regulated at both the expression and transcript usage levels, whereas others had either changes in expression alone, or changes in transcript usage alone. Thus, H2A.Z and its modifications can impact expression and splicing of the same or of distinct gene targets, thereby expanding the regulatory effects of H2A.Z in the brain (Supplementary Fig. 12).

In males, H2A.Z deletion resulted in 421 DTUs. In contrast to females, which exhibited a rescue in DTUs with H2A.Z.1^WT^ expression, males showed an increase to 707 DTUs compared to Myc-tag controls, whereas both H2A.Z mutants reduced the number of DTUs compared to H2A.Z deletion. Specifically, acetyl-defective H2A.Z.1^KA^ resulted in 293 DTUs, whereas the acetyl-mimic H2A.Z.1^KQ^ produced only 60 DTUs (Fig. 5B). The only form of alternative splicing that was enriched in males was alternative transcription termination site usage in both the H2A.Z.1^KA^ and H2A.Z.1^WT^ groups, whereas H2A.Z deletion and H2A.Z.1^KQ^ expression were not enriched for a particular form of splicing (Supplementary Fig. 11B). As with females, DEGs and DTUs exhibited some overlapping and some distinct gene targets, indicating that H2A.Z and its modifications can impact memory through separate effects on alternative splicing and gene expression (Supplementary Fig. 13).

## Discussion

Histone variants recently emerged as key regulators of memory that exert task- and sex-specific effects on behavior, but the basis for their variable outcomes is unknown. Here, we report that function of the histone variant H2A.Z.1 in memory is impacted by modifications of its lysine residues and related changes in transcriptional regulation, whereby mimicking H2A.Z.1 acetylation improved memory and blocking acetylation impaired memory. These effects are dependent on the strength of the training protocol, sex, and the type of learning task, suggesting that H2A.Z modulates memory strength in a lysine modification-dependent manner.

We previously showed that H2A.Z suppresses fear memory in male, but not female mice [7–9, 11–13]. Here, deletion of both H2A.Z encoding genes also had no impact on fear memory in female mice, but H2A.Z deletion in male mice only improved fear memory when shock delivery produced moderate (~40%) levels of freezing (as in our prior studies), but not when the protocol produced low (~25%) or high (80%) levels of freezing, suggesting that the primary role of H2A.Z is to modulate the strength of fear memory in the presence of a sufficient external signal. We also did not see increased freezing in male mice with history of prior shock exposure, as previously reported [9]. This did not depend on memory strength, as prior exposure to one *vs*. two 0.3 mA shocks resulted in different levels of freezing to a second 0.5 mA training session, yet neither 0.5 mA training session showed enhanced freezing with H2A.Z deletion. Thus, total levels of H2A.Z are especially important for regulating the formation of new memories and may be dispensable for altering memory strength with repeated training.

The ability of lysine mutations to regulate memory likely relates to their effects on gene expression. Our ChIP data show that AcH2A.Z colocalizes with accessible enhancers and promoters, consistent a positive effect of AcH2A.Z on transcription in various model systems [36]. However, direct mutation of lysines produced mixed effects, whereby the acetyl-incompetent KA and the acetyl-mimic KQ mutations both effectively restored up- and down-regulated DEGs. Nevertheless, direct comparisons of KA and KQ mutations revealed distinct transcriptional effects that may explain their opposing effects on memory. For example, the acetyl-defective H2A.Z.1^KA^ mutation preferentially rescued the expression of genes involved in synaptic function and glutamate signaling, suggesting that KA may impair memory by impairing synaptic plasticity.

We identified several genes that may explain differences between KA and KQ mutations in memory. Compared to the acetyl-mimic KQ, the acetyl-incompetent KA mutation reduced kisspeptin receptor 1 (*Kiss1r*) in both sexes, which binds the kisspeptin neuropeptide, a modulator of hippocampal neuronal excitability and a positive regulator of memory [37, 38]. Similarly, the KA mutation reduced expression of the voltage gated potassium channel *Kcnc1* in both sexes, suggesting that KA may also impact neuronal activity. Unexpectedly, the acetyl-incompetent KA mutation increased expression of some genes compared to the acetyl-mimic KQ, particularly in males. For example, KA increased the expression of *Dkk2*, a gene that inhibits Wnt signaling, which is critical for memory formation and synaptic plasticity [33].

The ability of KA to increase expression of some genes compared to KQ may be associated with competitive methylation and acetylation of lysines, so that the KA mutation also blocks the repressive methylation mark on H2A.Z [39]. Although we cannot assess sex differences in methylation due to lack of antibodies, sex differences in magnitude of H2A.Z acetylation suggest that male and female mice may differentially utilize distinct lysine modifications on some genes. The reason for these sex differences is unclear, but H2A.Z function is strongly intertwined with sex hormones in prostate and breast cancer cells, and its function is closely related to androgen receptor regulation in the brain [8, 40, 41]. Activation of the androgen receptor in neurons can alter H2A.Z binding [8], suggesting that interactions between H2A.Z and sex hormones may also impact sex-specific changes in the acetylation status on distinct genes.

In addition to gene expression, H2A.Z.1 and its lysine mutants also impacted alternative splicing. Although alternative splicing is associated with distinct PTMs on canonical histones [42], we are not aware of any studies linking alternative splicing with H2A.Z PTMs. However, H2A.Z occupancy can regulate alternative splicing in yeast [34, 35], and our data suggest that its role in splicing is further regulated by its lysine modifications. Alternative splicing is regulated by neuronal activity and is thought to play an important role in synaptic plasticity [43], suggesting that H2A.Z may impact behavior and neural function through impacts on both differential expression and differential splicing. Notably, differentially expressed genes and differential transcript usage only partially overlapped, indicating that H2A.Z can regulate splicing of different targets than it regulates for transcription.

### Supplementary information

Supplemental figures and methods

Table 1

Table 2

Table 3

Table 4

# Supplementary material for: Role of the histone variant H2A.Z.1 in memory, transcription, and alternative splicing is mediated by lysine modification
**Source:** Neuropsychopharmacology. 2024 Feb 16;49(8):1285–95. doi: 10.1038/s41386-024-01817-2
**Supplement:** Supplementary file 1 — Supplemental figures and methods

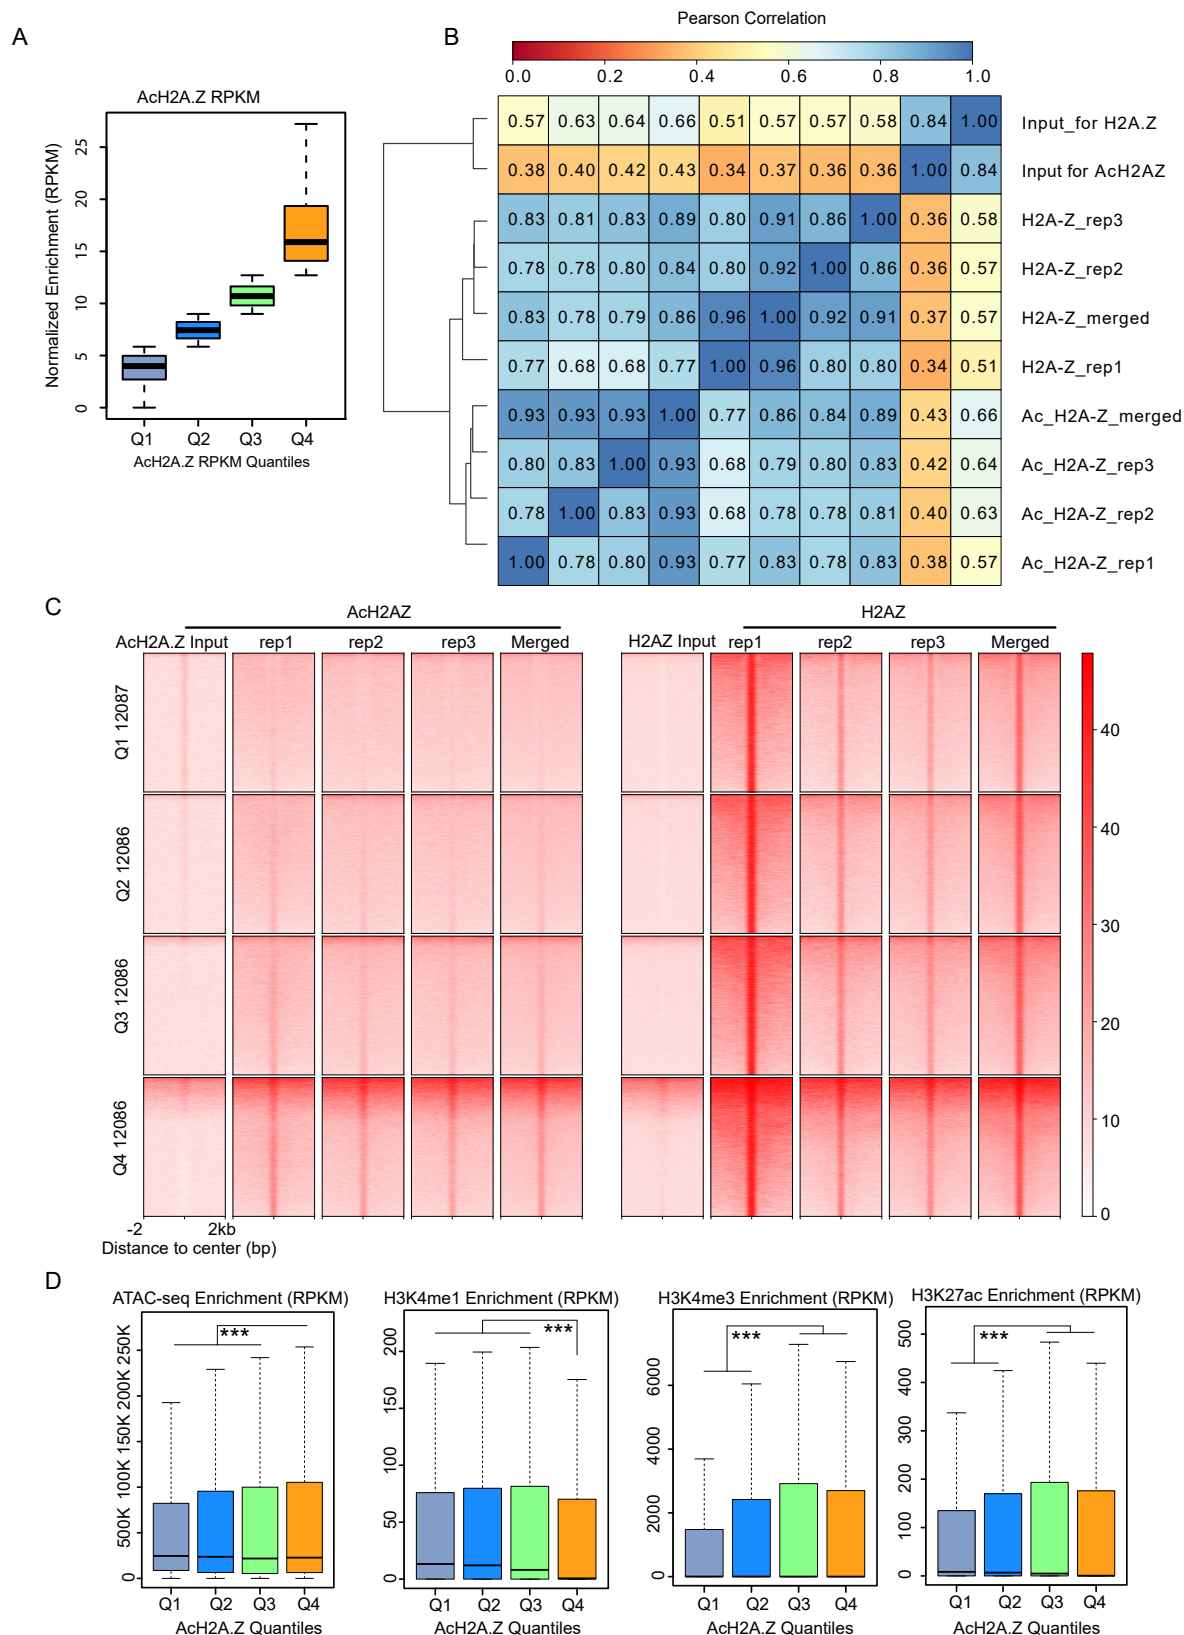

**Supplemental Figure 1. Neuronal H2A.Z and AcH2A.Z ChIP-seq sample clustering and sorting into quartiles.** A) Peaks for H2A.Z were separated into quartiles according to acetylated H2A.Z levels, with Q4 having the highest and Q1 having the lowest acetylation. B) Clustering of Pearson correlation measurements across all ChIP-Seq samples of AcH2A.Z and H2A.Z. C) Heatmap of RPKM enrichment for AcH2A.Z and H2A.Z at quartiles defined in Figure 1A. D) Boxplots of RPKM enrichment for chromatin accessibility, H3K4me1, H3K4me3, and H3K27ac across AcH2A.Z quartiles defined in Figure 1A.

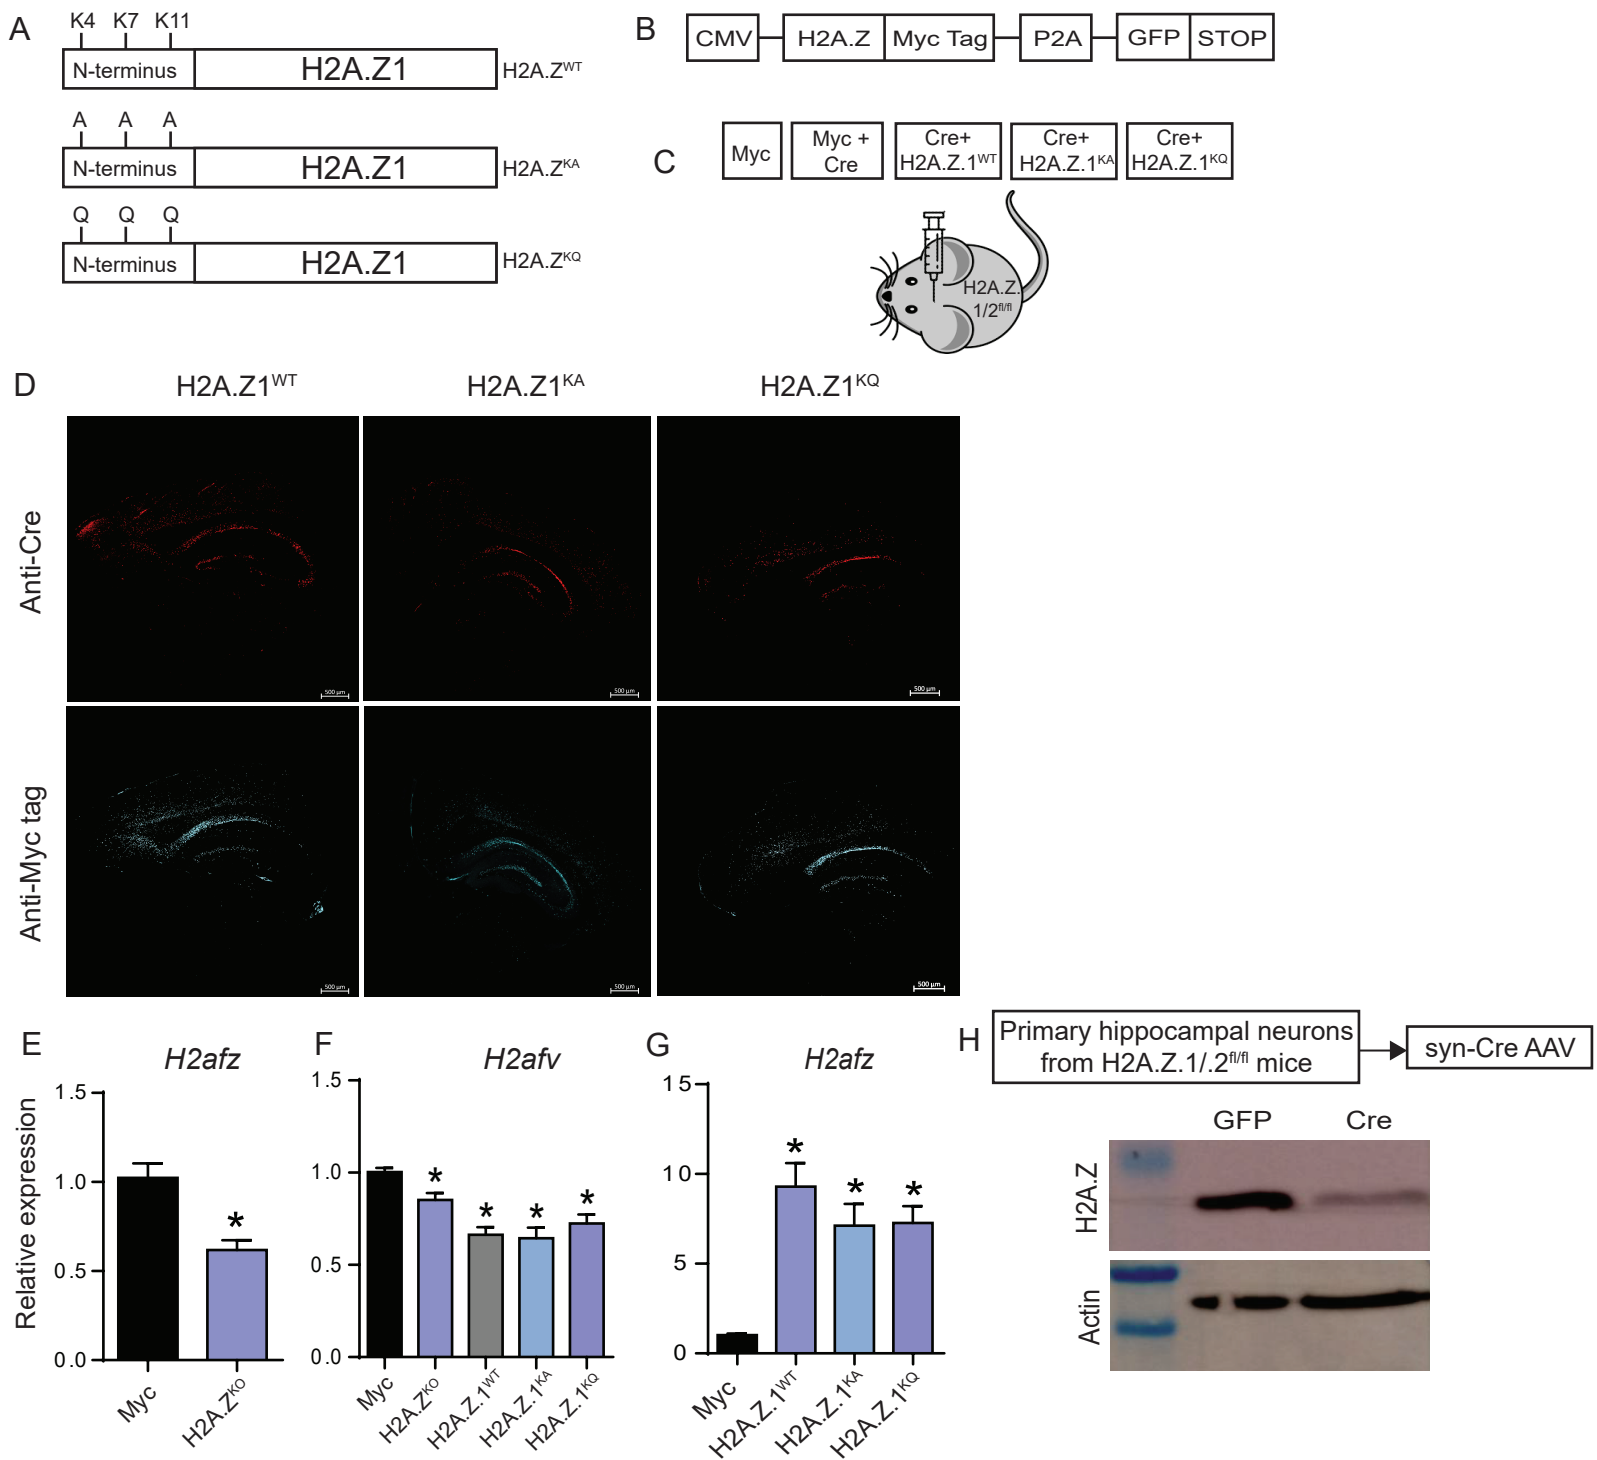

**Supplemental Figure 2. Construct design and validation.** A) H2A.Z.1 lysines 4, 7 and 11 were left intact (H2A.Z.1<sup>WT</sup>), or mutated to alanine (H2A.Z.1<sup>KA</sup>) to make an acetyl-defective H2A.Z.1, or mutated to glutamine (H2A.Z.1<sup>KQ</sup>) to make an acetyl-mimic H2A.Z.1. B) H2A.Z.1 mutant constructs consisted of Myc tagged to H2A.Z.1 under control of the CMV promoter, followed by P2A-GFP. C) All constructs were injected into the hippocampus of mice with floxed H2A.Z.1 and H2A.Z.2 genes. Myc control group received only Myc tag construct with GFP. All other groups received a combination of Cre to delete endogenous H2A.Z and a construct to express a mutant form of H2A.Z.1. D) Cre expression was visualized using anti-Cre antibody and H2A.Z.1 construct expression was visualized using anti-Myc tag antibody. E) mRNA data confirming that *H2afz* (H2A.Z.1) expression was reduced with Cre injection in H2A.Z.1<sup>KO</sup> mice. F) mRNA data confirming that *H2afv* (H2A.Z.2) expression was reduced with Cre injection in all groups. G) mRNA data confirming that *H2afz* expression was increased in all groups injected with mutant *H2afz* (H2A.Z.1) constructs. Data are expressed as Mean ± SEM. \*p<0.05. H) Cre-mediated H2A.Z deletion was further validated at the protein level in cultured hippocampal neurons.

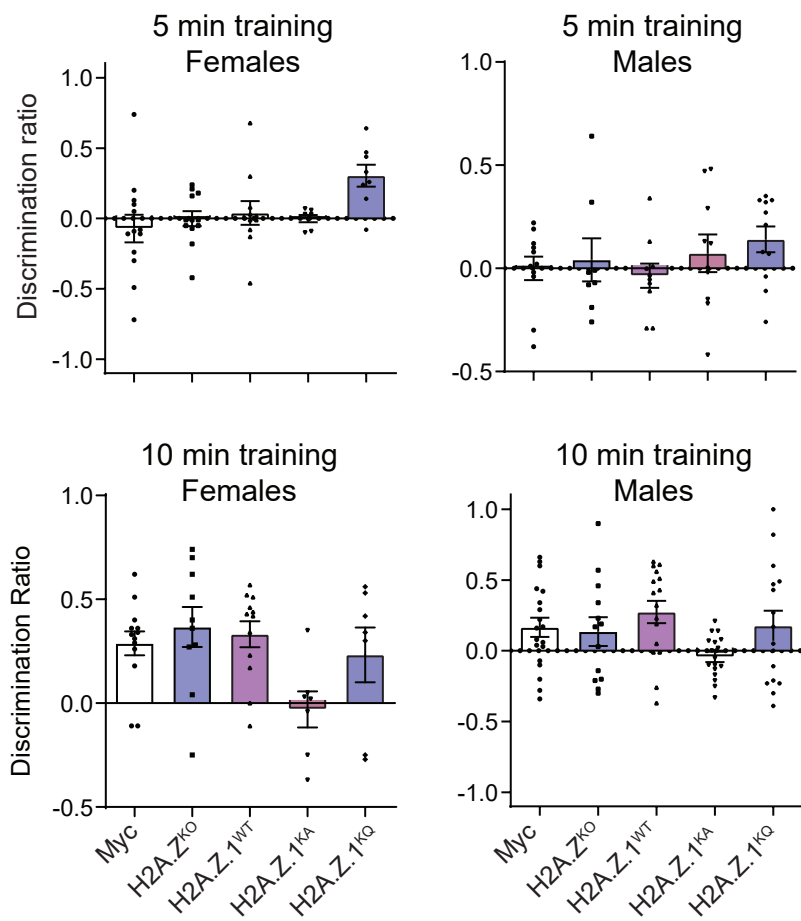

**Supplemental Figure 3. OLM data split by sex.** Object location memory (OLM) data were collapsed across sex in Figure 1. Here, data are shown separately for each sex. For 10 min training, there was a main effect of sex, with males having lower overall freezing rates than females.

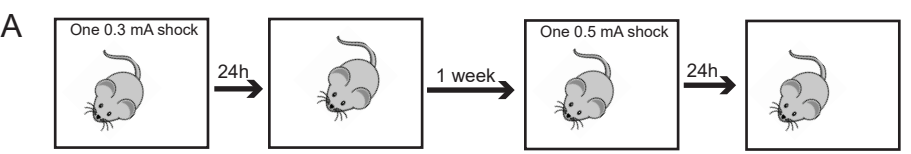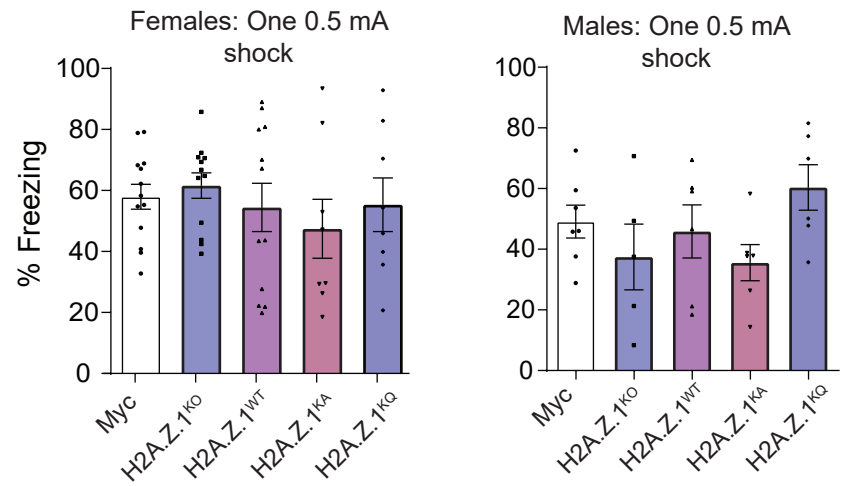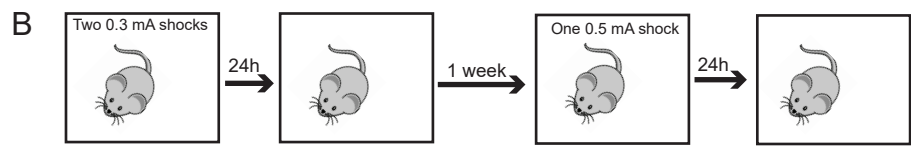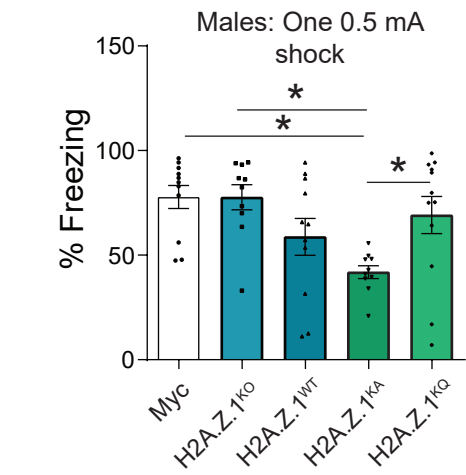

**Supplemental Figure 4. Training with a second 0.5 mA foot shock blocks effects of H2A.Z mutants on memory.** A) Mice trained with one 0.3 mA shock (Figure 2B) were re-trained with a single 0.5 mA shock 1 week later and memory was tested after 24 h. H2A.Z.1 mutants had no effect on memory under these conditions. B) Mice trained with two 0.3 mA shocks (Figure 2C) were re-trained with a single 0.5 mA shock 1 week later and memory was tested after 24 h. Expression of acetyl-defective H2A.Z.1<sup>KA</sup> mutant impaired memory compared to all other groups. Sample sizes are listed in Figure 2 caption. Data are expressed as Mean ± SEM. \*p<0.05

Sex differences in gene expression  
(Myc-tag controls)

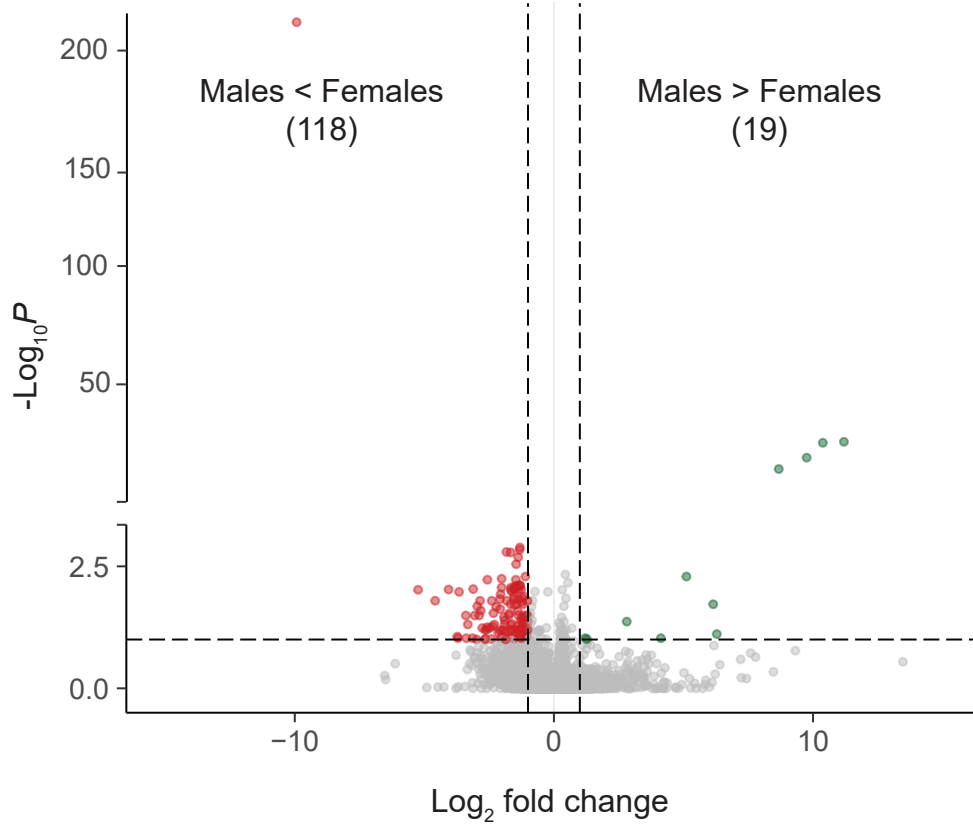

**Supplemental Figure 5. Sex differences in gene expression.** Gene expression was compared between male and female Myc control mice to assess differences without H2A.Z manipulation

A

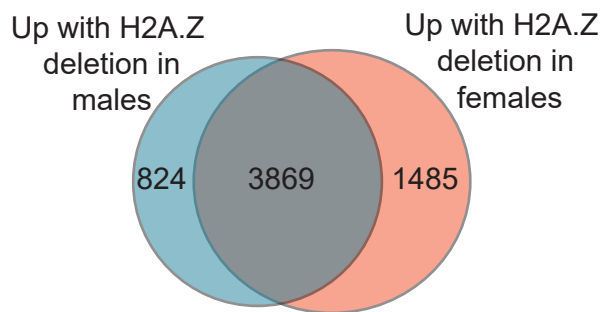

Up with H2A.Z deletion in both sexes

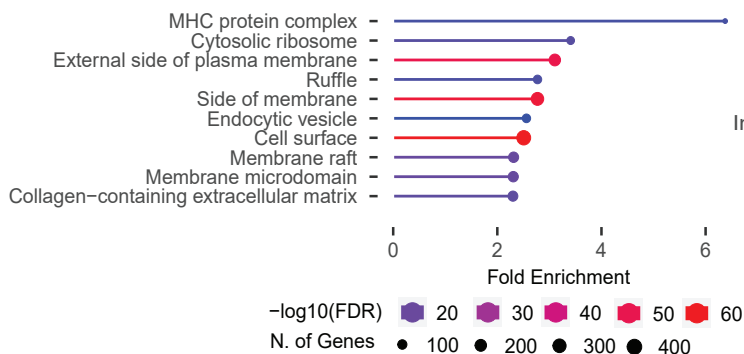

B

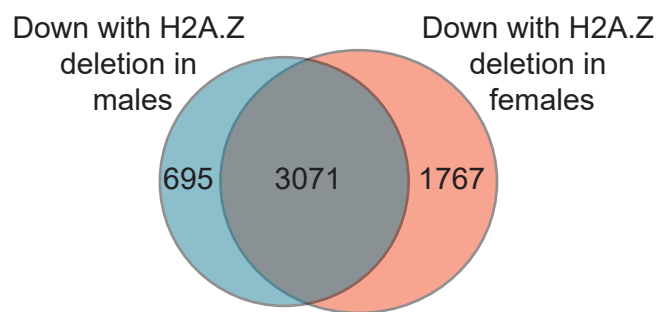

Down with H2A.Z deletion in both sexes

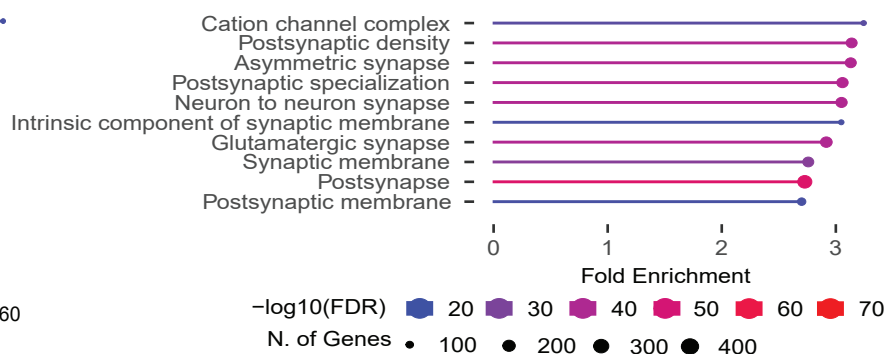

Up with H2A.Z deletion in females, not males

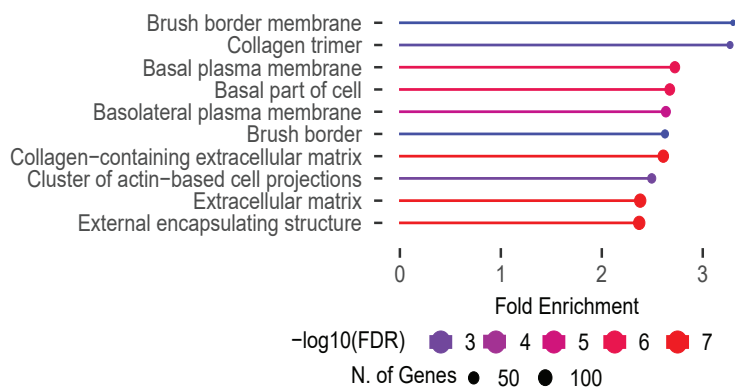

Down with H2A.Z deletion in females, not males

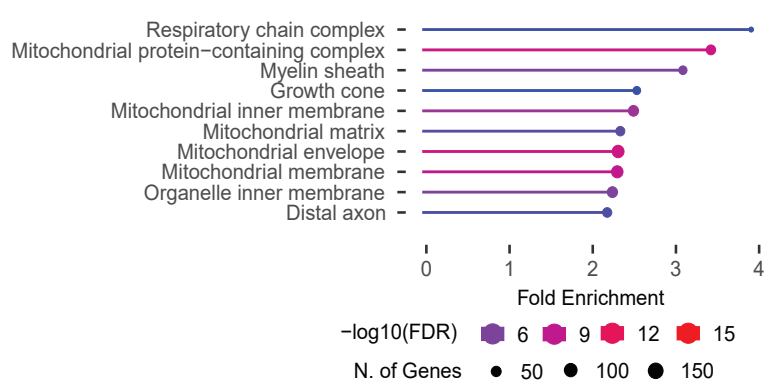

Up with H2A.Z deletion in males, not females

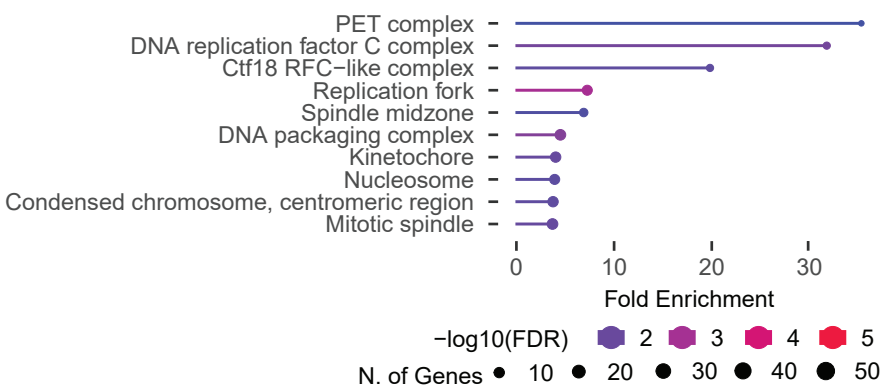

Down with H2A.Z deletion in males, not females

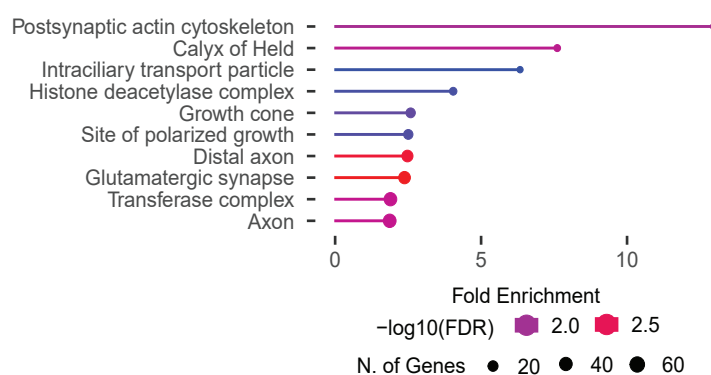

**Supplemental Figure 6. Comparison of differentially expressed genes in male and female mice.** A) Venn diagram showing overlap between genes upregulated by H2A.Z deletion (i.e., H2A.Z<sup>KO</sup> vs. Myc) in female and male mice, followed by gene ontology for genes that are upregulated in both sexes or only in a single sex. B) Venn diagram showing overlap between genes downregulated by H2A.Z deletion (i.e., H2A.Z<sup>KO</sup> vs. Myc) in female and male mice, followed by gene ontology for genes that are downregulated in both sexes or only in a single sex.

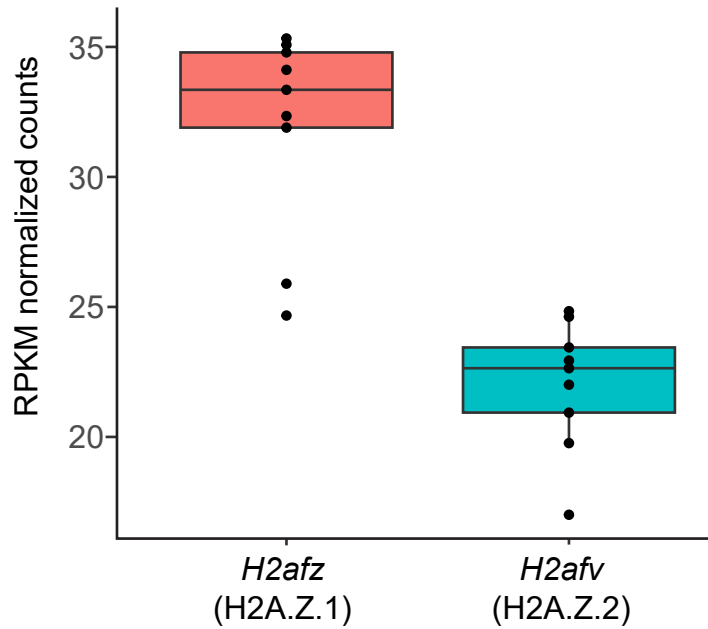

**Supplemental Figure 7. H2A.Z.1 is expressed more strongly than H2A.Z.2 in the mouse hippocampus.** Box plot comparing expression of H2A.Z.1 (*H2afz*) and H2A.Z.2 (*H2afv*) in the mouse hippocampus.

A

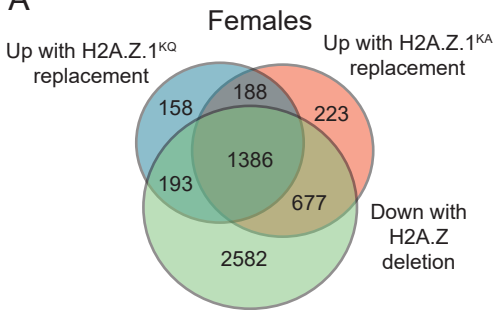

## B Downregulated genes rescued by H2A.Z.1<sup>KΔ</sup>, not H2A.Z.1<sup>KQ</sup>

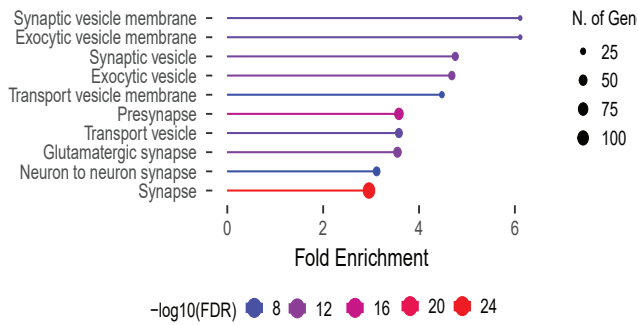

## C Downregulated genes rescued by H2A.Z.1<sup>KQ</sup>, not H2A.Z.1<sup>KΔ</sup>

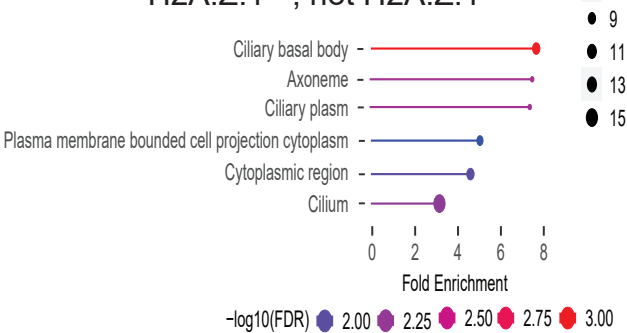

D

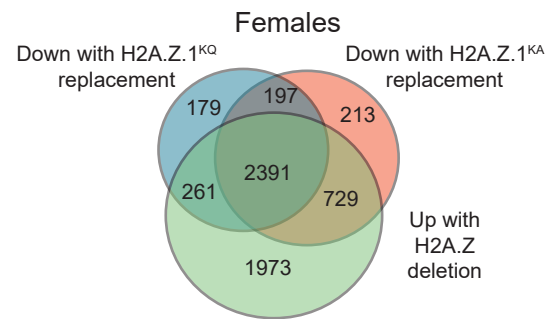

## E Upregulated genes rescued by H2A.Z.1<sup>KΔ</sup>, not H2A.Z.1<sup>KQ</sup>

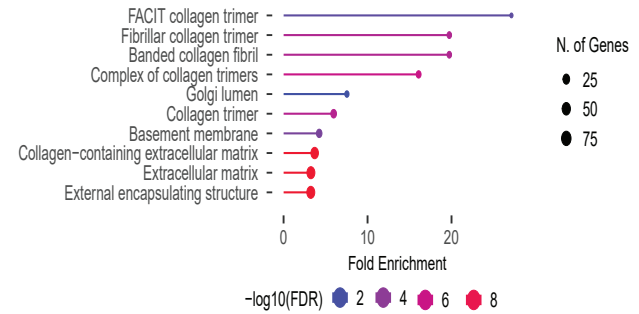

## F Upregulated genes rescued by H2A.Z.1<sup>KQ</sup>, not H2A.Z.1<sup>KΔ</sup>

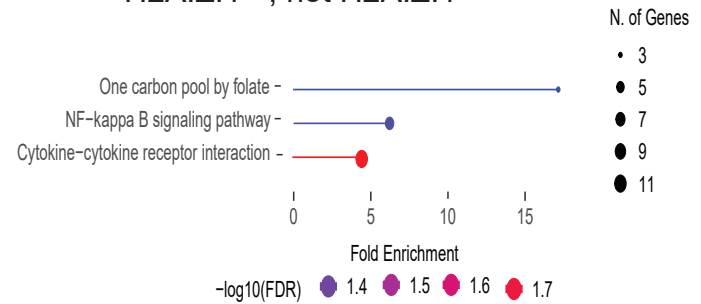

**Supplemental Figure 8. Overlap in genes rescued by acetyl-mimic and acetyl-incompetent lysine mutations in female mice.** A) Venn diagrams representing genes that were significantly downregulated by H2A.Z deletion and upregulated (i.e. rescued) by expression of the acetyl-mimic H2A.Z.1<sup>KQ</sup> or the acetyl-defective H2A.Z.1<sup>KΔ</sup>. To facilitate gene ontology analyses in Venn diagrams, we analyzed all significant DEGs (FDR<0.05) without applying the additional fold change (Log<sub>2</sub> FC>1) cutoff that was applied in Figure 3A. Thus, the number of DEGs shown reflects FDR<0.05 and no log<sub>2</sub>FC cutoff. B) Gene ontology for genes that were selectively rescued by H2A.Z.1<sup>KΔ</sup> expression, but not H2A.Z.1<sup>KQ</sup> expression. C) Gene ontology for genes that were selectively rescued by H2A.Z.1<sup>KQ</sup>, but not by H2A.Z.1<sup>KΔ</sup> expression. D) Venn diagrams representing genes that were significantly upregulated by H2A.Z deletion and downregulated (i.e. rescued) by expression of the acetyl-mimic H2A.Z.1<sup>KQ</sup> or the acetyl-defective H2A.Z.1<sup>KΔ</sup>. E) Gene ontology for genes that were selectively rescued by H2A.Z.1<sup>KΔ</sup>, but not by H2A.Z.1<sup>KQ</sup> expression. F) Gene ontology for genes that were selectively rescued by H2A.Z.1<sup>KQ</sup>, but not by H2A.Z.1<sup>KΔ</sup> expression.

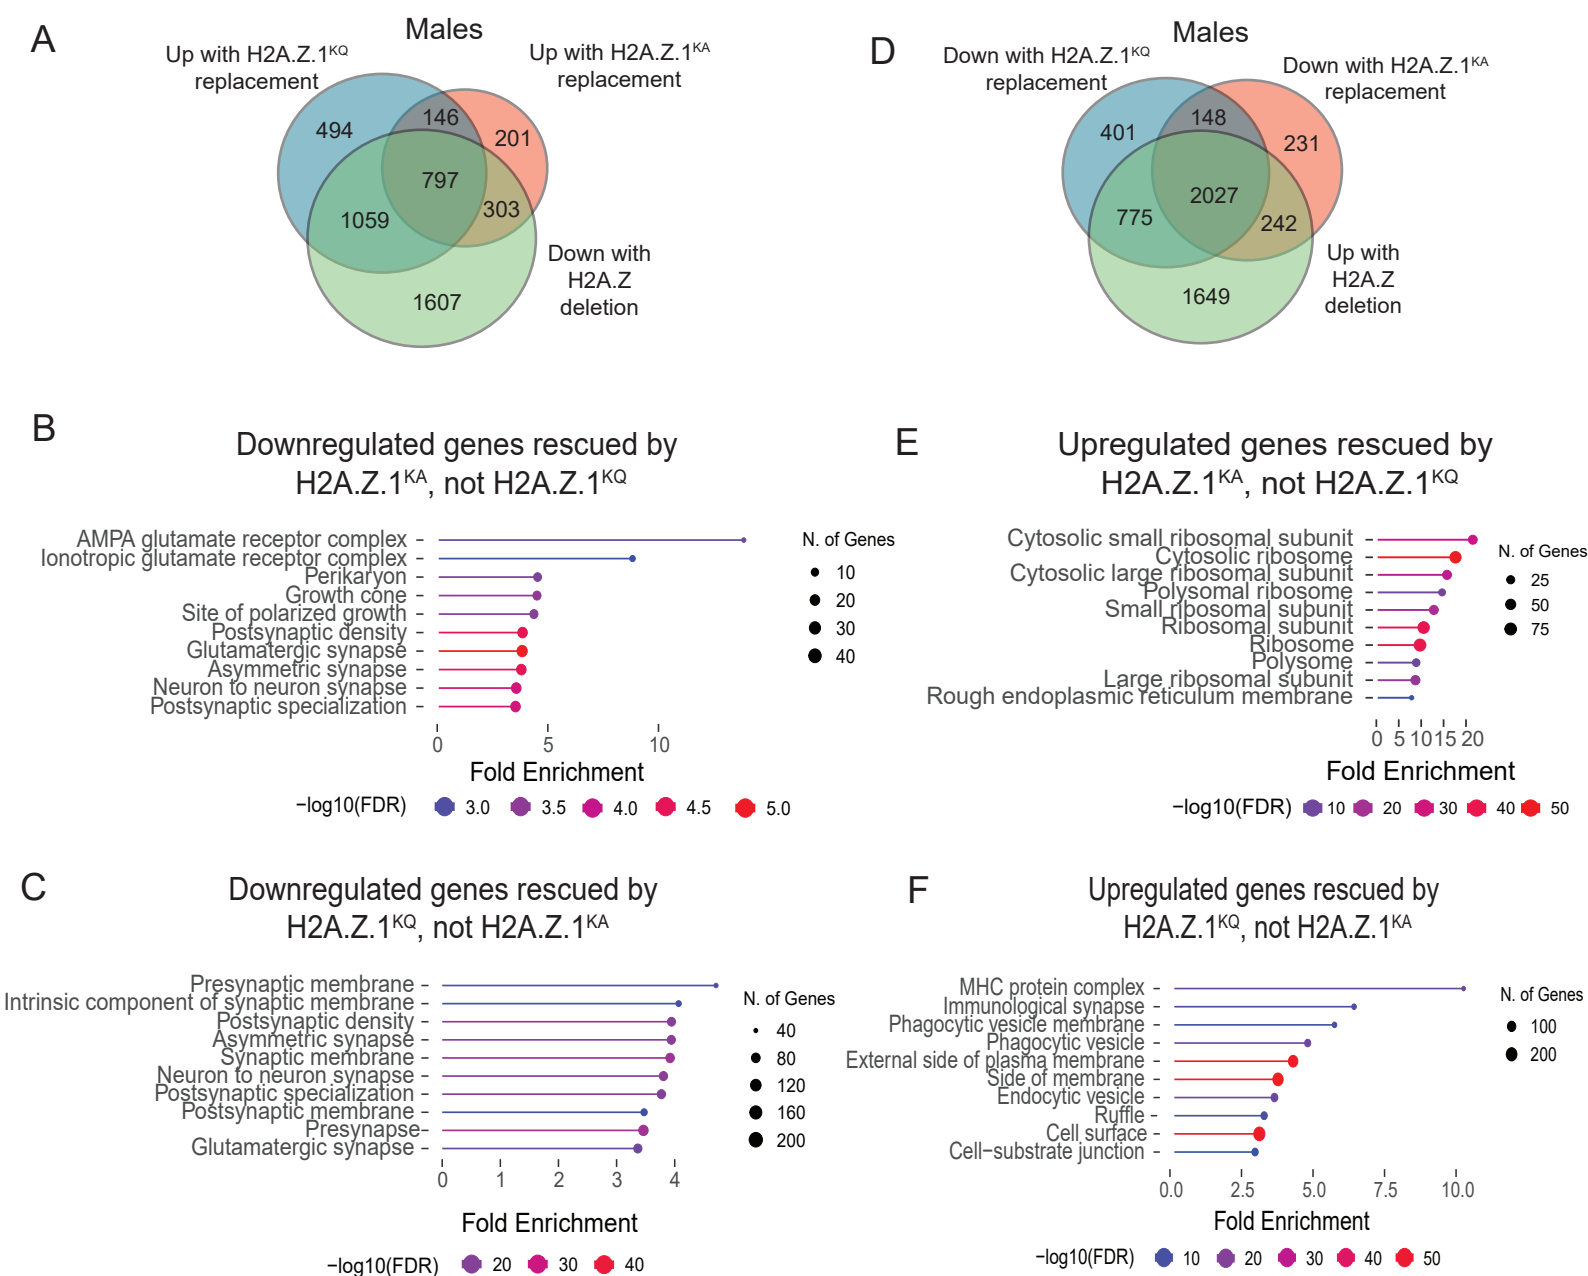

**Supplemental Figure 9. Overlap in genes rescued by acetyl-mimic and acetyl-incompetent lysine mutations in male mice.** A) Venn diagrams representing genes that were significantly downregulated by H2A.Z deletion and upregulated (i.e. rescued) by expression of the acetyl-mimic H2A.Z.1<sup>KQ</sup> or the acetyl-defective H2A.Z.1<sup>KA</sup>. To facilitate gene ontology analyses in Venn diagrams, we analyzed all significant DEGs (FDR<0.05) without applying the additional fold change ( $\log_2 \text{FC} > 1$ ) cutoff that was applied in Figure 3A. Thus, the number of DEGs shown reflects FDR<0.05 and no  $\log_2 \text{FC}$  cutoff. B) Gene ontology for genes that were selectively rescued by H2A.Z.1<sup>KA</sup> expression, but not H2A.Z.1<sup>KQ</sup> expression. C) Gene ontology for genes that were selectively rescued by H2A.Z.1<sup>KQ</sup>, but not by H2A.Z.1<sup>KA</sup> expression. D) Venn diagrams representing genes that were significantly upregulated by H2A.Z deletion and downregulated (i.e. rescued) by expression of the acetyl-mimic H2A.Z.1<sup>KQ</sup> or the acetyl-defective H2A.Z.1<sup>KA</sup>. E) Gene ontology for genes that were selectively rescued by H2A.Z.1<sup>KA</sup>, but not by H2A.Z.1<sup>KQ</sup> expression. F) Gene ontology for genes that were selectively rescued by H2A.Z.1<sup>KQ</sup>, but not by H2A.Z.1<sup>KA</sup> expression.

A

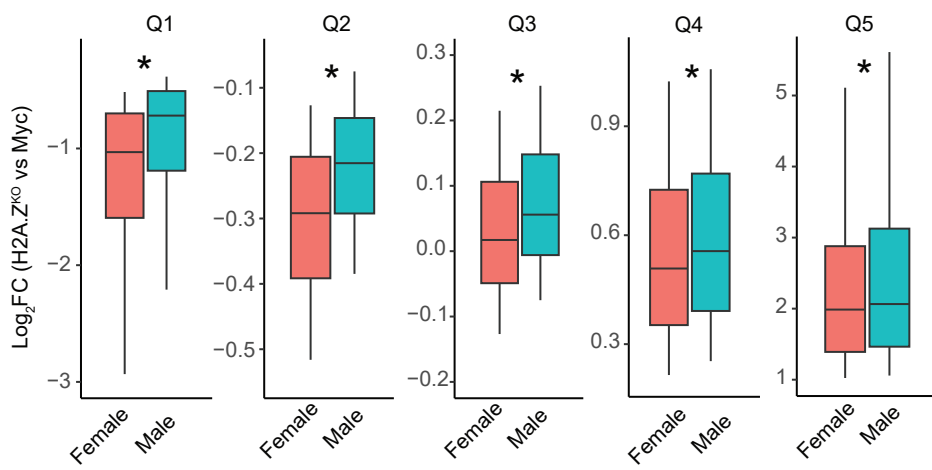

B

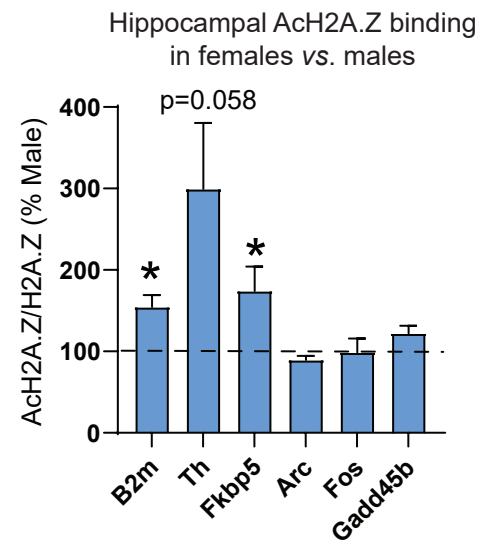

**Supplemental Figure 10. Sex differences in effects of H2A.Z deletion and AchH2A.Z binding.** A) Comparison of H2A.Z deletion-induced DEGs in male and female mice shows that male mice exhibit a lower magnitude of gene repression and increased magnitude of gene activation in response to H2A.Z deletion. B) AchH2A.Z ChIP signal was normalized to total H2A.Z and data are expressed as percent of signal in male mice. Blue bars represent female mice and the dashed line at 100% represents male mice. N=10/group. Data are expressed as Mean +/-SEM.

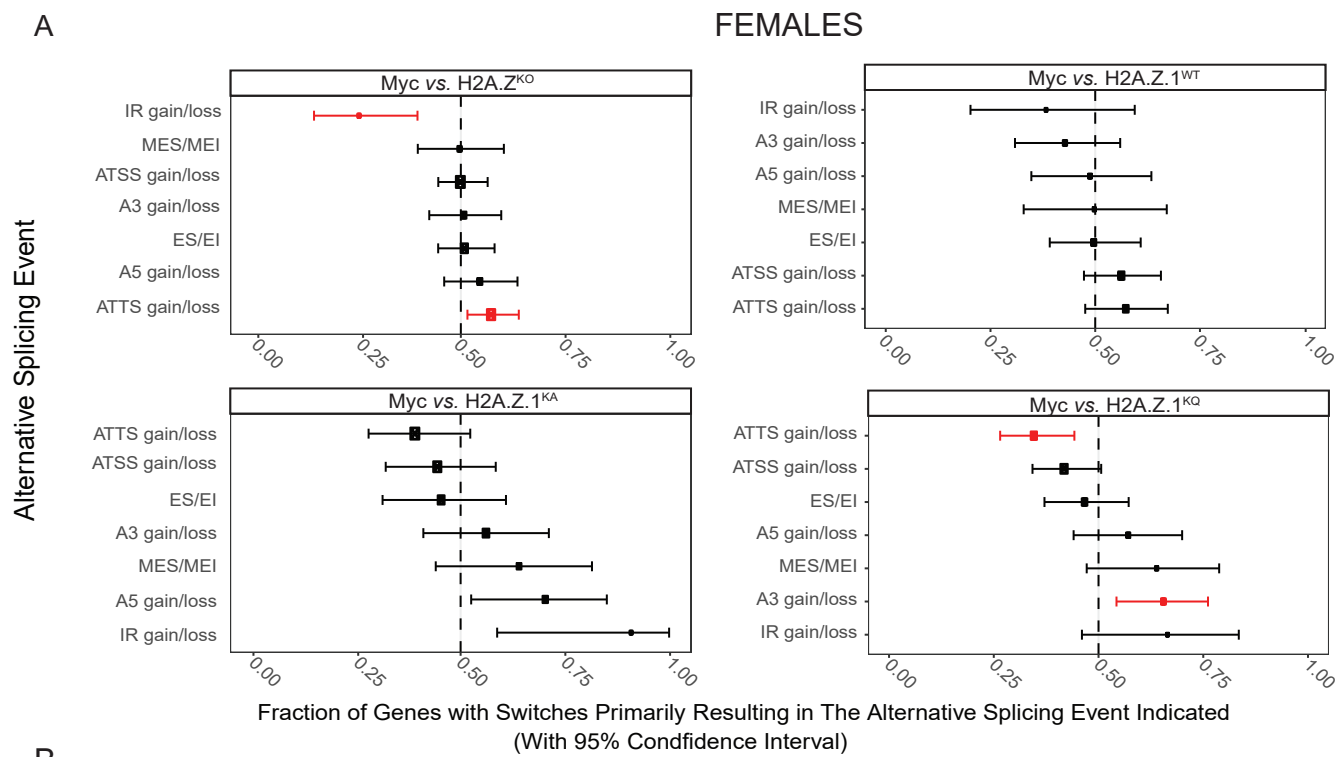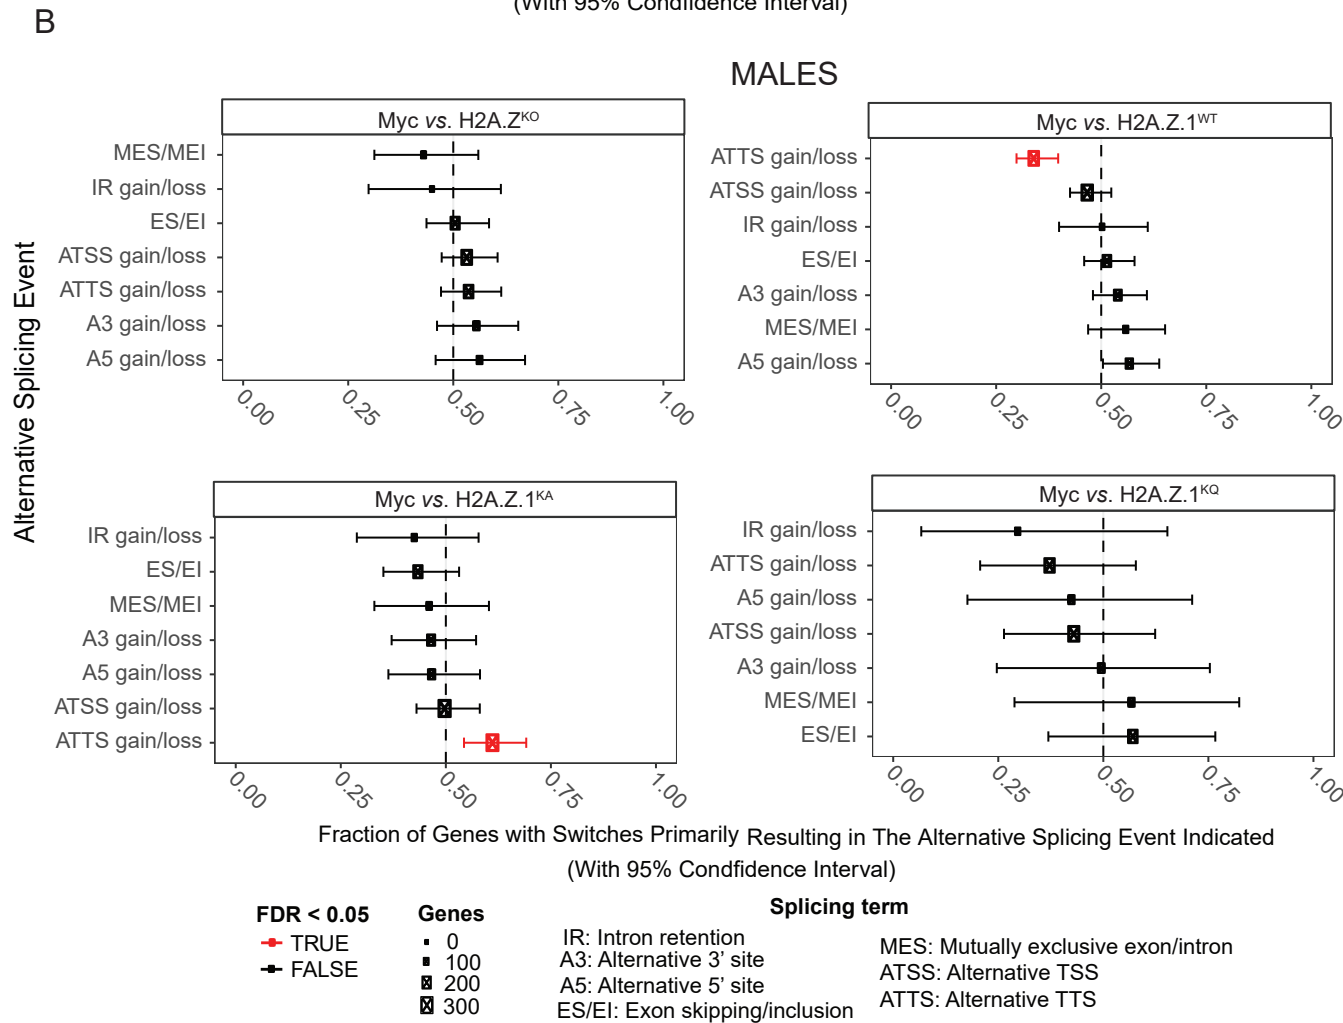

**Supplemental Figure 11. Effects to H2A.Z manipulations on the type of alternative splicing event.** Plot demonstrating the type of alternative splicing change that occurred for each comparison in A) females and B) males. Red indicates a category of splicing change that was significantly enriched in the comparison of interest (FDR<0.05). Sample sizes are listed in caption for main Figure 3.

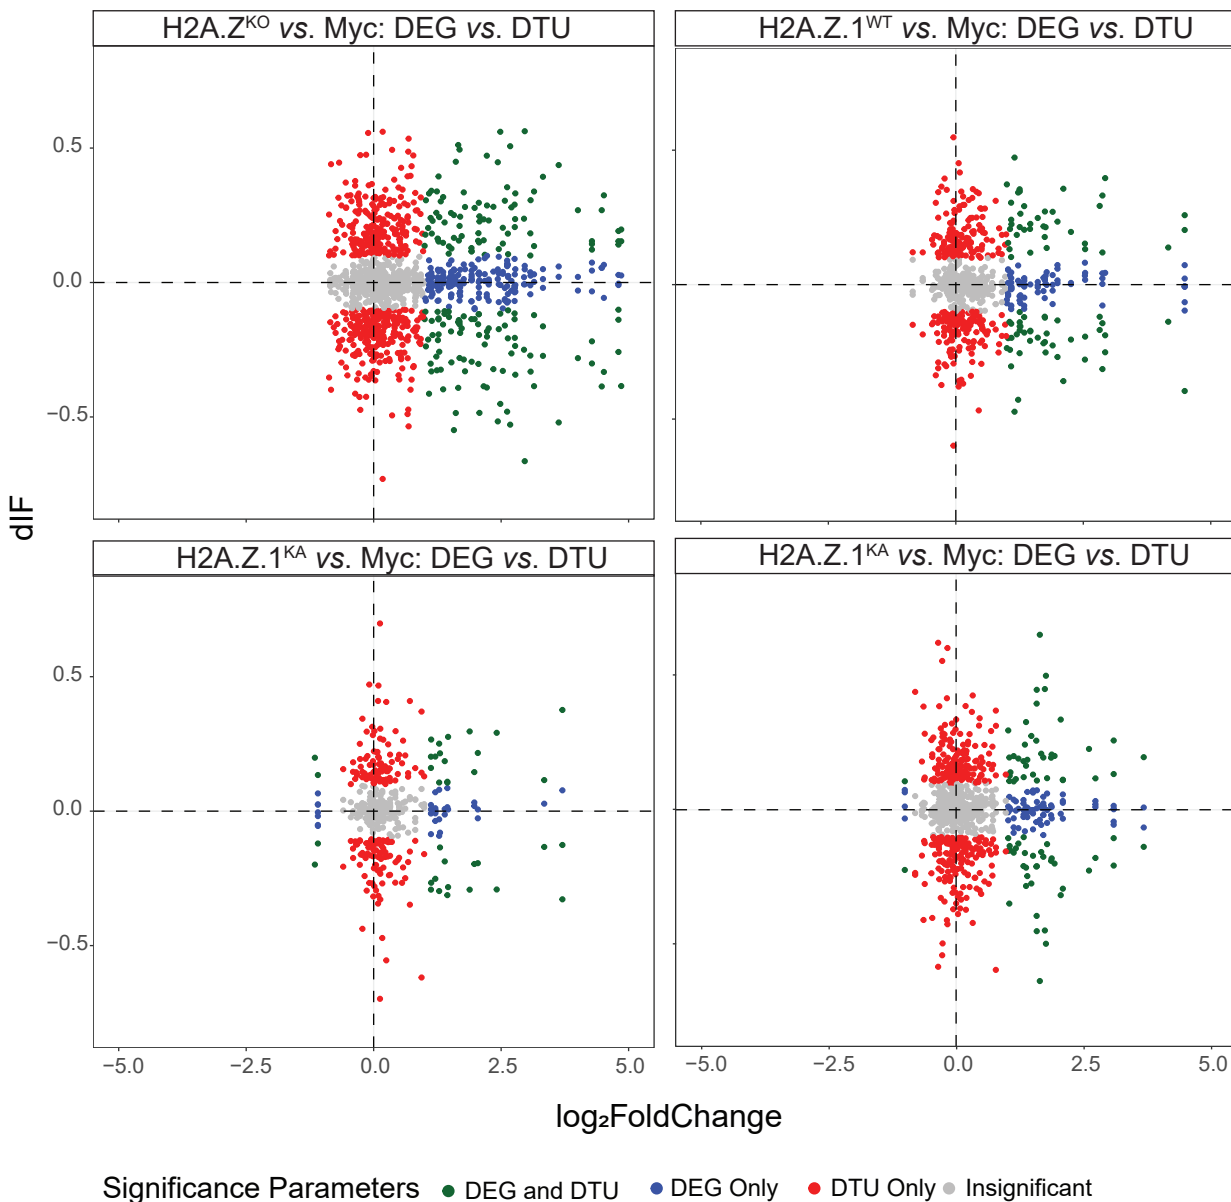

**Supplemental Figure 12. *H2A.Z* deletion and mutant expression affect both overlapping and unique gene targets for differential expression and differential isoform usage in female mice.** Plot of differentially expressed genes (DEG) and differentially transcribed units for each condition. In each treatment group, some genes were differentially spliced, but not differentially expressed (red), differentially expressed, but not differentially spliced (blue), or both differentially expressed and differentially spliced (green). dIF = differential isoform fraction.

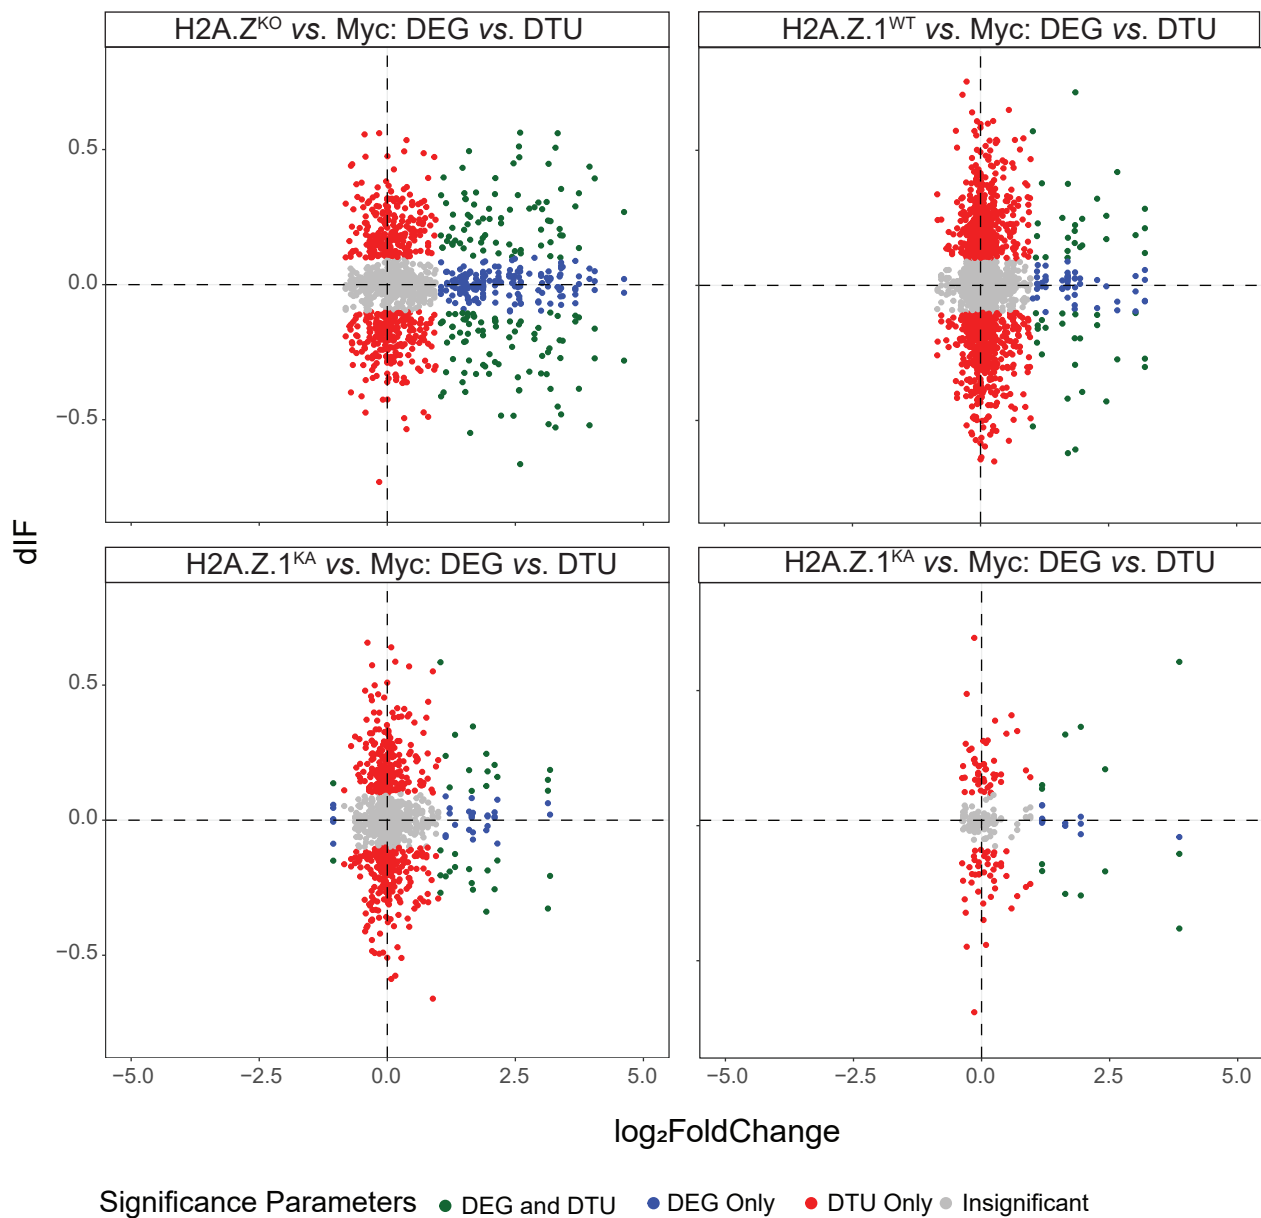

**Supplemental Figure 13. H2A.Z deletion and mutant expression affect both overlapping and unique gene targets for differential expression and differential isoform usage in male mice.** Plot of differentially expressed genes (DEG) and differentially transcribed units for each condition. In each treatment group, some genes were differentially spliced, but not differentially expressed (red), differentially expressed, but not differentially spliced (blue), or both differentially expressed and differentially spliced (green). dIF = differential isoform fraction.

## Supplemental methods

### **AAV packaging**

All vectors were packaged in AAV-DJ at St. Jude Children's Research Hospital. Briefly, AAV vector production was performed by PEI- (polyethyleneimine "max," Polysciences cat#24765) mediated plasmid transfection. After three days, cell pellets were harvested and lysed by repeated freeze-thawing (5x) followed by pegylation with 40% polyethylene glycol (Fisher-scientific cat# BP233-1), while supernatants were directly pegylated. Lysates and supernatants were incubated for two hours at 4°C, centrifuged at 4000g for 30 minutes at 4°C to generate a PEG containing pellet. Supernatant was discarded and pellets were resuspended in 10mM Tris, 10mM Bis-Tris-Propane. Resuspended sample was then treated with benzonase at 37°C for 1 hour and isolated via cesium chloride step gradient separation. The lower, recombinant viral genome containing fraction was collected and dialyzed three times with PBS and concentrated by 100kDA Amicon filter (Sigma Aldrich cat# UFC9100) before titering by qPCR using serial dilutions of virus compared to linearized plasmid standards [1].

### **ChIP sequencing**

Primary hippocampal neurons were prepared and processed for AcH2A.Z ChIP sequencing as described in Stefanelli et al. 2021 [2] using anti-AcH2A.Z antibody (Millipore #ABE1363). Briefly, DIV8 hippocampal neurons were fixed and resuspended in buffer B (50mM NaCl, 10mM Pipes pH6.8, 5mM MgCl<sub>2</sub>, 1mM CaCl<sub>2</sub>), incubated for 5 min at 37°C and digested using 100U of MNase (Cell Signaling, 1011S) for 15 min at 37°C. Remaining procedures are as described for ChIP qPCR above. DNA was sequenced from 3 samples per condition at Genome Quebec using HiSeq400 (~25 million reads, PE100).

**Bioinformatics.** Fastq files generated from AcH2A.Z ChIP-seq, and published data sets from H2A.Z ChIP-seq [2] and ATAC-seq [3] were aligned to the mm10 mouse genome using Bowtie2 (v2.2.5). Duplicates were removed using Picard (v2.5.0). Sample normalization (RPKM) was performed using Deeptools bamcoverage (v3.5.1) resulting in bigwig files that were visualized using IGV genome browser (v2.8.9). To compare AcH2A.Z ChIP-seq with published ChIP-Seq data for H3K27ac, H3K4me1, and H3K4me3, we downloaded and converted processed data [4] from mm9 to mm10 using UCSC tools liftOver (v377). Peaks were called using MACS2 bdgpeakcall (v2.2.6) (bdgpeakcall -c 25 -l 80 -g 40) and AcH2A.Z levels were scored and partitioned using multibigwigSummary (v3.5.1) with H2A.Z peaks as BED file input and normalized merged AcH2A.Z files as bigwigs. AcH2A.Z was partitioned over H2A.Z peaks in R (v4.3.2) with four quantiles defined from low to high (0-25%, 25%-50%, 50%-75%, 75%-100%). Homer annotatePeaks (v4.11) was used to assess genomic context of all AcH2A.Z quantiles using default settings. Nearest genes identified within each quartile were inputted into ClusterProfiler (v4.10.0) for gene ontology. Boxplots and bubble charts were made using standard tools in R and ggplot2 (v3.4.3). Deeptools plotHeatmap (v3.5.1) was used to generate heatmaps for all normalized H2A.Z and AcH2A.Z bigwig replicates. Deeptools plotProfile was used to generate average aggregate plots from published H3K4me3, H3K27ac, H3K4me1 and ATAC-seq across each quartile. Deeptools multiBigwigSummary and plotCorrelation (v3.5.1) were used to generate Pearson correlation heatmap at promoter regions. Affinity Designer was used to adjust labels, fonts, and text sizes. Bedtools random (v2.30.0) was used to generate random regions with 1kb in length. Bedtools fisher (v2.30.0) was used for calculating the odds ratio and two-tailed hypergeometry testing, to determine the significance of overlap between promoters or intergenic CpG Islands with each AcH2A.Z quartile. Promoters were defined as regions spanning 1Kb around

gene TSS. Bed files for CpG islands were downloaded from the UCSC genome browser and parsed to select regions that do not intersect with promoters.

## References

1. Brimble, M.A., et al., *Preventing packaging of translatable P5-associated DNA contaminants in recombinant AAV vector preps*. Mol Ther Methods Clin Dev, 2022. **24**: p. 280-291.
2. Stefanelli, G., et al., *The histone chaperone Anp32e regulates memory formation, transcription, and dendritic morphology by regulating steady-state H2A.Z binding in neurons*. Cell Rep, 2021. **36**(7): p. 109551.
3. Fernandez-Albert, J., et al., *Immediate and deferred epigenomic signatures of in vivo neuronal activation in mouse hippocampus*. Nat Neurosci, 2019. **22**(10): p. 1718-1730.
4. Gjoneska, E., et al., *Conserved epigenomic signals in mice and humans reveal immune basis of Alzheimer's disease*. Nature, 2015. **518**(7539): p. 365-9.

How the deposited data were processed for this re-analysis (not part of the article)

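RNA-seq of hippocampal tissue from 40 mice, 18 females and 22 males in 10 groups of sex and virus, was analysed, with 1 library per mouse and 3 to 5 mice per group. The authors aligned paired-end reads to GRCm39 with the align function of Rsubread 2.12.3, assigned them to genes with featureCounts, checked them with FastQC 0.11.9 and deposited the result as raw counts per gene and mouse. The authors also deposited a table of normalized signal, in which each count was divided by a size factor per mouse from DESeq2 1.38.3 and genes with few counts were left out. For 30187 genes in that table, 100% of the values times the factor of the mouse came within 0.001 of a whole number and 100% of these equalled the deposited count, with factors from 0.649 to 1.29. The raw counts were used for every value given here, and gene coordinates were taken from an annotation of GRCm39, the build that the authors name. Counts per library ran from 24342921 to 45982772 with a median of 36417112. Between any 2 mice of a group the counts differed by more than counting error, with a chi-square per degree of freedom of at least 8.16, so that errors come from the spread between mice. It was 286 and 205 for female Myc mouse 32 with mice 11 and 31, the other controls of every comparison of females with Myc, 25.5 for mouse 11 with 31, and at most 108 in any other group.

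Genes with a count sum of at least 20 over all mice were kept (28449 of 40853). Counts were scaled with TMM and fitted with edgeR 4.0.16 in R 4.3.3 (estimateDisp, glmQLFit with robust estimation, glmQLFTest), with a mean for each of the 10 groups and 1 estimate of spread over all mice, and p-values were adjusted by the method of Benjamini and Hochberg over all genes tested. DEGs against Myc and between Myc mice of the sexes have an adjusted p under 0.05 and an absolute log2 fold change over 1, and DEGs between replacement groups an absolute log2 fold change over 0.5. Genes raised or lowered by deletion for the overlap of the sexes, for restoration and for the quintiles have an adjusted p under 0.05 at any fold change. A gene was counted as restored by a mutant when it also passed in the opposite direction against H2A.Z KO. Differences between the sexes were tested as an interaction in the same model. For quintiles, genes past the threshold were sorted by the log2 fold change of H2A.Z KO over Myc into 5 equal parts, log2 CPM with a prior count of 2 was averaged over the genes of a part in each mouse relative to the Myc mean, and H2A.Z.1 KA and H2A.Z.1 KQ mice were compared by 2-sided exact permutation tests. The share of genes with H2A.Z.1 WT between the mutants was compared with 100 random regroupings of the mice.

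The 39 gene lists were tested with camera (limma 3.58.1) at an inter-gene correlation of 0.01 and at an estimated one, with fry, and by the number of members past the threshold over all genes and over the list alone. Among restored genes they were tested by Fisher's exact test against all genes past the threshold in that direction and sex. The lists of neuronal genes hold glutamate receptors, the postsynaptic density, presynaptic vesicles, cation channels, clustered protocadherins, interneurons, and neurons of dentate gyrus, CA1, CA3 and CA2, and thalamus and striatum. The lists of other cells hold microglia, phagocytic microglia and macrophages, T and NK cells, B and plasma cells, immunoglobulin variable genes, astrocytes, reactive glia, oligodendrocytes and their precursors, endothelium, mural cells and fibroblasts, choroid plexus, ependymal cilia and blood. The lists of processes hold MHC and antigen presentation, interferon response, complement, cytosolic ribosome, respiratory chain, mitochondrial genome, collagens and matrix, replication-dependent histones, DNA replication, mitosis, p53 response, immediate early genes, Wnt signalling, Notch signalling, and histone variants with the H2A.Z machinery.

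Genes are named by a rule. Every gene that the paper names in its results on RNA or ChIP-qPCR is given, and for each comparison a choice from the 10 largest log2 fold changes per direction among genes with an adjusted p under 0.05, a mean of at least 1 CPM and every mouse of one group above every mouse of the other. Up to 4 members with the smallest p are named for each list, and the first 5 genes at each end of Supplementary Tables 3 and 4, whose values had been seen, belong to the rule. Genes named because a count was 5 or fewer, and examples of restored genes that the rule does not cover, were chosen after their values were seen.

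The comparisons, tests, thresholds, lists, naming rule and most alternatives were chosen before the data were examined. These alternatives were DESeq2 1.42.0, DESeq2 size factors in edgeR, filterByExpr (21918 genes), all genes with a count above 0 (35929), only the groups of a comparison, no robust estimation, the range of the sample number (1 to 20, 21 to 40, 41 to 46) as a covariate, and leaving out each mouse in turn. For the quintiles they were all genes tested, the sorting of the other sex, the median over genes and a prior count of 0.5, and for Myc mice of the sexes an adjusted p under 0.1 and no fold cutoff. A choroid plexus score as a covariate, leaving out the mice with Ttr above 1000 CPM, DESeq2 with only the groups of a comparison, the quintile and regrouping permutations within sample number ranges, and the use of 2 H2A.Z KO mice to choose genes and the other 2 to compare them were added after the data were seen. The tests were tried on simulated counts built from these libraries, in which 200 genes had been changed. At an absolute log2 fold change of 0.5, 1 and 2, edgeR called 20 of 67, 50 of 67 and 63 of 66 changed genes for H2A.Z KO against Myc in females and 23 of 67, 53 of 67 and 64 of 66 in males, with 5 and 3 false calls. For H2A.Z.1 KA against H2A.Z.1 KQ it called 31 of 67, 55 of 67 and 62 of 66 in females and 25 of 67, 56 of 67 and 65 of 66 in males, and between Myc mice of the sexes 18 of 67, 48 of 67 and 65 of 66. Alternative splicing was not analysed here, since the count tables hold sums per gene, and the ChIP-qPCR, immunofluorescence and behavioural measurements were not analysed either.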

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

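In this part, the tests by sample number range, of the share of neurons and of the Cre virus, and the model without the mice above 1000 CPM of Ttr, were chosen after the results they explain had been seen.

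In 6 of 72 groups of mice tested, 1 mouse lay farther from the rest than Dixon's test allows, and chance gives about 1 in 20 groups. Male H2A.Z.1 KQ mouse 45 had 50.1 CPM of H2az1, 5.79 CPM of Kiss1r and 3.94 CPM of Mfng, where the next H2A.Z.1 KQ male had 36.6, 4.12 and 2.97 and the other end of the group was 33.1, 3.56 and 2.59. Without this mouse, Kiss1r and Mfng had log2 fold changes of H2A.Z.1 KA over H2A.Z.1 KQ of -0.18 and 0.81. Male H2A.Z.1 KA mouse 5 had 28.4 CPM of H2az2 (next 25.2, other end 24.7), female H2A.Z KO mouse 33 had 5.18 CPM of Mfng (next 6.51, other end 6.78), and male H2A.Z.1 KQ mouse 8 had 2406 CPM of Gfap (next 1505, other end 1297). Neither the labels nor the paper's text describes these mice apart from the others.

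Choroid plexus genes, which the paper's text does not discuss although its Supplementary Table 1 lists Ttr as higher in H2A.Z.1 WT females, rose in H2A.Z KO females, and Ttr reached 4104 CPM in female H2A.Z.1 WT mouse 20, where the highest Myc mouse had 519. Of the 20 genes of the list, 13 had a mean of at least 1 CPM in Myc mice and 2 are in another list. Pieces of choroid plexus in some libraries are a candidate source, since the other 19 genes followed Ttr from mouse to mouse within groups (median correlation 0.911 over 40 mice, against -0.011 for all other genes). A rise in every H2A.Z KO female cannot be told apart from this, as without H2A.Z KO mice 14 and 33 (3655 and 2654 CPM of Ttr), H2A.Z.1 KQ mouse 17 (2418) and H2A.Z.1 WT mouse 20 the median log2 fold change went from 4.30 to 1.37 and the higher members from 19 to 2 (Slc13a4 and Trpv4).

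Genes of immune responses, which the paper's text names only as immune terms among restored genes, rose with deletion, 59 of 60 interferon-stimulated genes, 31 of 34 T and NK cell markers and 64 of 185 immunoglobulin variable genes in females and 60, 32 and 72 in males, and of all members of these lists 52, 5 (Lag3, Lck, Skap1, Thy1 and Zap70) and 0 had a mean of at least 1 CPM in Myc mice. With an estimated correlation these 3 lists had adjusted p = 0.0643, 0.149 and 0.287 in females and 0.0147, 0.0527 and 0.262 in males. A lower share of neurons in the libraries is argued against as the whole cause by medians alone. Microglial genes exceeded oligodendrocyte genes by 1.48 in females and 1.67 in males in median log2 fold change. The permutation test of this difference (p = 3.0e-04 in each) exchanged genes between the lists and not mice. Genes of a list move together, so its p does not measure the spread between mice. Cre alone, which Myc mice did not receive, is argued against as the whole cause, since 59 interferon-stimulated genes in females and 60 in males were lower in H2A.Z.1 WT than in H2A.Z KO mice, at medians of -1.86 and -2.21. For the part that stays in replacement mice, where the lowest median over Myc was 1.93, a response to Cre and an incomplete return after deletion cannot be told apart, because every replacement mouse received Cre. A response to the loss of H2A.Z in neurons and an entry of lymphocytes stay open, as neither was tested.

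The sample numbers run in ranges of 1 to 20, 21 to 40 and 41 to 46, with 15, 19 and 6 mice, and 3289 genes differed by range within groups. Chance can be excluded, as 1 of 40 assignments of ranges to mice, the real one, gave as many genes and the highest other gave 2. The total count of the libraries is argued against as the cause, since 3258 genes differed with it in the model. In the first range, relative to the second, 19 of 26 reactive glial genes (median log2 fold change 0.80) and 19 of 23 phagocytic genes (0.65) were higher, and 32 of 43 postsynaptic genes (-0.20) lower. Neither the labels nor the paper's text says what the ranges stand for. A cohort of animals and a batch of libraries therefore both stay open. Each of the 47 counts and shares tested with the range in the model stayed within its limits for no change. These limits are wider than the share for genes restored by 1 mutant alone in females and by H2A.Z.1 KA alone in males. They are also wider than the share for genes lowered in females and restored by both mutants (21.4%, jackknife SE 23.6). A complete loss of such a share would stay within them, so they decide nothing about it.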

How the results depend on the processing

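The choroid plexus score as a covariate, the removal of the mice with Ttr above 1000 CPM and DESeq2 fitted to the groups of a comparison alone were chosen after the data were seen. Counts are taken as unmoved within 1.5 times, and shares within their jackknife SE. This SE is larger than the share for genes restored by 1 mutant alone in females and by H2A.Z.1 KA alone in males. It is also larger than the share for genes lowered in females and restored by both mutants (SE 23.6, share 21.4%). For example, it is 17.2 for the 7.18% of genes lowered in females and restored by H2A.Z.1 KA alone. A complete loss would stay within such an SE, so these limits cannot show that such a share was unmoved. Tried in edgeR were DESeq2 size factors, filterByExpr, all genes with a count above 0, no robust estimation and sample number range as a covariate. With each of these, all 47 counts and shares stayed within these limits. With the sorting of the other sex, the median over genes or a prior count of 0.5 each of 10 quintile differences kept its sign. For each result below the cause was not tested.

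With DESeq2 there were 1310 DEGs in H2A.Z.1 KQ females, 83 between Myc mice of the sexes, 8, 4 and 10 in females and 15, 17 and 10 in males for H2A.Z.1 KA against H2A.Z.1 KQ, H2A.Z.1 KA against H2A.Z.1 WT and H2A.Z.1 KQ against H2A.Z.1 WT, and 30 and 10 genes differing by sex in the response to deletion and in H2A.Z.1 KA against H2A.Z.1 KQ. DESeq2 on the compared groups alone gave 2, 10 and 7 in females, 12, 11 and 4 in males, 6 and 5 for the differences by sex, and 69.8% fewer DEGs in H2A.Z.1 WT than in H2A.Z KO males. In edgeR on the compared groups alone there were 623 DEGs in H2A.Z.1 KA females, 64 in H2A.Z.1 KQ females and 5 between Myc mice of the sexes, 11.9% of the DEGs of H2A.Z KO males were lower, 845 genes were higher in females alone, and 890 lower in females alone and 1969 in both sexes. At an adjusted p under 0.1 there were 21 DEGs between Myc mice of the sexes.

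With the choroid plexus score as a covariate there were 333 DEGs in H2A.Z.1 WT and 346 in H2A.Z.1 KQ females, 666 genes higher and 825 lower in females alone and 1535 lower in males alone, and H2az1 had 0.20 in females and 0.020 in males for H2A.Z KO over Myc, where it had a negative sign. Without the mice above 1000 CPM of Ttr, these were 647, 37, 842, 815 and 1350, and H2az1 had 0.0046 in females. With all genes sorted into quintiles, H2A.Z.1 KA minus H2A.Z.1 KQ in Q3 was -0.016 in females and -0.0040 in males, a reversed sign. The number of lists past the threshold went from 35 to 0 for H2A.Z KO females, from 29 to 4 for H2A.Z KO males (interferon response, microglia, MHC and complement), and from 10, 18 and 20 to 0 each for H2A.Z.1 KA against H2A.Z.1 KQ in females and males and for deletion by sex, with an estimated correlation, and fry gave 0 for each of the latter. Members of lists past the threshold for the same comparisons were 7, 7 and 10 with DESeq2. With fry, the other 2 numbers of lists, for H2A.Z KO females and males against Myc, stayed within 1.5 times and so were unmoved.

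Leaving out 1 mouse at a time gave these ranges. DEGs against Myc were 508 to 1330 for H2A.Z.1 WT, 418 to 1088 for H2A.Z.1 KA and 64 to 1034 for H2A.Z.1 KQ females and 578 to 1251 and 459 to 779 for H2A.Z.1 KA and H2A.Z.1 KQ males, with the mice behind each at the claims. H2A.Z.1 KA against H2A.Z.1 KQ gave 0 to 1 DEGs in females and H2A.Z.1 KQ against H2A.Z.1 WT 0 to 1, with 1 each without H2A.Z.1 KQ mouse 38, and H2A.Z.1 KA against H2A.Z.1 KQ gave 0 to 2 in males, with 2 without H2A.Z.1 KQ mouse 45. Lower DEGs of H2A.Z KO males were 13.1 to 14.7%, with the highest without H2A.Z KO mouse 21. DEGs between Myc mice of the sexes were 6 to 178. Genes higher in females alone were 844 to 1820 and in males alone 690 to 1473, and lower in females alone 827 to 2234 and in males alone 583 to 1470. Genes differing by sex were 0 to 88 for deletion and 0 to 1 for H2A.Z.1 KA against H2A.Z.1 KQ, with 1 without female H2A.Z.1 KQ mouse 38. The quintile differences of H2A.Z.1 KA minus H2A.Z.1 KQ were -0.14 to 0.013, -0.082 to 0.027, -0.0078 to 0.023, -0.12 to 0.11 and -0.24 to 0.25 for Q1 to Q5 in females, and -0.045 to 0.017 for Q2 and -0.18 to 0.23 for Q5 in males. For H2A.Z KO over Myc, H2az1 in males was -0.15 to 0.14, Arc in females -0.18 to 0.16 and Th -0.69 to 0.33 in females and -0.10 to 0.63 in males, and for H2A.Z.1 KQ over H2A.Z KO, Lum in females was -1.07 to 0.087.

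Of 187 gene values named in the text, 39 changed call or direction under some setting. Over the models without 1 mouse, 1344 gene values kept their call and sign, 74 lost and 14 gained a call, and 7 changed sign. No paired analysis was possible because the groups share no replicate numbers, and the sample number range served as a block instead. With it as a block and mice permuted within ranges, also chosen after the data were seen, H2A.Z.1 KA minus H2A.Z.1 KQ changed sign in females in Q2 (0.011) and Q3 (-0.0012), with an adjusted p of 0.988 for each. The share of genes with H2A.Z.1 WT between the mutants has no value for genes past the threshold, since no gene passed between H2A.Z.1 KA and H2A.Z.1 KQ in edgeR (595 in females and 2993 in males at an unadjusted p under 0.05, and 8 and 15 in DESeq2), and for genes chosen by the size of the difference alone it was 47.5% and 74.6%.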

Differences from the paper's values

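Between Myc mice of the sexes the paper gives 137 DEGs and 12 were found here, where the paper's methods give an adjusted p under 0.05 and an absolute log2 fold change over 1, which the paper names for its volcano plots, was also required. Of the alternatives set before the data were examined, leaving out female Myc mouse 11 (124) or female Myc mouse 31 (178) came within 1.5 times of the paper's number. The other alternatives did not, namely DESeq2 with the fold cutoff (83), DESeq2 size factors, filterByExpr, no robust estimation and all genes with a count above 0 (12 each), only these groups (5), sample number range (13), an adjusted p under 0.1 (21), no fold cutoff in edgeR (13), and leaving out female Myc mouse 32 (6) or male Myc mouse 1 (7), 22 (8), 23 (7) or 41 (6). DESeq2 without a fold cutoff, the setting nearest to the paper's methods, was not among them.

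Supplementary Tables 3 and 4 are named for H2A.Z.1 KA against H2A.Z.1 KQ, and their column of log2 fold changes was tested against that name. Within 0.1 of the log2 fold change of H2A.Z.1 KA over H2A.Z.1 KQ computed here lay 2 of 200 genes in females and 4 of 201 in males, while within 0.1 of the nearer of H2A.Z KO over H2A.Z.1 KA and H2A.Z KO over H2A.Z.1 KQ lay 199 in females and 183 in males, at median absolute differences of 0.0082 and 0.034. In females, Kiss1r has -0.66 (lfcSE 0.18) in the paper's table and -0.23 here, Kcnc1 -0.60 (lfcSE 0.11) in the paper's table and -0.21 here, Dkk2 1.15 (lfcSE 0.32) in the paper's table and 0.45 here and Drd2 -1.49 (lfcSE 0.25) in the paper's table and 0.20 here for H2A.Z.1 KA over H2A.Z.1 KQ. On the scale of H2A.Z.1 KA and of H2A.Z.1 KQ over H2A.Z KO, the values here are 0.46 and 0.68 for Kiss1r, 0.43 and 0.63 for Kcnc1, -1.16 and -1.61 for Dkk2 and 1.48 and 1.28 for Drd2. In males, Kiss1r has -0.64 (lfcSE 0.18) in the paper's table and -0.31 here, Kcnc1 -0.53 (lfcSE 0.10) in the paper's table and -0.17 here, Mfng 1.03 (lfcSE 0.17) in the paper's table and 0.69 here and Plaat1 -0.84 (lfcSE 0.14) in the paper's table and -0.37 here, and against H2A.Z KO the values here are 0.65 and 0.97, 0.42 and 0.58, -0.38 and -1.08 and 0.89 and 1.26. For these 8 values, none of the alternatives set before the data were examined (DESeq2, DESeq2 size factors, filterByExpr, all genes with a count above 0, only these groups, no robust estimation, sample number range, leaving out each mouse) came within the larger error for H2A.Z.1 KA over H2A.Z.1 KQ.

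The paper reports that Cre lowered H2A.Z.1 transcripts without replacement and H2A.Z.2 transcripts with and without it, to a small degree in bulk tissue. Here H2az1 had log2 fold changes of H2A.Z KO over Myc of -0.058 (SE 0.17, adjusted p = 0.828) in females and -0.054 (SE 0.16, adjusted p = 0.841) in males, and H2az2 of 0.28 (SE 0.12, adjusted p = 0.0609) and 0.14 (SE 0.11, adjusted p = 0.35), so neither was lower past the threshold. The samples are unlike, as the paper's tests have 16 and 32 residual degrees of freedom, while here each sex was compared separately with 3 or 4 libraries per group. The spread was estimated over all 40 mice in 1 model, and a test pooled over the sexes was not run. With replacement, H2az2 was at 26.3, 24.6 and 23.8 CPM in H2A.Z.1 WT, H2A.Z.1 KA and H2A.Z.1 KQ females and 24.4, 25.8 and 22.5 CPM in males, against 23.2 and 23.2 CPM in Myc mice. The sample labels give the genotype of Myc mice as WT where the paper gives all mice as floxed, and which holds is open.

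The paper reports genes that differ between H2A.Z.1 KA and H2A.Z.1 KQ in both sexes. Here no gene passed in edgeR, with 595 genes in females and 2993 in males at an unadjusted p under 0.05, and DESeq2 called 8 and 15, and 2 and 12 when fitted to the compared groups alone, a setting chosen after the values were seen. For Kiss1r and Kcnc1 (higher with H2A.Z.1 KQ) and Dkk2 (higher with H2A.Z.1 KA), the group means here had the paper's direction in both sexes. For Mfng (higher with H2A.Z.1 KA in the paper) they had it in males. In females Mfng was at 3.99 ± 0.516 CPM with H2A.Z.1 KA and 3.86 ± 0.812 CPM with H2A.Z.1 KQ (2-sided exact permutation p = 0.83), which sets no direction. The legend of the paper's Fig. 4 describes a gene, unnamed there, as lower with H2A.Z.1 KQ in males only. The paper's discussion gives Dkk2 as an example of genes raised particularly in males, and here Dkk2 had 0.23 in males and 0.45 in females. In females the paper places H2A.Z.1 WT between the mutants, and here the share of such genes, chosen as in the random regroupings, was 47.5%, below their median of 65.5%, while in males it was 74.6%, above their median of 64.4%.

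In Q2 the paper reports better rescue by H2A.Z.1 KA in males and by H2A.Z.1 KQ in females, and here H2A.Z.1 KA minus H2A.Z.1 KQ was -0.013 in males and -0.017 in females with an adjusted p of 0.943 for both, tested over mice where the paper compared genes. The paper reports that the sexes differ in each quintile after deletion, and here the same genes, ordered by the mean of both sexes and compared over mice, had adjusted p-values from 0.245 to 0.621. In the order of the females, which favours a larger change in females, Q1 differed (adjusted p = 0.0102), and in the order of the males no quintile did (adjusted p from 0.582 to 0.993).

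In males the paper lists ribosomal terms among genes that H2A.Z.1 KA alone brought down, and here 44 of 58 ribosomal genes were brought down by H2A.Z.1 KQ alone and 0 by H2A.Z.1 KA alone in edgeR, but the paper's sentence on the shares just before prints H2A.Z.1 KQ for both mutants, so which mutant its terms belong to is in doubt. With the same doubt, it lists immune terms for H2A.Z.1 KQ alone in males, and here 0 of 32 T and NK cell markers and 3 of 60 interferon-stimulated genes (Ifitm1, Ifi27 and Ifitm2) were brought down by H2A.Z.1 KQ alone in edgeR, while both mutants brought down 32 and 57. Other immune lists leaned toward H2A.Z.1 KQ in the number of genes passing below H2A.Z KO. With H2A.Z.1 KQ these were 20 of 23 phagocytic, 21 of 24 microglial and 37 of 42 MHC genes, and with H2A.Z.1 KA 12, 17 and 34. Complement genes (17 of 20) and B and plasma cell markers (12 of 28) had equal numbers with each mutant. The paper lists synaptic and glutamate receptor terms for genes that H2A.Z.1 KA alone brought back up in males, and here this held for 1 glutamate receptor (Grik5), 2 vesicle genes (Rab3a and Syngr3) and 4 postsynaptic density genes (Agap2, Baiap2, Camk2b and Lrfn2), while H2A.Z.1 KQ alone brought back 17 vesicle and 10 postsynaptic density genes. The paper lists nucleosome terms as unique to males among genes raised by deletion, and here replication-dependent histone genes were higher in 15 of 61 in females and 19 in males.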

Other observations

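No test in this part was chosen after its result was seen. Deletion raised transcripts of several cell types besides those described with the paper's claims, in both sexes. Complement genes were higher in 17 of 20 in females and 17 in males (18 and 17 when adjusted over the list alone), at median log2 fold changes of 2.99 and 3.35. Microglial markers were higher in 23 of 24 in females and 23 in males (24 and 23 over the list alone) at medians of 2.11 and 2.12, and markers of B and plasma cells in 24 of 28 in females and 27 in males (27 and 27 over the list alone) at 4.69 and 4.80 (4.75 in males with bounds for genes at 0 counts). Markers of astrocytes were higher in 14 of 20 in females and 13 in males (medians 0.67 and 0.49), of oligodendrocytes in 14 of 20 in females and 11 in males (0.63 and 0.45), of their precursors in 9 of 13 in females and 8 in males (0.46 and 0.43), of endothelium in 16 of 20 in females and 10 in males (0.62 and 0.40) and of mural cells and fibroblasts in 16 of 20 in females and 5 in males (Anpep, Col1a1, Dcn, Lum and Pdgfrb, medians 1.60 and 0.62). With an estimated correlation, adjusted p in females and males was 0.0643 and 0.0352 for complement, 0.06 and 0.0147 for microglia, 0.177 and 0.121 for B and plasma cells, 0.166 and 0.262 for astrocytes, 0.231 and 0.438 for oligodendrocytes, 0.225 and 0.347 for precursors, 0.184 and 0.378 for endothelium and 0.184 and 0.442 for mural cells. The number of these genes that Myc mice express at a mean of at least 1 CPM was 16 for complement, 24 for microglia and 5 for B and plasma cells (Ighg2c, Ighm, Igkc, Jchain and Xbp1).

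Signalling and stress genes moved in both directions after deletion. Targets of p53 were 17 higher and 1 lower (Ei24) of 24 in females and 15 and 3 (Ei24, Plk2 and Zmat3) in males (medians 0.73 and 0.50), immediate early genes 10 higher and 2 lower (Homer1 and Nr4a3) of 26 in females and 8 and 2 (Homer1 and Nr4a3) in males (0.45 and 0.34), Wnt genes 22 higher and 3 lower (Apc, Nkd2 and Sfrp2) of 57 in females and 10 and 4 (Apc, Dvl1, Dvl2 and Dvl3) in males (0.21 and 0.11) and Notch genes 11 higher and 4 lower (Dll1, Hes5, Nrarp and Rfng) of 29 in females and 8 and 4 (Dll1, Hes5, Jag2 and Rfng) in males (0.21 and 0.15). Genes of ependymal cilia were 6 higher and 2 lower (Dnah9 and Spag6l) of 24 in females and 3 (Foxj1, Mia and Rarres2) and 3 (Dnah2, Dnah9 and Spag6l) in males (medians 0.51 and 0.10), and histone variants with the H2A.Z machinery 3 higher (Anp32e, Brd2 and H3f3b) and 3 lower (Kat5, Macroh2a2 and Ruvbl1) of 22 in females and 3 (Anp32e, Brd2 and H3f3b) and 5 (Actr6, Kat5, Macroh2a2, Ruvbl1 and Vps72) in males (-0.025 and 0.019). Markers of thalamus and striatum were 4 higher (Adora2a, Lef1, Prkcd and Tcf7l2) and 2 lower (Drd2 and Pde10a) of 19 in females and 1 (Adora2a) and 3 (Drd2, Pde10a and Ppp1r1b) in males (medians 0.20 and 0.045), and blood markers 4 higher (Hba-a1, Hba-a2, Hbb-bs and Hbb-bt) of 8 in females (medians 0.70 and 0.25, with a mean of -0.12 in males). In males camera at its preset correlation gave the downward direction for ependymal cilia, thalamus and striatum, blood, and histone variants without passing (adjusted p = 0.912, 0.648, 0.753 and 0.661), while the medians of these lists were positive.

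Genes that the paper measured by ChIP-qPCR differed in their response. Fos, an immediate early transcription factor, rose by 1.67 (SE 0.36, adjusted p = 4.8e-04) in females and 1.13 (SE 0.32, adjusted p = 0.00667) in males, while Arc, an immediate early gene of synaptic plasticity, had 0.014 (SE 0.42, adjusted p = 0.987) and -0.74 (SE 0.39, adjusted p = 0.156). Fkbp5, a regulator of the glucocorticoid receptor, fell with -0.37 (SE 0.15, adjusted p = 0.0463) in females and -0.35 (SE 0.14, adjusted p = 0.0455) in males, Th, the enzyme of dopamine synthesis, had -0.27 (SE 0.50, adjusted p = 0.72) and 0.31 (SE 0.46, adjusted p = 0.665), and Gadd45b rose by 0.85 (SE 0.16, adjusted p = 5.9e-05) and 0.90 (SE 0.14, adjusted p = 4.8e-06). Fkbp5 lost its call in females without H2A.Z KO mouse 13 (adjusted p = 0.132), 14 (0.121) or Myc mouse 11 (adjusted p = 0.168), 31 (0.105), and in males without H2A.Z KO mouse 3 (adjusted p = 0.147), 4 (0.103), 42 (0.0621) or Myc mouse 1 (adjusted p = 0.0569), 22 (0.132), 23 (0.053), 41 (0.0703). The sign of Arc in females turned without H2A.Z KO mouse 33 (-0.18) or Myc mouse 11 (-0.13), and that of Th without female Myc mouse 31 (0.33) or male H2A.Z KO mouse 4 (-0.10).

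For each comparison the same mice were also split in other ways into groups of the same sizes. Genes were counted in a model of these mice alone. For H2A.Z.1 WT and H2A.Z.1 KQ against Myc and H2A.Z.1 KQ against H2A.Z KO in males, 100 splits were drawn. The highest other split is there the highest of those drawn. Chance can be excluded where 1 split, the real one, gave as many genes, with the highest other split in parentheses, for H2A.Z KO, H2A.Z.1 WT and H2A.Z.1 KA against Myc in females, 3325 (0), 830 (49) and 623 (5), and for H2A.Z KO, H2A.Z.1 WT, H2A.Z.1 KA and H2A.Z.1 KQ against Myc in males, 3147 (0), 894 (228), 1047 (0) and 671 (413). The same holds for H2A.Z.1 KA and H2A.Z.1 KQ against H2A.Z KO, 2350 (1) and 325 (57) in females and 2988 (1) and 3786 (2000) in males, and for Myc mice of the sexes, 5 (2). For H2A.Z.1 KQ against Myc in females the 10 splits are too few for a share under 0.05, with 64 genes in the real split and 0 in the highest other. Between replacement groups the real split gave 0 genes in edgeR, a number that any split reaches (all 35 in females and all 100 drawn in males), so the splits decide nothing about chance there. The highest other splits gave 1111, 540 and 479 genes in females for H2A.Z.1 KA with H2A.Z.1 KQ, H2A.Z.1 KA with H2A.Z.1 WT and H2A.Z.1 KQ with H2A.Z.1 WT, and each parted the mice numbered 1 to 20 from those numbered 21 to 40, which points to a structure of the samples. With the sample number range as a covariate these comparisons gave no more genes than without it. In males the highest other splits gave 68 (mice 5, 8, 27 and 44 against the rest), 116 (5, 9, 10 and 29) and 137 genes (8, 9, 10, 29 and 44), and in each the mice numbered 1 to 20 stood together, which again points to structure among the mice. For the difference between the sexes in deletion and in H2A.Z.1 KA against H2A.Z.1 KQ, where the real count was also 0 in edgeR, the 100 splits drawn decide nothing either, and the highest gave 172 and 2. In the comparisons with a real count of 0, 595, 1168, 754, 2993, 1439 and 1159 genes had an unadjusted p under 0.05 in the model of all mice, and DESeq2 gave 8, 4, 10, 15, 17 and 10.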
